# New insights into SREB orphan receptor roles in the ovary, using comparative transcriptomics across 3 fishes

**DOI:** 10.1210/endocr/bqag089

**Published:** 2026-08-07

**Authors:** Charles F Heyder, Casey A Murray, Philip Granith, Mukhriddin Makhkamov, Emma Bourget, Isabella Cain, Breckon Davidson, Taylor-Jeffery Doone, Joanna Korasadowicz, Nora Hull, Jade Martens, Ryan Martin-Hachey, Keira McGrath, Haley Stewart, Jamoliddin Razzokov, Parthiban Marimuthu, Thanigaimalai Pillaiyar, Julien Hanson, Christopher J Martyniuk, Matthew A DiMaggio, Timothy S Breton

**Keywords:** gpr27, gpr85, gpr173, SREB, phoenixin, agonist

## Abstract

Superconserved receptors expressed in brain (SREB) are a family of orphan G protein–coupled receptors with 3 members in most vertebrates (GPR27 or SREB1, GPR85 or SREB2, and GPR173 or SREB3). They are associated with diverse physiological processes, ranging from glucose homeostasis to ovarian development. Despite a lack of confirmed ligands, our understanding of these receptors has increased based on interactions with putative SREB3 ligands such as phoenixin (PNX) and the development of synthetic SREB1 agonists (A8535 and PT-91). However, to date no studies have used these agonists in any complex vertebrate system. The objective of this study was to compare the *in vitro* transcriptomic responses to PNX-20, A8535, and PT-91 in the ovaries of 3 fishes with different SREB systems: (1) zebrafish (*Danio rerio*) that exhibit similar receptors to mammals, (2) mummichog (*Fundulus heteroclitus*) that lost a receptor but gained a fish-specific member, and (3) pufferfish (*Dichotomyctere nigroviridis*) that exhibit all 4 receptors. Agonist interactions with fish SREB1s were confirmed using *in silico* characterizations. Zebrafish exhibited the strongest transcriptome response, including agonist-induced changes in oxidative phosphorylation and cell adhesion pathways. Mummichog exhibited a less robust response, possibly related to receptor evolutionary divergence, while pufferfish exhibited an intermediate transcriptome response. Short-term agonist exposure did not alter ovarian steroid levels ([17]estradiol, 17-hydroxyprogesterone, cortisol, testosterone, or 11-ketotestosterone). Collectively, the data reveal previously unrecognized developmental, metabolic, neural, and vascular gene networks associated with SREB activation and suggest both receptor-specific signaling and functional overlap within this family.

## Introduction

Superconserved receptors expressed in brain (SREBs) are a family of highly conserved orphan G protein–coupled receptors with 3 members in most vertebrates: SREB1 (orphan receptor GPR27), SREB2 (GPR85), and SREB3 (GPR173) (1). SREBs were first characterized in the mammalian central nervous system but have since been studied in diverse tissues and physiological processes, ranging from neurogenesis to insulin regulation, ovarian folliculogenesis, and skeletal muscle metabolism (2-6). Among the family members, SREB1 exhibits the broadest tissue distribution and is most studied in glucose homeostasis (5, 7-9). SREB2 is expressed in neurons and is associated with schizophrenia and autism spectrum disorder (10, 11), whereas SREB3 has proposed roles in reproductive and metabolic regulation in the hypothalamus, gut, and female reproductive system (3, 4, 12-14). Our understanding of SREB3 is largely derived from the recent identification of several putative endogenous ligands, including a gonadotropin-releasing hormone metabolite (GnRH) (1-5), cholecystokinin, and a recently discovered peptide, phoenixin (PNX) (12, 15, 16).

PNX is a cleavage product of a small mitochondrial protein and has 2 major forms, PNX-14 and PNX-20, which were both implicated in reproduction by modulating the GnRH system in the hypothalamus and pituitary (17-20). PNX is also expressed in the ovary, where it stimulates estrogen production and ovulation, and is broadly associated with several disorders (4, 13, 21-23). Beyond reproduction, PNX has been linked to food intake, energy metabolism, and cardiac protection, highlighting its broader physiological significance (24, 25).

Despite these advances, the status of SREB3 as a PNX receptor remains unresolved. This proposed identification was based on a deductive ligand–receptor matching strategy, and several subsequent studies suggested that PNX actions may require functional SREB3 (19, 25, 26). However, direct pharmacological evidence remains incomplete, as ligand-binding assays have failed to conclusively verify this interaction (27). Receptor deorphanization requires binding reproducibility in at least 2 different settings, before interaction is confirmed, as a cautionary practice (28, 29). While past research demonstrates that PNX can provide insights into SREB3 functions, the receptor may act as part of a more integrative pathway requiring further research. This uncertainty is even greater for the other SREB family members, which remain orphan receptors without defined endogenous ligands.

Development of synthetic SREB agonists is challenging without known coupling to downstream mediators, but several research groups have focused on these efforts to better characterize SREB function. Initial efforts successfully developed inverse agonists (30, 31), but ligand binding was not verified and their efficacy remains unconfirmed (32-34). A major advance came from the works of Dupuis et al., who proposed that SREBs may signal through noncanonical β-arrestin-dependent mechanisms (32, 35). This group developed a chimeric model with human SREB1 and the C-terminal tail from the vasopressin V2 receptor, which binds efficiently to β-arrestin 2. Using chemical screening and confocal microscopy, selected compounds were confirmed to recruit β-arrestin 2 to the membrane of cells expressing SREB1 (32). The most potent compound was a sulfonamide derivative (termed compound I or Agonist 8535 (A8535): 2,4-dichloro-N-(4-(N-phenylsulfamoyl)phenyl)benzamide) that exhibited no cellular toxicity and was selective to SREB1. A8535 was also tested with the native human receptor, where the agonist did not activate G protein signals but did recruit β-arrestin 2 (32). Since this discovery, more potent derivatives of A8535 have been synthesized, including a compound termed 7p or PT-91 (2-methoxy-N-(4-(N-phenylsulfamoyl)phenyl)-4-(trifluoromethyl)benzamide) (33, 36). The novel PT-91 exhibited greater potency to the native SREB1 receptor (36). Neither compound has been used extensively in any animal model, with only 1 study published to date on A8535 and lactate production in rodent cells (9). These compounds have not been tested in whole-animal or comparative vertebrate systems, leaving their broader relevance unexplored.

While most information stems from research in mammals, fish have recently provided new insights into SREB functions and represent an interesting vertebrate clade with unique receptor characteristics (34, 37). Many highly derived fishes exhibit a fourth receptor that duplicated from SREB3, termed SREB3B or GPR173B, and the novel receptor was shown to exhibit divergent patterns from the mammalian homolog SREB3A (37-39). In fish, the 2 SREB3s are differentially regulated by (17) estradiol and do not respond similarly to PNX (40, 41). In addition, the 2 SREB3s exhibit divergent spatial mRNA patterns and may be differentially regulated (38, 39). Not all fishes exhibit the gene though, as less-derived fishes, such as zebrafish (*Danio rerio*), only exhibit the same 3 receptors as mammals. Some species have lost a receptor entirely, such as those of the Order Cyprinodontiformes, which lack SREB3A (37, 42). Despite these differences, research in fish has identified many conserved functions for PNX and SREBs in energy metabolism, food intake, and reproduction (42-47). Overall, the scientific community has not yet fully characterized SREB functionality. For instance, the potential for overlapping roles among receptor family members has been proposed for over a decade (10, 48). The combined use of PNX, novel SREB1 agonists, and comparative fish models with unique receptor configurations represents a promising new direction to characterize SREB function.

The objective of this study was to better elucidate conserved roles for SREBs in metabolism and reproduction. To achieve this, PNX-20, A8535, and PT-91 were used in *in vitro* ovarian exposures using 3 fish species with distinct SREB receptor complements. Zebrafish (*D. rerio*) were used because they exhibit similar receptors to mammals (SREB1, SREB2, and SREB3A). Mummichog (*Fundulus heteroclitus*) were selected because they have lost SREB3A but gained the novel receptor (SREB1, SREB2, and SREB3B) (37). Finally, green-spotted pufferfish (*Dichotomyctere nigroviridis*) were examined because they express all 4 receptors (SREB1, SREB2, SREB3A, and SREB3B). Agonist binding to fish SREB1 was first determined in all 3 species using simulated molecular dynamics (MD), followed by comparative transcriptomics and steroid quantification to characterize biological effects. We hypothesized that PNX-20 would exert different downstream effects in each species due to SREB3 divergence, while PT-91 exposure would exhibit greater responses than A8535. We also hypothesized that PNX-20 would increase steroids associated with metabolism and ovarian growth. By integrating receptor-level *in silico* analyses with comparative ovarian functional assays, this study provides the first vertebrate framework for evaluating SREB-directed agonists and offers new insight into functional specialization and overlap within this receptor family.

## Materials and methods

### MD of agonist binding to fish SREB1 receptors

MODELLER software (ver. 10.6) was used to build homology models (HMs) for zebrafish, pufferfish, and mummichog SREB1 (49) using the human GPR27 structure (36). Amino acid sequences were obtained from UniProt (The UniProt Consortium, UniProt code [UPC], 2023): zebrafish (UPC: A9JRY2), pufferfish (UPC: A0A872TNE7), and mummichog (UPC: A0A3Q2QV11). For each species, 50 models were generated, and the top quality model was selected based on visual inspection and discrete optimized protein energy (DOPE) score in MODELLER. The residue ranges of the resulting HMs are zebrafish (26-343), pufferfish (26-343), and mummichog (25-342) (Supplemental File 1, Fig. S1) (50).

To prepare the complexes for *in silico* analysis, the models were processed using Maestro's (Schrödinger Release 2025: Maestro, Schrödinger, LLC, New York, NY, 2025) built-in tools, the Protein Preparation Workflow, which prepare the complexes by adding missing hydrogen atoms, removing water molecules, generating heteroatom states, assigning bond orders, and predicting ionizable residues (Asp, Glu, Arg, Lys, His). Protonation states at physiological pH (7.7) were predicted using the integrated PROPKA algorithm. The complexes underwent restrained energy minimization using the OPLS4 force field (51) and pH-dependent protonation states were assigned using Epik (52). The ligands (Fig. 1A) were prepared in a similar manner using LigPrep (53). Missing hydrogen atoms were added, formal charges were assigned, and stereoisomers and plausible tautomeric and ionization states were generated. Finally, ligand conformations were energy-minimized using the OPLS4 force field.

**Figure 1:**
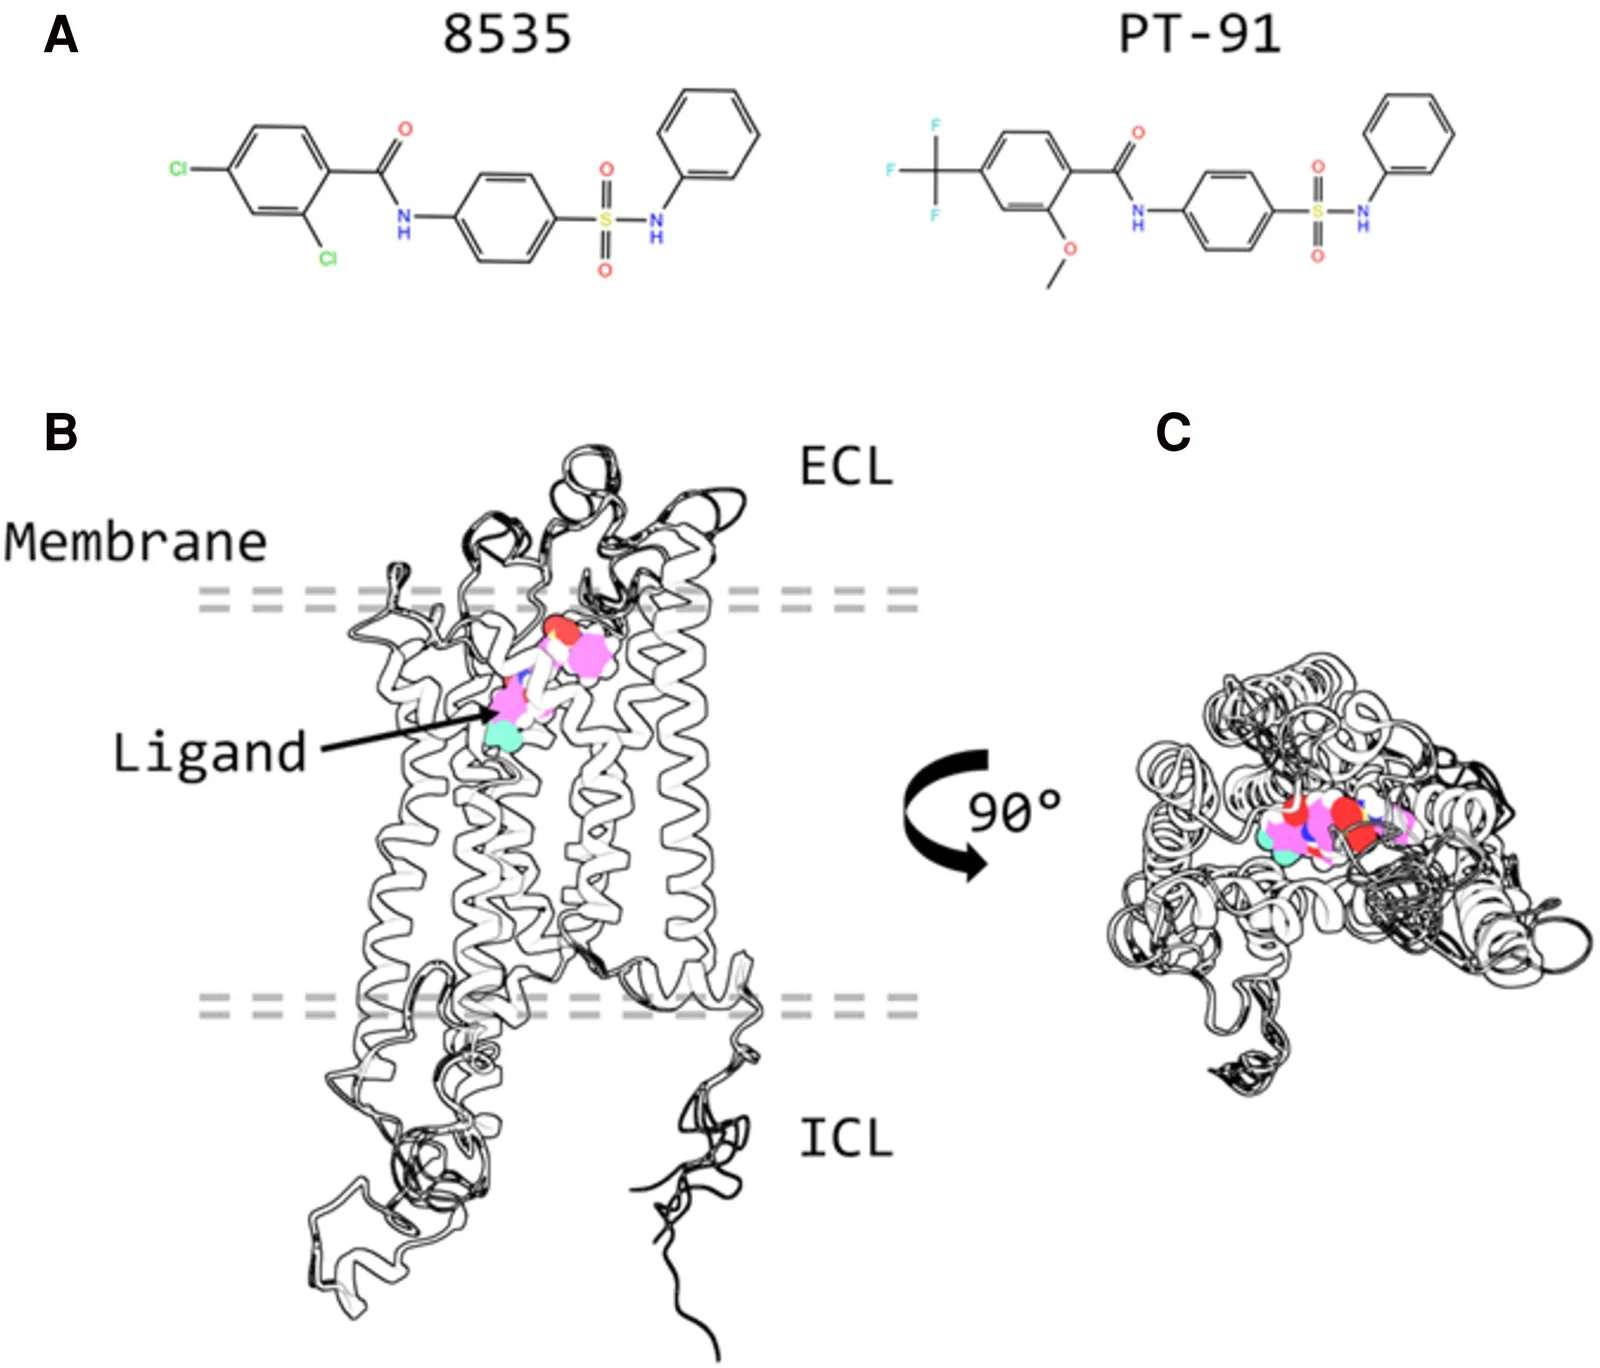
Two-dimensional representations of ligand 8535 and PT-91 (A). Side view (B) and top view (C) of HMs of fish SREB1 superposed on the human GPR27 structure. The white cartoon represents the receptors. The circles represent the PT-91 ligand in the binding pocket, with colors matching panel b and aromatic groups in purple. The gray dashed lines indicate the cell membrane from the extracellular (ECL) and intracellular (ICL) sides, respectively.

To predict the binding pose of unbound A8535, molecular docking was performed to predict its binding pose using GLIDE (54) in Schrödinger Maestro. The extra-precision mode and postdocking minimization steps were sequentially applied to refine the docked poses. The ligand coordinates from the reference structure were used to dock A8535 into the binding pocket of SREB1 HMs from the fish species. The top ranked docked pose was selected based on the degree of alignment with the reference structure ligand (36). This resulted in 3 SREB1 structures bound to PT-91 (with the ligand position retained from the reference) and A8535, with the ligand placed by docking, respectively.

To further evaluate the stability of binding poses and ligand–receptor interactions obtained from docking, the complexes were subjected to MD simulations using Desmond (55). Before simulation, the complexes were prepared in a unit cell designed to reflect a simplified cellular environment. All receptor–ligand complexes were embedded in a POPC (1-palmitoyl-2-oleoyl-sn-glycero-3-phosphocholine) lipid bilayer, representing a widely used model cell membrane, and the system was solvated with TIP3P explicit water molecules (56) in an orthorhombic simulation box. To better mimic physiological conditions, additional simulation parameters were also applied (Table S1) (50). A physiological salt concentration of 0.15 M was used, and the net charge of the system was neutralized by adding Na^+^ or Cl^−^ counterions. The OPLS4 force field was employed for all simulated atomic interactions. MD simulations were performed in the NPγT ensemble, in which the number of particles, pressure, surface tension (γ), and temperature are kept constant. This ensemble is particularly suitable for membrane systems because it allows independent fluctuations in the lateral (x–y) dimensions of the simulation box while maintaining constant surface tension, thereby minimizing artificial distortions (55).

A multistep equilibration protocol was applied. First, energy minimization was performed on the solvent and ions while restraining the solute components (protein, ligand, and membrane). This was followed by a short NVT (number of particles, volume, and temperature) simulation using Brownian dynamics at 10 K for 100 ps, with restraints on solute heavy atoms. Subsequently, a brief NPT simulation at 100 K (20 ps) was carried out with solute restraints. The system was then heated from 100 to 300 K under NPγT conditions over 10 ps, maintaining solute restraints. Restraints were gradually reduced during a series of short NVT simulations at 300 K totaling 24 ps. Finally, an unrestrained equilibration step in the NVT ensemble was performed prior to the production runs. Production runs were performed under the same conditions using the following parameters: simulation time of 3 μs, total number of frames of 2500, with a random seeded 5 replicates. Our customized Maestro tools for Simulation Quality Analysis and Simulation Interaction Diagram modules were extensively used for postsimulation analysis. The root mean square deviation (RMSD), root mean square fluctuations, trajectory frequency, and per-residue decomposition (PRD) heatmap results were obtained from the average of 5 independent replicates.

Binding free energies (BFE) were calculated for all the simulated systems using the molecular mechanics—generalized born surface area (MM-GBSA) method to estimate the binding affinity between the receptor and ligand. The total BFE (ΔG_bind_) was computed as ΔG_bind_ = E_Complex_ − E_Ligand_ − E_Receptor_. PRD analysis was performed to identify “hotspot” residues, revealing the contribution of individual amino acids to the overall ΔG_bind_. Snapshots were sampled from every fourth frame (7500 total frames), resulting in 1875 frames from the 3 μs simulation. The Prime module in Maestro was used (57, 58), employing the OPLS4 force field and the variable-dielectric generalized Born (VSGB) 2.1 solvation model (59).

To further characterize ligand dissociation and quantitatively describe the underlying free energy landscape, enhanced sampling MD simulations were performed. In this context, the potential of mean force (PMF) approach was employed, which is used to estimate free energy profiles along a defined reaction coordinate (RC) (60, 61). PMF is related to the Gibbs free energy as ΔG(x) = −k_BTlnP(x), where P(x) represents the probability density along the RC x, kB is the Boltzmann constant, and T is the absolute temperature. This framework was applied to evaluate the relative BFE profiles of A8535 and PT-91 with 3 fish SREB1 homologs. The RC was defined as the center-of-mass distance between the ligand and the receptor along the membrane (z-axis), corresponding to the ligand dissociation pathway. Additional information is provided in Supplemental File 1 (50).

### *In vitro* ovary treatments with PNX-20 and agonists

Wild-type adult zebrafish, mummichog, and pufferfish were maintained at the University of Florida (UF) Tropical Aquaculture Laboratory (TAL) (Ruskin, FL, USA) in the period 2024-2025. Briefly, zebrafish (0.73 ± 0.16 g, 39.71 ± 2.31 mm total length) were collected from freshwater earthen ponds on site at the TAL. Mummichog (6.20 ± 2.90 g, 80.2 ± 11.59 mm) were caught from the South Carolina Department of Natural Resources (Bluffton, SC, USA) and the Environmental Protection Agency: Atlantic Coastal Environmental Sciences Division (Narragansett, RI, USA). To verify mummichog used in this study was *F. heteroclitus*, fin clips (n = 2) were collected, shipped to University of Maine at Farmington (UMF) laboratories, and used in DNA extractions (Qiagen DNeasy Tissue Kit, Qiagen, Germany) with DNA sequencing of 2 mitochondrial CO1 regions (*mt-co1*) following standard procedures (62). Both individuals exhibited 2 *mt-co1* fragments with greatest similarity to *F. heteroclitus* (data not shown). Pufferfish (7.01 ± 2.13 g, 61.64 ± 5.05 mm) were imported through a nearby wholesaler (Segrest Farms, Inc., Gibsonton, FL, USA). All species were housed within an enclosed temperature-controlled greenhouse, and all studies were conducted according to UF Institutional Animal Care and Use Committee guidelines (IACUC #: IACUC202300000749). Zebrafish were held in a flow-through concrete vat supplied with treated well water (1060 L, temperature: 24.44 ± 3.33 °C, dissolved oxygen (DO): 7.11 ± 0.35 mg/L). Mummichog and pufferfish were held in a brackish water recirculating system (3513 L, salinity: 15-20 mg/L, temperature: 27.22 ± 0.56 °C, DO: 7.54 ± 0.51 mg/L).

To perform *in vitro* experiments, zebrafish (n = 17), mummichog (n = 20), and pufferfish (n = 14) were euthanized using 300 mg/L MS-222 (Syncainei^®^, tricaine methanesulfonate, Syndel, Ferndale, WA, USA) buffered 1:1 with sodium bicarbonate followed by pithing to ensure humane euthanasia. Paired ovaries were removed and partitioned into 5 approximately equal sections. The first ovary section was placed on a Sedgewick rafter cell and photographed with a Jenoptik ProgRes^®^ C5 microscope camera to characterize ovarian stages. Ovaries with the earliest developmental stages were preferentially selected, since previous research identified greatest SREB expression in early growth (39). Overall, zebrafish and mummichog ovaries exhibited minor populations of vitellogenic oocytes, but the majority of follicles in all 3 species were at primary and early secondary growth stages. Ovarian images from all individuals were assessed manually to ensure that none or minimal inclusions of early stage vitellogenic follicles were present, and all samples from each species were primarily at early developmental stages. The remaining 4 ovary sections were added to individual wells within a 24-well plate (Costar^®^ Cat#3524) with culture media (46). Each well contained 990 μL 90% Leibovitz's L-15 medium (Sigma Cat# L1518), 1% penicillin-streptomycin (Gibco™ Cat# 15070-063), 0.5% bovine serum albumin (Sigma Cat# 81053N), and 1 of the 4 treatments: (1) 100 nM PNX-20, (2) 5 μM A8535, (3) 5 μM PT-91, or (4) a negative dimethyl sulfoxide (DMSO) control. The 100 nM PNX-20 treatment was chosen based on previous zebrafish research (46). Species-specific and non-amidated (46) zebrafish, mummichog, and pufferfish PNX-20 were purchased from GenScript (≥98% purity, Piscataway, NJ, USA) with sequences of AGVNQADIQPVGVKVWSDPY, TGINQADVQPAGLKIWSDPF, and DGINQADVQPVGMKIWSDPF, respectively. Agonists A8535 and PT-91 were synthesized by the Pillaiyar laboratory (University of Tübingen, Germany) and confirmed to be of at least 95% purity by high-performance liquid chromatography and ^1^H and ^13^C nuclear magnetic resonance and high-resolution mass spectrometry. The 5 μM agonist treatment were chosen to avoid 10 μM solubility limits (33). To achieve final concentrations, PT-91 (4.5 mg) and A8535 (4.21 mg), were each dissolved in 1 mL of DMSO, generating 10 mM stock solutions, which were then diluted to 500 μM. PNX-20 (0.4 mg) was dissolved in 373.2 μL DMSO to achieve a 500 μM stock, which was then diluted to 10 μM. Agonist, PNX-20, and DMSO final stocks were added to each well containing culture media in 10 μL volumes.

Ovary fragments were incubated at 28 °C for 6 hours. Ovaries were then removed, preserved in RNAlater™ (Invitrogen Cat# AM7020), and snap frozen for RNA analyses. The remaining media was extracted using a glass pipette and placed in a glass vial for later steroidogenic analysis. To mitigate temporal variation, each *in vitro* experiment in all 3 species was equally represented at each time point over a 1 week period. All samples were stored at −80 °C.

### RNA extractions and cDNA synthesis

Total RNA was extracted using TRIzol™ (Invitrogen, Carlsbad, CA, USA; CAT#15596018) and standard phenol/chloroform procedures. To remove genomic DNA contamination, the TURBO DNA-free™ Kit (Invitrogen, catalog #AM1907) was used according to the manufacturer's protocol with minor modifications (2 μL of 10 × Turbo DNase™ Buffer/sample and 1.5 μL of Turbo DNase™ enzyme). Initial RNA quality was confirmed using the Qubit™ 4 Fluorometer (Invitrogen™, catalog #Q33238) and the Qubit™ RNA IQ Assay Kits (Invitrogen™, catalog #Q33222).

A total of 32 RNA samples per species were separated into 2 aliquots and shipped to (1) Novogene Corporation (Sacramento, CA, USA) for RNA sequencing (RNA-seq) and (2) UMF laboratories for quantitative PCR (qPCR) confirmation of RNA-seq patterns. At UMF, RNA quantity was assessed using a NanoDrop spectrophotometer and approximately 2.5 μg total RNA/sample was used for cDNA synthesis. Total RNA was DNase-treated using ezDNase with a 5-minute 37 °C incubation step followed by cDNA synthesis using the Superscript IV VILO kit (Invitrogen) and standard protocols. Stock cDNAs were stored at −20 °C.

### RNA sequencing

For each species, 16 samples (n = 4/treatment) with high RNA integrity numbers (RIN) were selected. Average RINs across all samples for zebrafish, mummichog, and pufferfish were 8.3 ± 0.16, 5.6 ± 0.28, and 8.0 ± 0.23, respectively. Mummichog RIN values were lower due to high proportions of small RNAs. To confirm this, fresh ovarian samples (n = 5) were used in RNA extractions and quality assessed on an Agilent 4150 TapeStation (Santa Clara, CA, USA), with similar results (6.5 ± 0.2). Poly A enrichment was conducted at Novogene (Sacramento, CA, USA), and individually paired libraries were pooled by equimolar concentrations and sequenced using NovaSeq X Plus Series with 150 bp paired-end reads (Illumina Inc., CA, USA). Raw reads of FASTQ format were initially processed through fastp. Clean data/reads were obtained from raw data by filtering out reads with adapter sequences, poly-N sequences, and reads of low quality. Q20, Q30 and GC content of the clean data were determined and provided in Tables S2-S4 (50). Only high-quality clean data were used in downstream analyses.

Reference genomes were downloaded from NCBI for each species (zebrafish GRCz11; mummichog MU_UCD_Fhet_4.1; pufferfish Proteome ID UP000007303). HISAT2 software was used to map paired-end clean reads to the reference genome. Feature counts were used to count read numbers mapped to each gene, including both known and novel genes. Reads per kilobase of transcript, per million mapped reads of each gene was calculated based on the gene length and read count mapped. Ovary transcriptomes from zebrafish (GSE291115), mummichog (GSE313040), and pufferfish (GSE299271) were submitted to the NCBI Gene Expression Omnibus database. DESeq2 was used for differential expression analysis within species between the negative control and each treatment. Differentially expressed genes (DEGs) with log_2_ fold changes and *P*-values (*P*_adj._ and raw *P*-value) are provided in Supplemental File 2 (63). To identify if treatment exposures induced significantly more genes to be up- or downregulated in each species, total DEG lists (*P* < .05) were assessed using χ^2^ analyses. Observed DEGs were compared to expected numbers assuming equally significant up- and downregulation in each treatment.

### Pathway analysis and meta-analyses

Pathway analyses were conducted using iPathwayGuide (Advaita Bioinformatics, MI, USA). Briefly, DEGs were mapped to human homologs and filtered using a threshold of *P* < .05 and absolute log_2_ fold changes of at least 0.6. Data were analyzed using (1) pathways obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (64), (2) gene ontologies (GO) from the Gene Ontology Consortium database (65), (3) miRNAs from the miRBase (MIRBASE version 22.1, October 2018) and TARGETSCAN database (versions 8.0 for mouse and human) (66), (4) network of regulatory relations from BioGRID: Biological General Repository for Interaction Datasets v4.4.233, April 25, 2024 (67), (5) chemicals/drugs/toxicants from the Comparative Toxicogenomics Database October 2023 (68), and (6) diseases from the KEGG database (Release 110.0+/05-01, May 24) (64). Approximately 12 300, 10 600, and 12 000 genes with measured expression from zebrafish, mummichog, and pufferfish, respectively, were assessed.

Significant changes were compared to the negative control and assessed by both false discovery rate (FDR) and raw *P*-value (*P* < .05). Since several comparisons exhibited extensive gene ontology lists, GO molecular functions (MFs) and biological processes (BPs) were listed only by FDR for individual species (Supplemental File 3) (69). To better visualize patterns across BPs, the Reduce and Visualize Gene Ontology (REVIGO) program was used to cluster entries based on semantic similarity (70). REVIGO uses a clustering algorithm to reduce functional redundancy and simplify BPs into 2-dimensional plots (70). In total, only 3 treatments (zebrafish A8535, zebrafish PT-91, and pufferfish PNX-20) exhibited >2 BPs significant by FDR and could be visualized (see Supplemental File 3) (69). Clusters with similar terms were highlighted using a manually assigned label based on collective functions.

Meta-analyses of DEGs, pathways, and BPs were conducted by 2 approaches. First, pathways and all BPs (*P* < .05) significantly altered by multiple treatments within each species were identified using iPathwayGuide. Upset plots were generated to visualize pathways across treatments (71). Pathways and BPs found across multiple treatments are listed in Supplemental File 3 (69). BPs generated from these comparisons were also assessed in REVIGO. Second, DEGs and pathways (*P* < .05) significantly altered by one treatment and found across multiple species were identified manually, and pathways were confirmed using iPathwayGuide. Since gene annotations from genomic databases differed across species, similar (eg, *abca4* vs *abca4b*) or identical gene abbreviations (eg, *cxc18a* vs *cxcl18a*) were counted as the same gene for each comparison.

### Quantitative PCR

To confirm RNA-seq patterns, selected DEGs were used in relative quantitative PCR (qPCR) assays. All species were used with FAST SYBR™ Green Master Mix following standard protocols (Applied Biosystems, Foster City, CA, USA). Zebrafish and pufferfish assays were run in a StepOnePlus Real Time PCR system, while mummichog assays were run in a QuantStudio 3 Real-Time PCR system (Applied Biosystems). For zebrafish, target genes included *caprin1a*, *rpl36a*, *sec11a*, *steap4*, *tmsb4x*, and *wu:fj16a03*, and primers were designed from available sequences in NCBI GenBank (NM_001003484, NM_001202510.1, NM_001002521.2, NM_001017734.2, NM_001130697.1, and NM_001308554.1, respectively). For mummichog, target genes included C18orf32, LOC105926222, LOC110369011, LOC118566921, *nd1*, *rps2*, and *slc45a2*, and primers were designed from GenBank entries XM_036140262.1, XR_004932134.1, XR_004927763.1, XR_004933358.1, NC_012312.1, XM_036148098.1, and XM_012879750.3, respectively. For pufferfish, target genes included *celsr2*, *cryaa*, *gm2a*, *gpr179* (labeled as *gpr158* in DEGs), *sema3d*, *tuba4a*, and *xdh*, and primers were designed from gene sequences in the Ensembl database (TETRAODON 8.0). Three commonly used reference genes were also used (18S rRNA, *eef1a*, *gapdh*). Zebrafish and pufferfish reference gene primers were previously designed (37, 72). Mummichog 18S rRNA and *eef1a* were also previously designed (38), but *gapdh* was designed from XM_012870348.3. All primer sets were first verified for intended product amplification (62). All primer sequences are available in Tables S5-S7 (50).

All qPCR assays were performed using standard parameters with 50 ng/μL bovine serum albumin and standard cycling conditions with dissociation curve analysis (38, 39, 73). To verify 90-110% PCR efficiency, standard curves were generated. All assays exhibited single peak amplification, and standard qPCR negative controls exhibited no contamination. Results were analyzed using a relative quantitative approach (74) and normalized across all 3 reference genes that exhibited no significant differences across treatments in any species. All normalized results were expressed relative to the negative control (set to 1.0), and data were expressed as mean ± standard error. To meet assumptions of normality, qPCR data were log-transformed and analyzed using 1-way ANOVAs in SYSTAT12 (Systat Software Inc., San Jose, CA, USA). To identify significant regressions (*P* < .05) between qPCR and RNA-seq data, log-transformed relative expression values and normalized RNA-seq counts were also compared using least-squares regression analyses.

### Steroid quantifications

Frozen media samples were shipped to the UF Center for Environmental and Human Toxicology Analytical Toxicology Core Laboratory (ATCL, Gainesville, FL, USA). Steroids were quantified via a liquid chromatography tandem mass spectrometry approach previously validated for low volumes (75). The SCIEX 7500+ system low-mass spectrophotometer (Framingham, MA, USA) was used with the ExionLC AE liquid chromatography system (Framingham, MA, USA). Injection volumes were 7 μL. Five steroids were quantified ([17 estradiol [E2], 17OH-progesterone [17OHP], cortisol [F], testosterone [T], and 11-ketotestosterone [11-KT]). Steroid quantities from extracts (100 μL) were normalized to whole media volume, then normalized to ovary mass (g). Samples under the instrument's limit of detection (LOD) or below limit of quantitation were replaced with the lowest detection value. This was calculated using the instrument LOD based on ng/mL extract and was modified to an LOD value normalized to the whole media volume (LODmedia [ng/mL] = LODextract [ng/mL] [Vextract [μL]/Vmedia [μL]). Steroid quantifications included the same individuals as assessed in RNA-seq, and most experiments included an additional sample to increase sample sizes. In total, zebrafish and pufferfish treatments included n = 5/treatment/species, while mummichog control and A8535 treatments varied (n = 6 and 4, respectively). Normalized steroid quantities (ng/g tissue) were log-transformed and used in 1-way ANOVAs in SYSTAT12.

## Results

### *In silico* characterization of agonist interactions with fish SREB1s

As there are currently no experimentally resolved structures available for SREB1 in the 3 fishes, HMs were generated using prior work with the human receptor as a template with PT-91 (36). Superposition of the generated HMs with the human reference structure demonstrated high overall structural conservation, particularly within the transmembrane domains (Fig. 1). The structural similarities were quantified using RMSD against the reference human SREB1. The resulting RMSD values were highly favorable: 1.2171 Å for zebrafish, 1.4269 Å for mummichog, and 1.0388 Å for pufferfish, indicating that the currently built models are highly reliable and suitable for subsequent *in silico* ligand-binding studies.

Molecular docking was performed to predict the binding poses of A8535 against the reference PT-91. Docking of ligand A8535 was considered highly successful, as it occupied a binding pocket similar to that of PT-91 across all 3 fishes (Fig. S2, Table S8) (50). The primary selection criterion for the optimal docking pose was the ability of compound A8535 to replicate the binding mode and key molecular interactions observed with PT-91. As illustrated in the 2D interaction diagrams (Fig. S2) (50), both ligands were stabilized primarily through a network of robust hydrophobic interactions, π-π stacking, and specific hydrogen bonds, confirming that A8535 acts within the same orthosteric site as PT-91.

To identify the hotspot amino acids responsible for ligand recognition, PRD analysis was conducted from the total BFE (ΔG_bind_) profiles. The interaction frequency analyses (Fig. S3, Table S9) (50) and PRD heatmaps (Fig. 2, Table S10) (50) highlighted several highly correlated residues that consistently provided significant energy contributions. Specifically, homologous tyrosine residues (Y302 in zebrafish/pufferfish and Y301 in mummichog), phenylalanine residues (F78/77), and valine residues (V326/325) showed high interaction frequencies and consistently high energy contributions (predominantly through hydrophobic and π-π packing), marking them as critical anchors for ligand recognition in SREB1s (Table S10) (50). Three-dimensional visualizations of SREB1 orthosteric binding pockets and identified hotspot residues are presented in Fig. 3.

**Figure 2:**
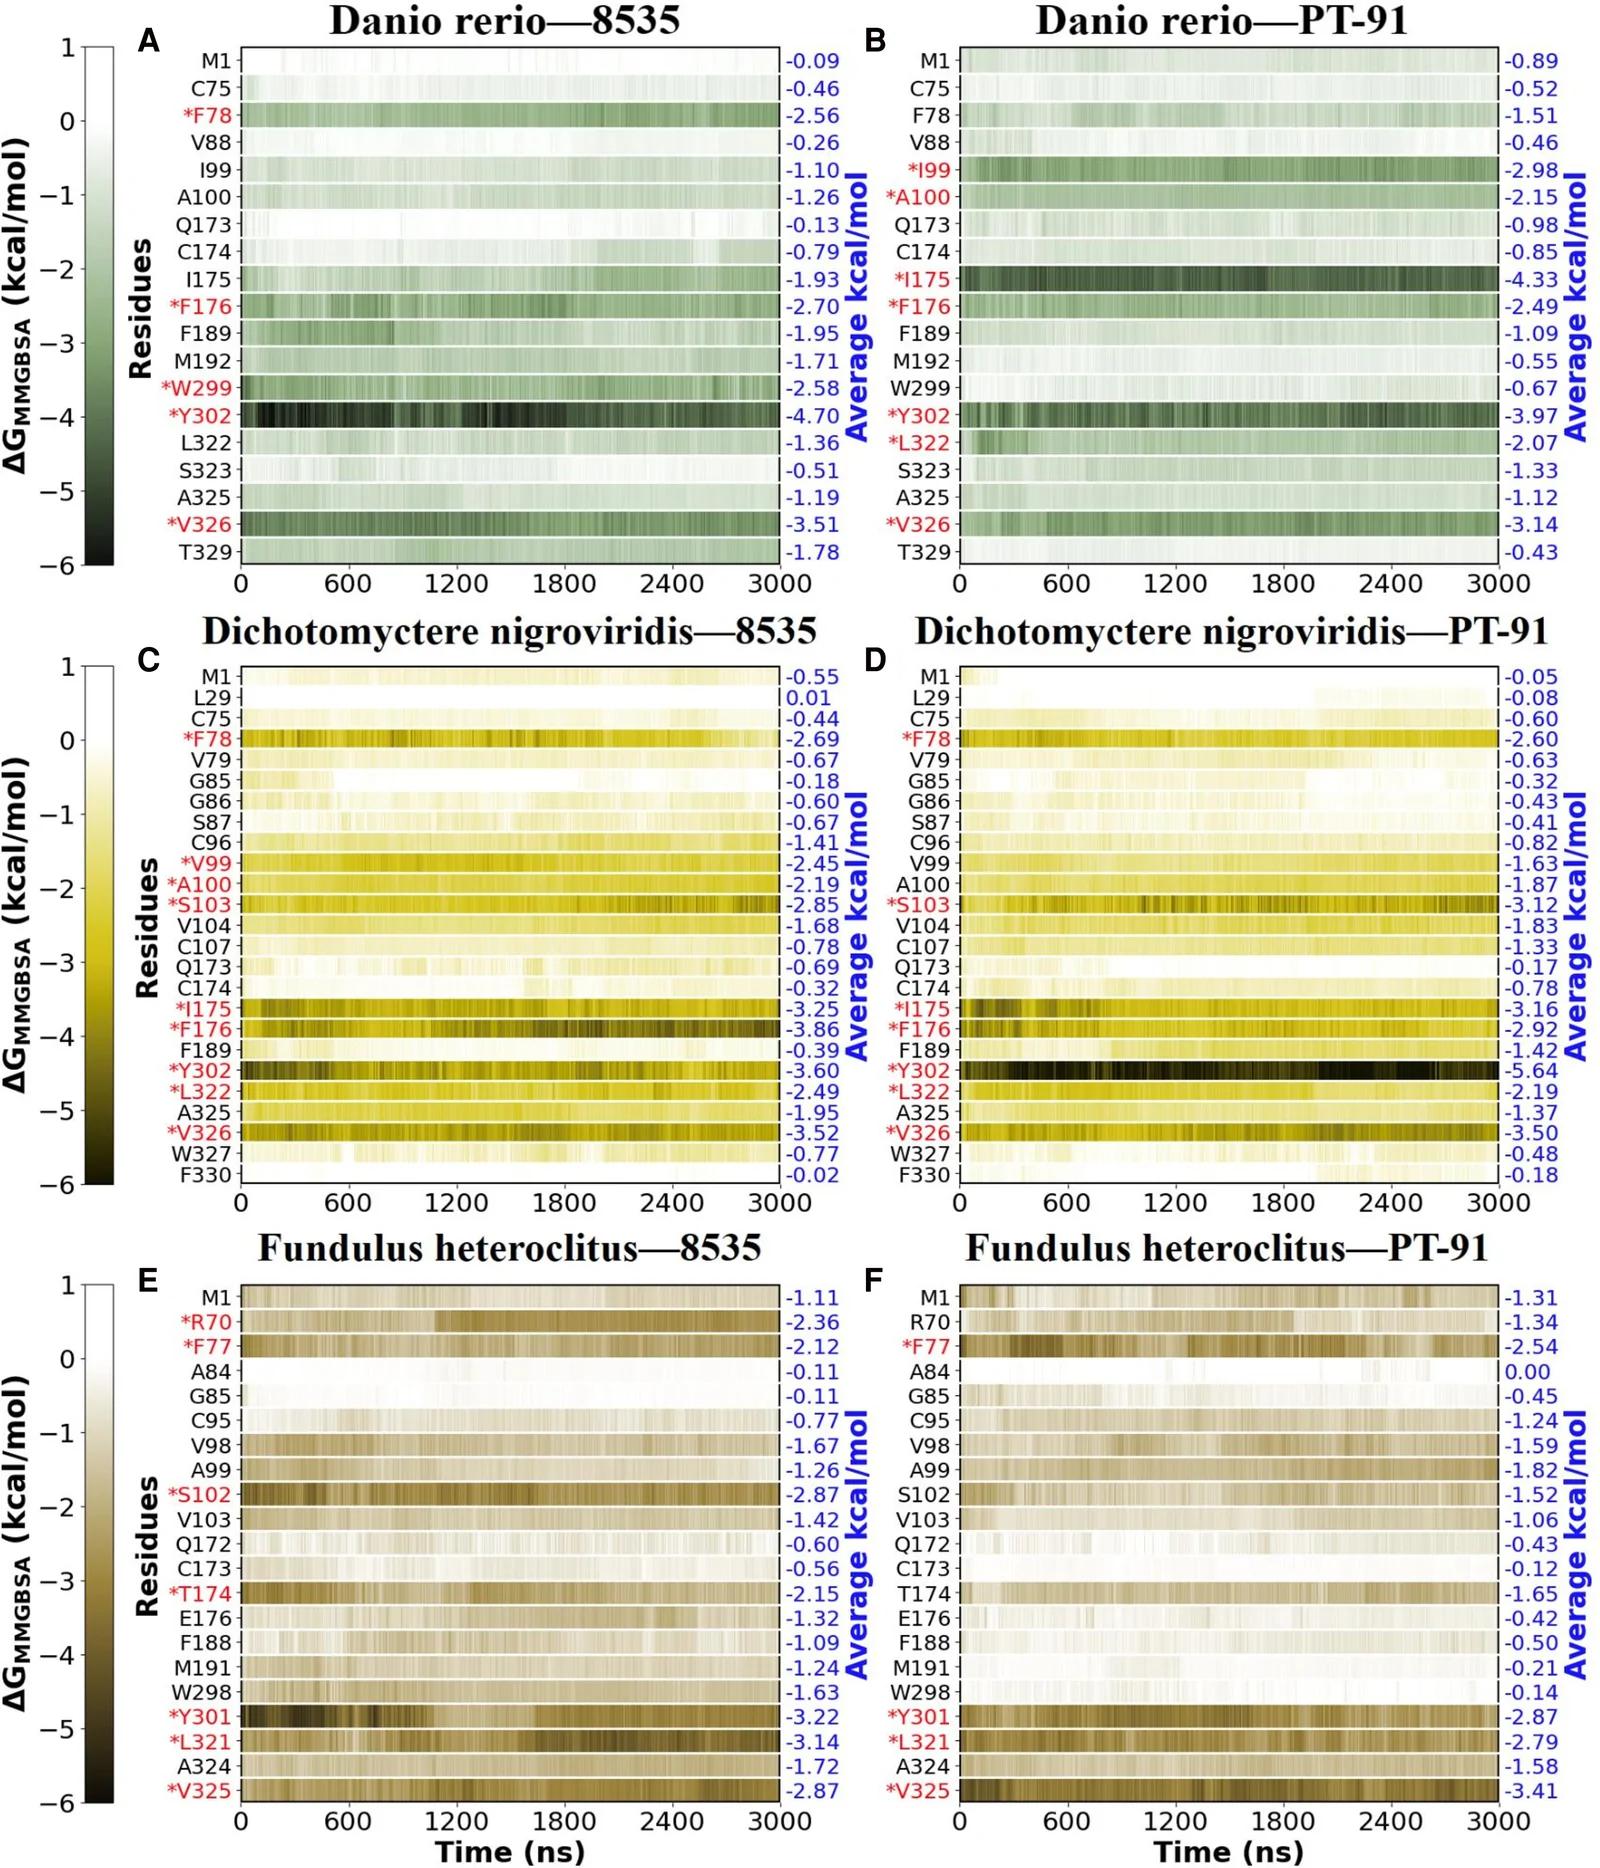
PRD (represented in kcal/mol) heatmaps displaying the energy contributions of binding pocket residues over time (3 μs). Here, all the heatmaps display the BFE contributions (ΔG in kcal/mol) calculated via MM-GBSA over the full 3 μs MD trajectories. Panels represent the following 12 complexes: *D. rerio* with (A) ligand 8535 and (B) PT-91; *D. nigroviridis* with (C) 8535 and (D) PT-91, (E) *F. heteroclitus* with 8535, and (F) PT-91, respectively. The x-axis represents simulation time, indicating the temporal stability of the residue interactions. Darker horizontal bands indicate residues that consistently provide strong favorable (negative) energy contributions to ligand binding. The right-hand y-axis (blue values) lists the time-averaged energy contribution for each residue. Residues marked with an asterisk (*) denote the most significant “hotspot” residues driving the ligand–receptor affinity.

**Figure 3:**
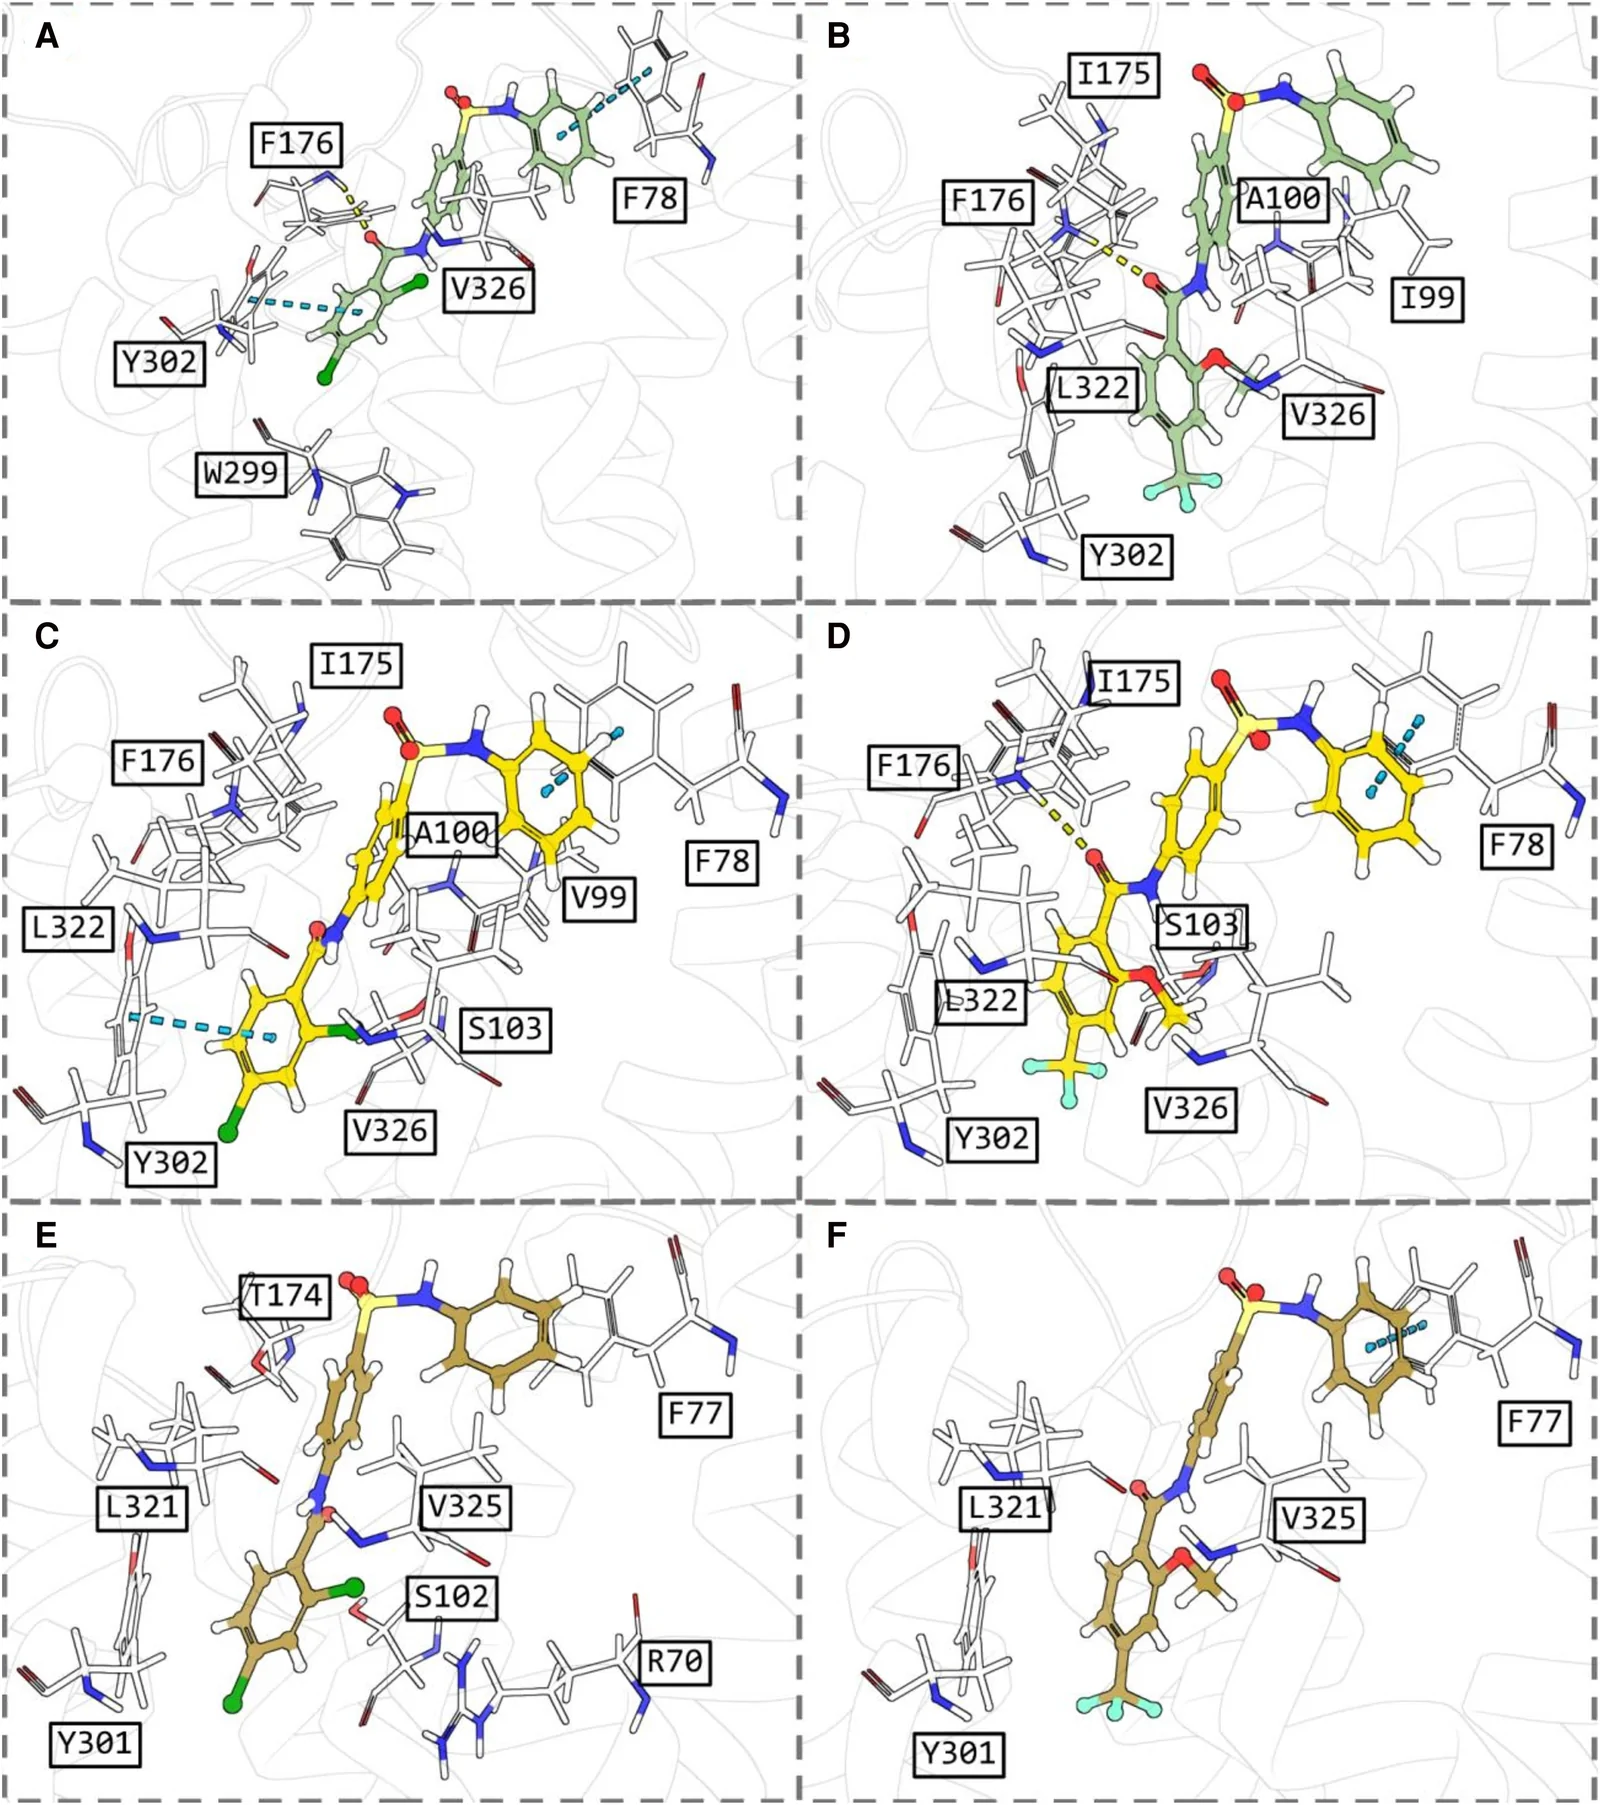
Three-dimensional visualizations of the orthosteric binding pocket highlighting hotspot residues. The structural positioning of the key energy-contributing residues was identified through the PRD analysis in Fig. 2. The panels correspond to the receptor–ligand systems: zebrafish (*D. rerio*) with ligand A8535 (A) and PT-91 (B); pufferfish (*D. nigroviridis*) with A8535 (C) and PT-91 (D); and mummichog (*F. heteroclitus*) with A8535 (E) and PT-91 (F). The ligands and interacting hotspot residues (labeled in boxes) are rendered in stick-and-ball representation. Yellow dashed lines represent hydrogen bonds and cyan dashed lines represent π-π interactions.

To extend these findings beyond static interaction energies by the PRD analysis, PMF calculations were performed to capture the full free energy landscape of ligand binding and dissociation. The resulting free energy profiles provide insights into both the thermodynamic stability of the bound state and the energetic barriers associated with ligand dissociation. Initially, the PMF graphs were investigated along the ligand-wise perspective (Fig. 4A-4C, Fig. S4) (50), which highlighted a distinct difference in BFE profiles between the 2 ligands across the 3 receptor systems. For ligand A8535, all 3 receptors exhibited deep global minima located at short ligand–receptor distances (∼0.7-1.2 nm). Among them, the deepest minimum was observed for zebrafish, reaching −33.38 ± 0.96 kcal/mol, followed closely by pufferfish (−32.57 ± 0.99 kcal/mol). In contrast, mummichog showed a comparatively shallower minimum (−24.70 ± 1.05 kcal/mol). For PT-91, pufferfish exhibited the most favorable binding (−32.51 ± 0.79 kcal/mol), with a global minimum comparable to that of A8535. However, in zebrafish, the BFE was significantly reduced compared to A8535, with a shallower minimum (−13.40 ± 0.77 kcal/mol). Mummichog displayed an intermediate binding strength (−22.97 ± 0.65 kcal/mol).

**Figure 4:**
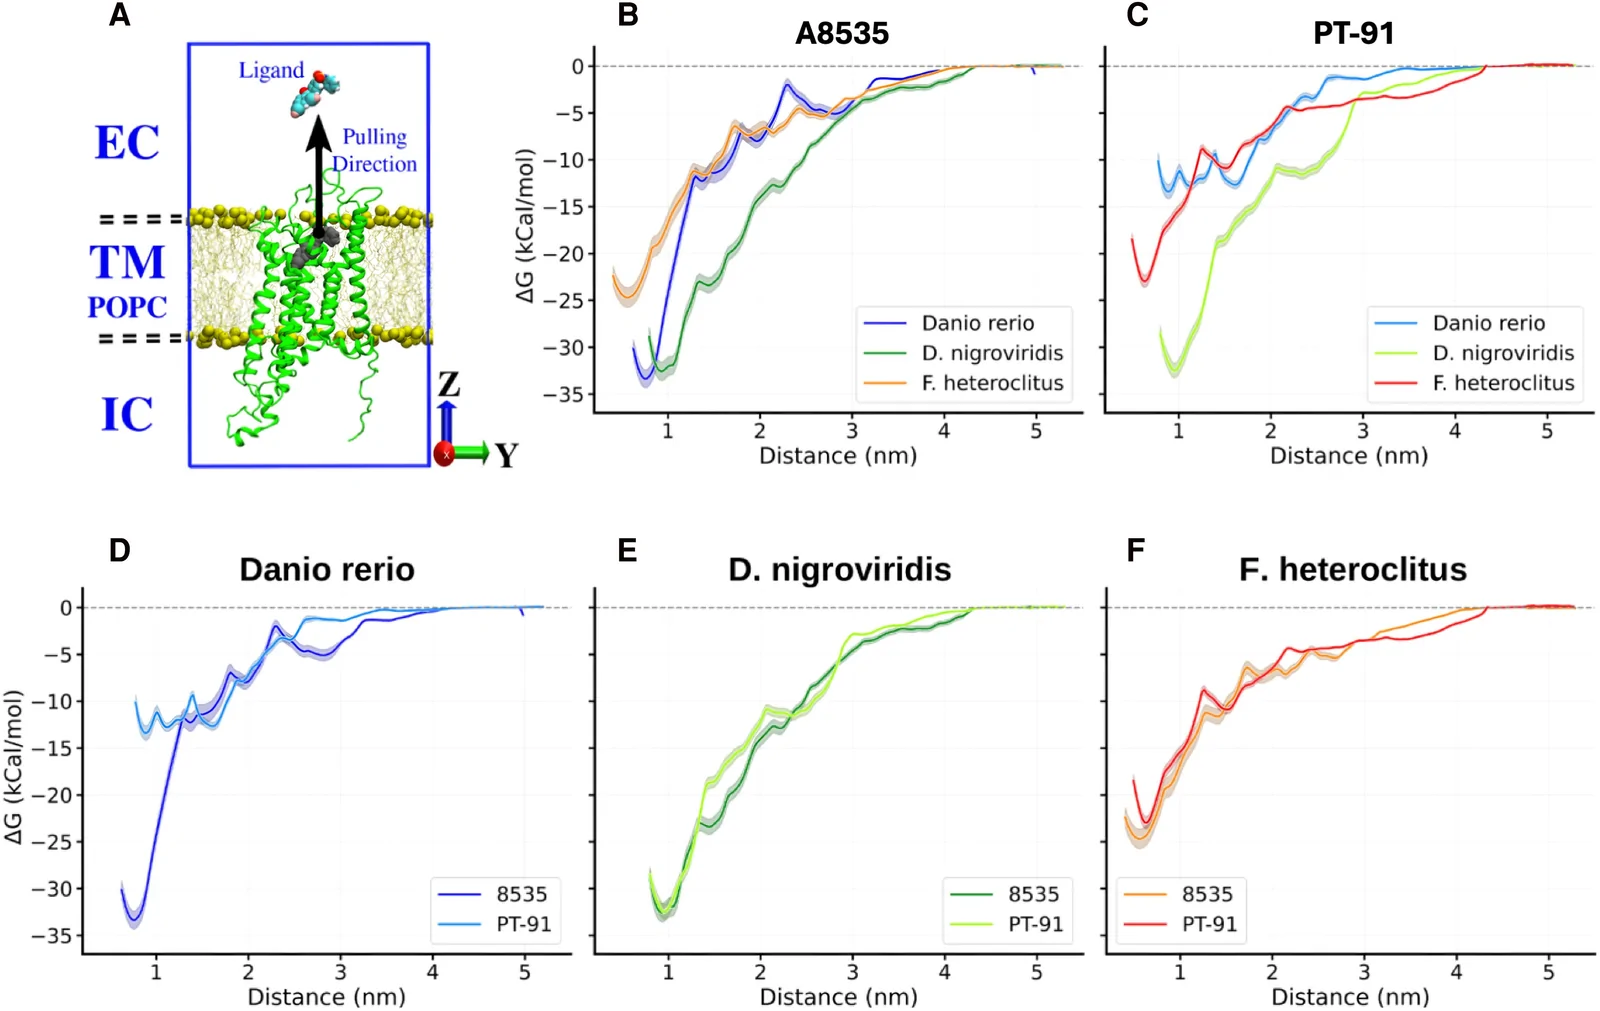
Schematic representation of the umbrella sampling setup (A). The receptor (green) is embedded in a POPC lipid bilayer (yellow), with the ligand being pulled from the orthosteric binding pocket along the membrane normal (z-axis) toward the ECL space. TM and IC denote transmembrane and ICL regions, respectively. Ligand-wise PMF comparison for ligands A8535 (B) and PT-91 (C). Receptor-wise comparison of both ligands in zebrafish (*D. rerio*, D), pufferfish (*D. nigroviridis*, E), and mummichog (*F. heteroclitus*, F). Shaded areas represent statistical error estimates. Energies are represented in kcal/mol.

Additionally, the PMF curves were also compared along the receptor-wise perspectives (Fig. 4D-4F) to compare ligand-specific differences within each species. In zebrafish, a marked difference between the 2 ligands was observed. A8535 exhibited a substantially deeper free energy minimum compared to PT-91. In pufferfish, both agonists displayed similarly deep minima. In mummichog, the 2 agonists exhibited nearly identical PMF profiles, with minima around −22 to −24 kcal/mol. These PMF profiles indicate that ligand selectivity is highly species-dependent, with zebrafish demonstrating a distinct pattern for PT-91, whereas mummichog and pufferfish receptors interact with both agonists nonselectively but at markedly different overall binding affinities.

### Transcriptomic changes in zebrafish ovaries

Zebrafish ovaries exposed to PNX-20, A8535, and PT-91 exhibited significant changes (*P* < .05) in 958, 1004, and 1842 genes, respectively (Fig. 5A). 

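RNA from cultured sections of zebrafish ovary was sequenced after 6 h at 28 °C with PNX-20 (100 nM), A8535 (5 µM), PT-91 (5 µM), or the solvent DMSO alone as the control, with 4 libraries in each group. The tissue was dominated by oocytes: the oocyte linker histone gene h1m averaged 2591 CPM (normalized counts, here on the scale of all 16 libraries and elsewhere on that of the 8 libraries compared, unless stated) over the 16 libraries, and the egg coat gene zp3a.1 averaged 2535 CPM. Genes of the steroid-producing follicle cells were lower, with cyp11a1 at 177 CPM and cyp17a1 at 132 CPM. Reads assigned to genes numbered 10915516 to 12371204 in the control libraries (median about 11663000), 11751435 to 13330210 with PNX-20 (median about 11787000), 10416355 to 15104959 with A8535 (median about 12563000), and 10233870 to 13470005 with PT-91 (median about 11818000). The authors cleaned reads with fastp, aligned them to GRCz11 with HISAT2 2.0.5, counted them per gene with featureCounts 1.5.0-p3, and compared each treatment with the control in DESeq2. Their tables hold the raw counts, and the values here were computed from those. Counts were scaled by TMM, genes with low counts were removed by edgeR's filter, and each treatment was compared with the control in edgeR's quasi-likelihood test, 4 libraries against 4. This left 17118 genes for PNX-20, 17377 for A8535, and 17276 for PT-91, of which 2336, 2364, and 2343 were additional copies of genes that GRCz11 places on alternate scaffolds. P-values were adjusted by Benjamini-Hochberg over all genes tested, and gene lists fixed before the data were examined were tested with camera. The lists were written to stand for the paper's pathways, which came from these same libraries, so their tests are not independent of its results. The median biological coefficient of variation between libraries of a group was 0.524, 0.537, and 0.557 in the 3 comparisons. On simulated counts with this spread, an adjusted p under 0.05 in edgeR recovered 38 of 56, 37 of 63, and 32 of 62 genes changed 8-fold in the PNX-20, A8535, and PT-91 comparisons, but only 1 of 66, 1 of 68, and 0 of 63 genes changed 2-fold. Library measures also varied between groups, with no test made of these shares: mitochondrial genes took 0.634% ± 0.419 of counts in the control (SD, n = 4), 0.954% ± 0.405 with PNX-20, 1.49% ± 1.21 with A8535, and 2.14% ± 1.45 with PT-91. Of the genes in all tables, 22077 to 23967 were detected in the control libraries, and 20878 to 22757, 19047 to 23758, and 19656 to 23474 in the PNX-20, A8535, and PT-91 libraries.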

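The gene with the smallest p in the PNX-20 treatment was a copy of ankra2, which encodes an ankyrin repeat protein, on an alternate scaffold. It averaged 1.16 ± 0.526 CPM (SD, n = 4) with PNX-20 and 24.3 ± 16.2 CPM in the control, a log2 fold change of -4.39 (SE 0.68, adjusted p = 0.956). In A8535, hells, a chromatin helicase gene on chromosome 13 (8255221 to 8270717), averaged 8.92 ± 2.64 CPM against 46.5 ± 16.5 CPM in the control (log2 fold change -2.38, SE 0.38, adjusted p = 0.999). In PT-91, zgc:171517 on chromosome 1 (24376394 to 24380533) averaged 3.71 ± 1.65 CPM against 63.8 ± 34.8 CPM (log2 fold change -4.10, SE 0.53, adjusted p = 0.231). The gene eri1, which encodes an exoribonuclease, lies on chromosome 21 (19907763 to 19915902) and was higher in 2 treatments. It averaged 22.1 ± 19.3 CPM with PT-91 and 15.9 ± 10.6 CPM with PNX-20, against 0.619 ± 0.276 and 0.630 ± 0.285 CPM in the control as scaled in the 2 comparisons. Its log2 fold change was 5.13 (SE 0.85, adjusted p = 0.712) with PT-91 and 4.63 (SE 0.88, adjusted p = 0.956) with PNX-20, although PNX-20 replicate 3 held only 1.15 CPM. With all copies of a gene summed, an alternative chosen after the data were seen, zgc:171517 stood at -0.02 with PT-91, hells at -0.795 with A8535, and eri1 at 1.77 with PT-91 and 1.11 with PNX-20. For each of the 4 genes every treated library lay on one side of every control library, which adds no support of its own, because the genes were chosen for their small p. No gene passed an adjusted p of 0.05 in edgeR in any of the 3 comparisons, while DESeq2 called 19, 3, and 34 genes for PNX-20, A8535, and PT-91. At an unadjusted p under 0.05, edgeR gave 430, 431, and 1177 genes, where 856, 869, and 864 of the genes tested would be expected with no effect, and DESeq2 gave 652, 707, and 1598. With edgeR, the PNX-20 count was 681 without control replicate 2 and 1095 without PNX-20 replicate 4, and the A8535 count was 205 without A8535 replicate 3 and 800 without A8535 replicate 4. The PT-91 count was 503 without control replicate 3, 607 and 602 without PT-91 replicates 1 and 2, and 2098 without PT-91 replicate 4.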

Overall, PT-91 induced the greatest response and exhibited approximately twice as many changes as those induced by the endogenous hormone (PNX-20). 

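Among the genes with the smallest p in the PT-91 treatment, pdcd10a, which is needed for stable blood vessel walls, had a log2 fold change of 1.67 (SE 0.32), and mfap5, a microfibril component, one of 3.96 (SE 0.87). Lower values were found for p4ha1b, a subunit of the enzyme that hydroxylates collagen prolines (-1.59, SE 0.32), alg2, a mannosyltransferase of N-glycan assembly (-1.12, SE 0.25), cry5, of the cryptochrome and photolyase family (-1.76, SE 0.40), and flt4, the receptor that guides lymphatic vessels (-2.19, SE 0.58). With copies summed, chosen after the data were seen, pdcd10a stood at 1.03 and p4ha1b at -0.97. The adjusted p of each of the 6 genes was 0.712. The difference between treatments was tested directly on the genes kept over all 16 libraries. PT-91 against PNX-20 gave 673 of 19216 genes at an unadjusted p under 0.05, with 354 higher in PT-91, where 961 would be expected with no difference. A8535 against PNX-20 gave 752 genes, with 395 higher in A8535. No gene passed an adjusted p of 0.05 in either contrast in edgeR, and DESeq2 called 3 in each. The PT-91 against PNX-20 count was 1432 without PT-91 replicate 3 and 1200 without PT-91 replicate 4, and that of A8535 against PNX-20 was 470 without PNX-20 replicate 1.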

The agonists exhibited the most overlap in gene changes (215), while the least similarity was evident between A8535 and PNX-20 (Fig. 5A). 

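The genes at an unadjusted p under 0.05 in all 3 treatments numbered 28. They included pttg1, which encodes securin, an inhibitor of chromatid separation, with log2 fold changes of 3.44, 3.16, and 3.43 in PNX-20, A8535, and PT-91, while its alternate-scaffold copy stood at 0.11, 0.72, and 0.99. The mRNA-binding protein gene caprin1a (1.98, 1.90, and 2.01), the noncoding oip5-as1 (0.90, 0.96, and 1.34), the calcium channel gene ryr2a (3.04, 3.82, and 4.28), and the ribosomal protein gene rpl30 (2.54, 4.39, and 1.91) were also higher in each. Single libraries carried part of the last 2: rpl30 stood at 0.56 without PNX-20 replicate 2, 1.43 without A8535 replicate 3, and 1.09 without PT-91 replicate 2, and ryr2a at 0.97 without PNX-20 replicate 3. Of the 28, 8 were alternate-scaffold copies. A8535 and PT-91 shared 138 genes, of which 110 were not shared with PNX-20. PNX-20 and PT-91 shared 98, and PNX-20 and A8535 shared 44. The 110 became 62 without control replicate 3. The 138 became 73, 75, and 216 without A8535 replicates 2, 3, and 4, and the 98 became 216, 153, 216, and 148 without control replicate 2, control replicate 4, PNX-20 replicate 4, and PT-91 replicate 4. The 44 became 71 and 73 without control replicates 1 and 2, 26 and 75 without PNX-20 replicates 3 and 4, and 28 and 68 without A8535 replicates 3 and 4. All of the shared genes had the same sign, and none is shared at an adjusted p under 0.05, since edgeR called none. Because every comparison used the same 4 control libraries, unchanged groups were simulated against those controls in 30 draws, with genes varying independently. These shared 130.5 genes on average (110 to 155), 99.3% with the same sign, from lists of 696 genes on average, where the real lists had 409 and 396 genes for PNX-20 and A8535, 416 and 1133 for PNX-20 and PT-91, and 411 and 1137 for A8535 and PT-91. Independent lists of the observed sizes would share 9.65, 28.1, and 27.7 genes for these 3 pairs in the same order. With the controls split so that each treatment met a different 2, the shared genes numbered 19 to 142 for A8535 and PT-91 (median 24), 22 to 44 for PNX-20 and PT-91 (median 34), and 12 to 95 for PNX-20 and A8535 (median 16). Over these splits 36.7%, 68.5%, and 32.2% of shared genes had the same sign, and 126 of the 142 and 86 of the 95 had opposite signs. Across genes, which are not independent replicates, the log2 fold changes of A8535 and PT-91 had a covariance of 0.289, those of PNX-20 and PT-91 0.268, and those of PNX-20 and A8535 0.168, beside 0.196 in the simulation. With the controls split, these covariances were -0.0837 to 0.176, -0.0429 to 0.188, and -0.184 to 0.0652 in the same order.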

PNX-20 responses were also divergent from the agonists in terms of up- and downregulated gene patterns, where both A8535 and PT-91 induced significantly more upregulation than expected (χ^2^ = 277.67 and 290.89; *P* < .001 and <.0001, respectively) while PNX-20 was balanced (*P* > .05, Fig. 5B). 

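In A8535, genes higher at an unadjusted p under 0.05 included nr5a1a, the steroidogenic factor gene on chromosome 8 (52833443 to 52861412), which averaged 29.5 ± 18.6 CPM (SD, n = 4) against 6.47 ± 3.00 CPM in the control, a log2 fold change of 2.19 (SE 0.55). Others were the creatine transporter gene slc6a8 (1.69, SE 0.44), the bone morphogenetic protein receptor gene bmpr2b (1.95, SE 0.52), mtdha (1.31, SE 0.31), and mknk2b, a kinase of translation initiation factors (1.15, SE 0.31). The lower genes included zgc:123096 (-3.05, SE 0.60) and nhlrc2 (-3.42, SE 0.78), and the adjusted p of all 7 genes was 0.999. Of 431 genes in A8535, 306 were higher and the others lower (χ2 = 76.0). In PT-91, 920 were higher and 257 lower (χ2 = 373), and in PNX-20, 223 were higher and 207 lower (χ2 = 0.595). Genes that vary together are not independent counts, so no p is attached to these values. The higher share was 71.0% in A8535, and 53.3% without control replicate 3. In PT-91 it was 78.2%, but 57.0% without PT-91 replicate 2 and 38.8% without control replicate 3 and PT-91 replicates 1 and 2, an alternative chosen after the data were seen that leaves 2 PT-91 libraries. In PNX-20 it was 51.9%, and 39.3% without PNX-20 replicate 4.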

When DEGs were sorted into pathways (*P* < .05), the most diversity in functional responses was evident in the A8535 treatment, with a total of 72 unique pathway changes (Fig. 5C). In contrast, PT-91 exposure altered approximately half as many (35 unique pathways), and PNX-20 exhibited the least diversity.

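Of 26 gene lists tested in A8535, 14 were higher than other genes with camera's preset correlation of 0.01. They covered the extracellular matrix, collagens, focal adhesion, cell adhesion molecules, vascular signaling, semaphorins, ovarian steroidogenesis, complement, immediate early genes, insulin and glucagon signaling, pancreatic enzymes, cytosolic ribosomal proteins, and the nuclear and the mitochondrial respiratory genes. In PT-91, 5 of 25 lists were higher (cytosolic and mitochondrial ribosomal proteins, nuclear and mitochondrial respiratory genes, and xenobiotic metabolism), and 1 was lower (glutamatergic synapse). In PNX-20, 4 of 26 were higher, all of them of ribosomal proteins or respiration. With a correlation estimated from these libraries, no list passed in any treatment, and the smallest adjusted p was 0.395 for A8535, 0.804 for PT-91, and 0.856 for PNX-20. The rotation test fry, which asks whether a list's genes move on balance one way, called none either (smallest adjusted p 0.687, 0.646, and 0.896). The number of lists called in A8535 was 6 without control replicate 3 and 6 without A8535 replicate 3. The PNX-20 number was 2 after the gene length trend was removed. In PT-91 it was 0 without control replicate 3 and PT-91 replicates 1 and 2, chosen after the data were seen.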

**Figure 5:**
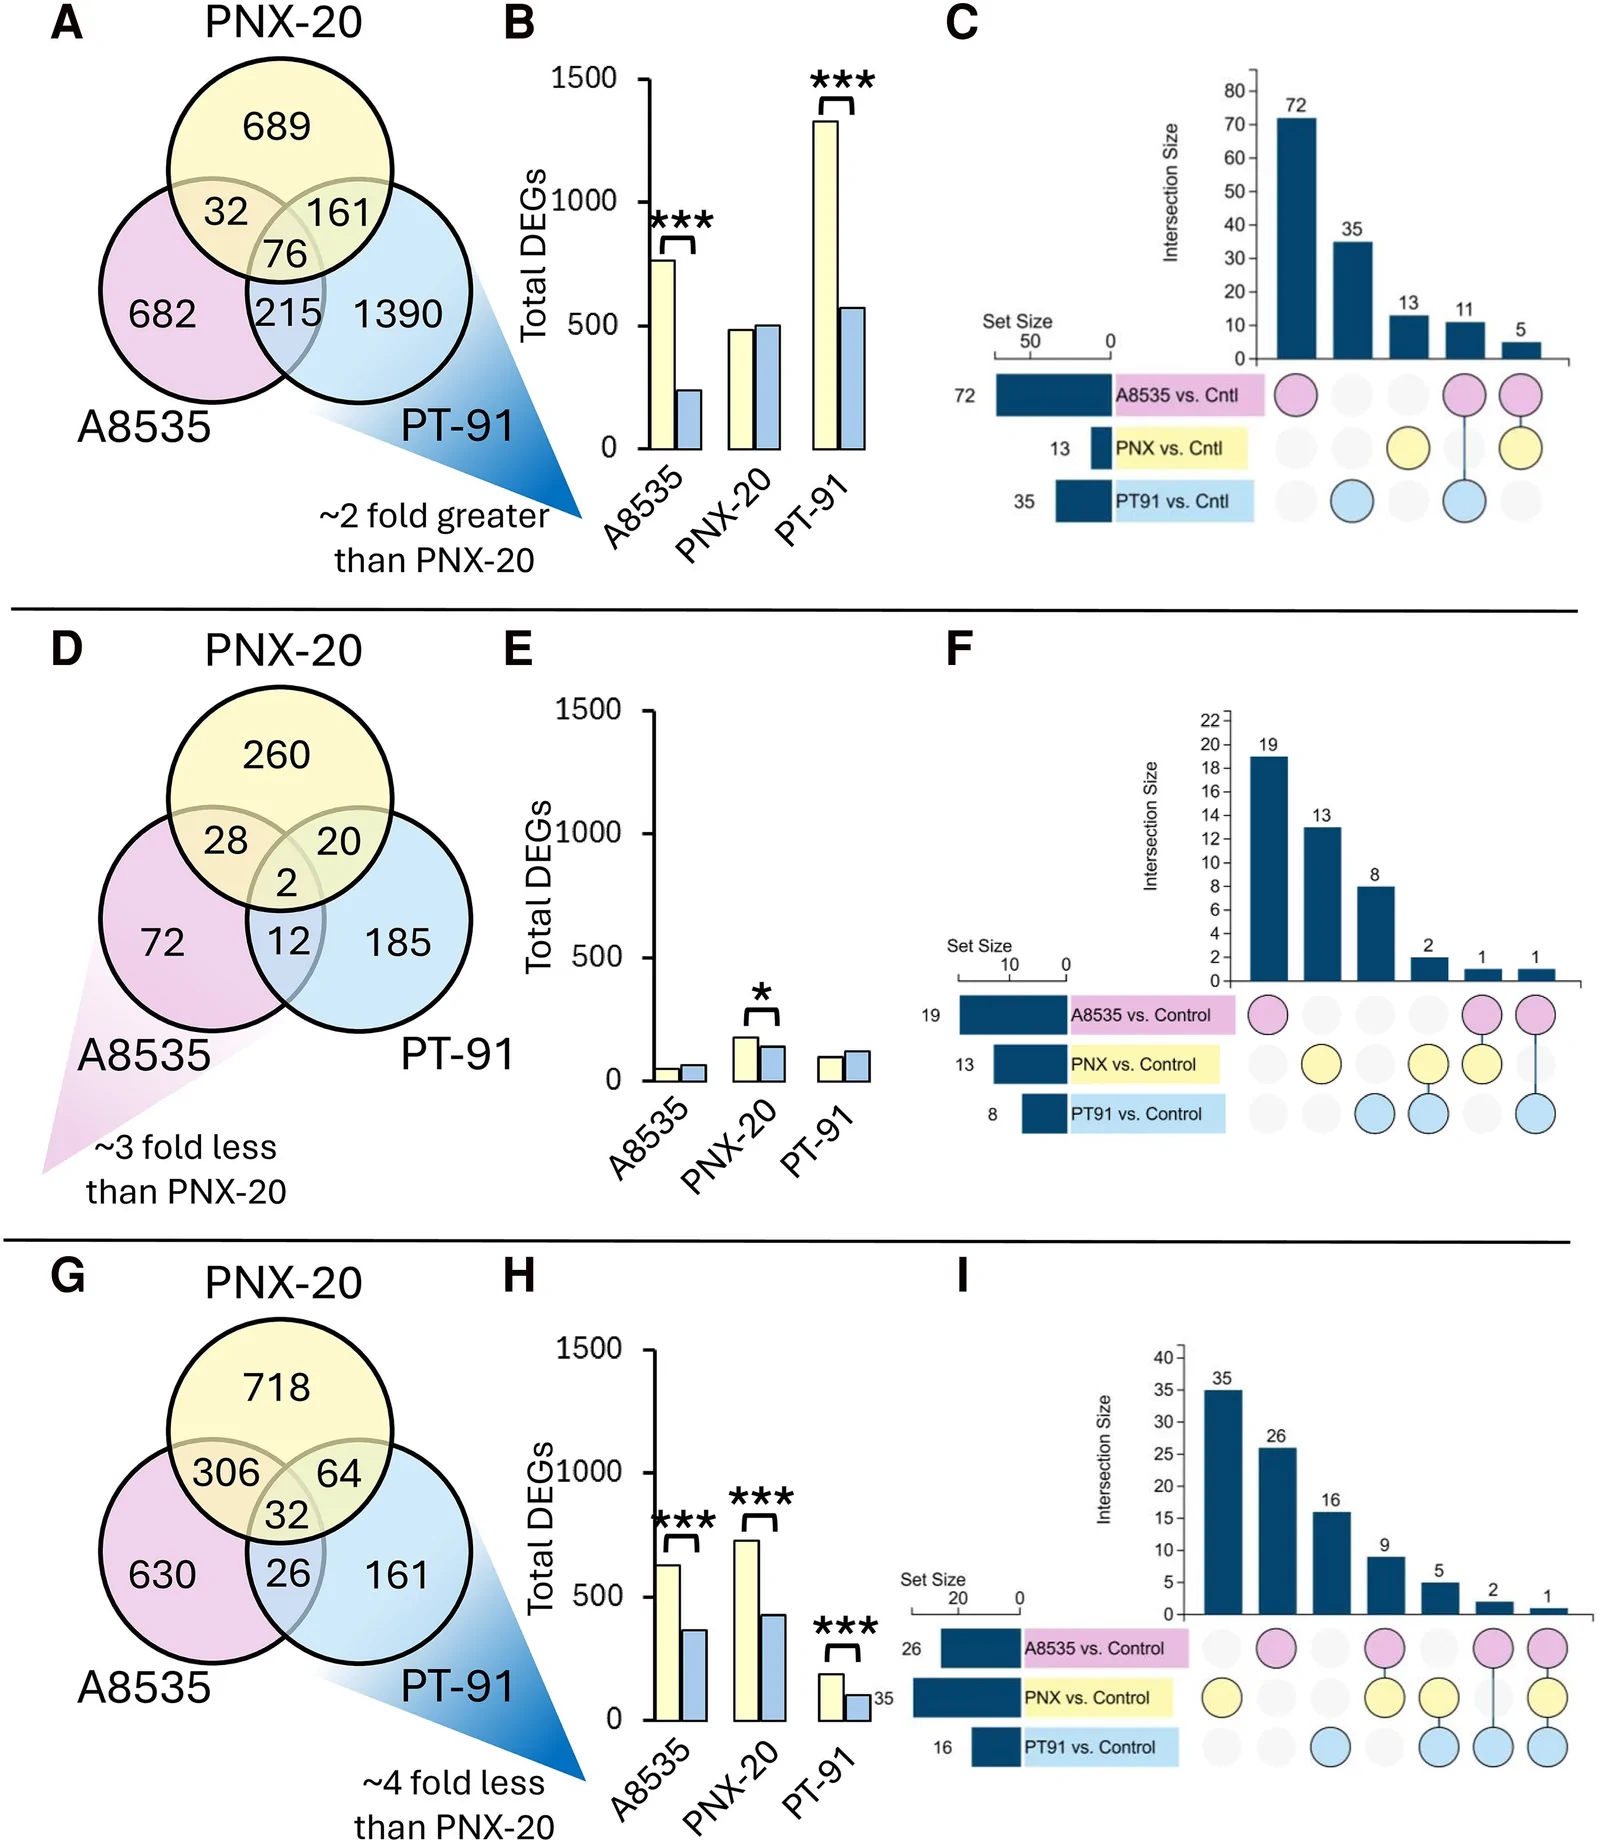
Venn diagram of DEGs identified in RNA-seq (left), total DEGs up- or downregulated (center), and upset plots of significantly altered gene pathways in each treatment (right) in zebrafish (A-C), mummichog (D-F), and pufferfish (G-I). For Venn diagrams (A, D, and G), numbers refer to the total DEGs (*P* < .05) identified following phoenixin (PNX-20, yellow), A8535 (pink), and PT-91 (blue) ovary treatments in each species. Common DEGs among treatments are labeled in each intersecting region, and colored triangles (blue or pink) underneath a treatment highlight a notable fold increase or decrease in relation to an endogenous hormone (PNX-20) response. For graphs of total DEGs up- (yellow) or downregulated (blue) (B, E, and H), significance was assessed at *P* < .05 (*) and <.001 (***) levels. For upset plots (C, F, and I), intersection and set sizes refer to the total number of pathways significantly altered in each treatment (yellow = PNX-20, pink = A8535, and blue = PT-91; *P* < .05). Number of common pathways shared across multiple treatments are indicated by colored circles with connecting lines.

Reduced PNX-20 effects compared to agonists were also evident in specific pathways, MFs, and BPs. 

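In PNX-20, zgc:171220 on chromosome 21 averaged 64.0 ± 21.0 CPM (SD, n = 4) against 16.7 ± 6.68 CPM in the control, a log2 fold change of 1.94 (SE 0.37, adjusted p = 0.956). Other higher genes were st3gal5, the sialyltransferase that makes the ganglioside GM3 (1.50, SE 0.36), and oxa1l, which inserts proteins into the inner mitochondrial membrane (1.23, SE 0.30), both with an adjusted p of 0.998. Lower genes were arnt, the partner of the aryl hydrocarbon receptor and of the hypoxia-inducible factors (-4.93, SE 0.94, adjusted p = 0.956), and tpi1b, an enzyme of glycolysis, with 31.1 ± 5.65 CPM against 62.1 ± 15.3 CPM in the control. Copies on alternate scaffolds stood at -0.50 for arnt (SE 0.58), with 1.90 ± 0.916 CPM against 2.70 ± 1.17 CPM, at -1.67 for st3gal5, and at 0.96 for tpi1b. For si:dkeyp-20e4.8 the 2 copies moved apart: the copy on an alternate scaffold averaged 118 ± 103 CPM against 0.644 ± 1.01 CPM (log2 fold change 7.46, SE 1.42), and the copy on chromosome 22 averaged 1.68 ± 1.63 CPM against 119 ± 95.5 CPM (-6.14, SE 1.11). Alternate-scaffold copies made up 109 of the 430 genes at an unadjusted p under 0.05. The cytosolic ribosomal protein list had a median log2 fold change of 0.52 (2 of 79 members higher at an unadjusted p under 0.05, none adjusted over the list alone, adjusted p of the list 3.9e-15). The nuclear respiratory list (0.39, 1 of 67, adjusted p = 3.0e-10), the mitochondrial ribosomal protein list (0.28, 2 of 68, adjusted p = 9.5e-08), and the mitochondrially encoded genes (0.55, 0 of 13, adjusted p = 0.0043) were also higher. The estimated correlation ended all 4 calls (adjusted p = 0.856 each). PNX-20 libraries also had fewer detected genes than the control (mean 21990 ± 909 against 23226 ± 882) and a mitochondrial share of 0.954% against 0.634%, and over the 16 libraries the ribosomal score fell as detected genes rose (Pearson r = -0.798, permutation p = 2.7e-04). Members at an unadjusted p under 0.05 included rpl21 (3.54, SE 1.02), mrps35 (0.81, SE 0.31), and cox8b (1.40, SE 0.58), and rpl21 stood at 1.88 without PNX-20 replicate 3 and its alternate-scaffold copy at -0.29.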

PNX-20 did not induce any highly significant changes in pathways or GO terms at the FDR level (Table 1). However, some weaker pathway changes (*P* < .05) were evident in the PNX-20 treatment, including DNA replication (*P* = .0148), renin secretion (*P* = .0166), and glutaminergic synapse (*P* = .0230).

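Of 53 measured genes of DNA replication, 1 was lower at an unadjusted p under 0.05 in PNX-20, none was higher, and none passed when adjusted over the list alone. The lower gene was tipin, which protects stalled replication forks, with 4.79 ± 1.28 CPM (SD, n = 4) against 28.0 ± 28.8 CPM and a log2 fold change of -2.54 (SE 0.85). It stood at -1.67 without control replicate 2. Its alternate-scaffold copy had a log2 fold change of 0.90 (SE 0.40), and 0.57 without PNX-20 replicate 3. The polymerase epsilon subunit gene pole3 (-1.54, SE 0.70), the DNA ligase gene lig1 (-1.32, SE 0.60), and mcm9 (-0.51, SE 0.25) did not reach that p, and alternate-scaffold copies stood at 0.895 for pole3 and -0.79 and 0.07 for lig1. The list's median was 0.04 and its mean -0.05, with an adjusted p of 0.847. Of 37 genes of the glutamatergic synapse, the receptor subunit gene grin3ba was higher (log2 fold change 1.32, SE 0.53, and 0.61 without PNX-20 replicate 4) and the scaffold gene dlgap3 lower (-2.50, SE 1.08) at an unadjusted p under 0.05. The glutamate receptor gene grm8b (-1.69, SE 0.80) and the glutamate transporter gene slc1a2b (-1.36, SE 0.68) did not reach it, and control replicate 3 held 0.471 CPM of grm8b where the other control libraries held 3.01 to 3.72 CPM. The list's median was -0.06 (adjusted p = 0.516). The calcium channel gene cacna1da, of the insulin secretion list, averaged 3.31 ± 1.01 CPM against 12.2 ± 8.42 CPM (log2 fold change -1.88, SE 0.55). Every gene named had an adjusted p of 0.998, and renin secretion was not analysed here.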

**Table 1:** Selected zebrafish pathways and gene ontology (GO) processes significantly altered in ovaries treated *in vitro* with phoenixin (PNX-20), agonist A8535, or agonist PT-91

	PNX-20	A8535	PT-91
Pathways—FDR	None	Focal adhesion (0.0161)	**Ribosome (<0.0001)**
		ECM–receptor interaction (0.0216)	**Oxidative phosphorylation (<0.0001)**
		TGF-beta signaling pathway (0.0499)	RNA polymerase (0.0024)
Pathways—*P* < .05	DNA replication (0.0148)	Cell adhesion molecules (0.0078)	Cardiac muscle contraction (0.0031)
	Renin secretion (0.0166)	Ovarian steroidogenesis (0.0111)	Motor proteins (0.0094)
	Glutaminergic synapse (0.0230)	Insulin secretion (0.0497)	Metabolism of xenobiotics by cytochrome P450 (0.0299)
MF—FDR	None	**ECM structural constituent (<0.0001)**	**Structural constituent of ribosome (<0.0001)**
		Integrin binding (0.0064)	**Oxidoreduction-driven active** **Transmembrane activity (<0.0001)**
		Cell adhesion molecule binding (0.0165)	**Electron transfer activity (<0.0001)**
BP—FDR	None	**Anatomical structure formation involved in morphogenesis (<0.0001)**	**Oxidative phosphorylation (<0.0001)**
		**Blood vessel morphogenesis (<0.0001)**	**Aerobic respiration (<0.0001)**
		**Regulation of cell migration (<0.0001)**	**Cytoplasmic translation (<0.0001)**

Pathways are separated into entries significant by FDR or *P* < .05. Only GO MF and BP terms are shown that meet significance by FDR. Up to 3 entries were chosen for each category based on (1) approximately 10% or higher representation in DEGs relative to total gene count in a network and (2) exclusion of immune-related processes. All significantly altered pathways and GO terms can be found in Supplemental File 3 (69). Bolded terms refer to highly significant entries (*P* < .0001).

In contrast, A8535 exposure induced 15 and 57 pathway changes at the FDR and *P* < .05 levels, respectively, which included highly significant changes in focal adhesion and ECL matrix (ECM)–receptor interactions (*P* = .0161 and .0216, respectively) (see Table 1 for selected pathways). 

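Matrix genes were higher in the A8535 sections than other genes with camera's preset correlation, but not with an estimated one (adjusted p = 0.395). Of 44 non-collagen matrix genes, 7 were higher at an unadjusted p under 0.05 and none lower, and none passed when adjusted over the list alone (median log2 fold change 0.60). The laminin chain gene lama5 on chromosome 23 averaged 31.7 ± 18.8 CPM (SD, n = 4) against 9.32 ± 3.68 CPM in the control, a log2 fold change of 1.77 (SE 0.52). The thrombospondin gene thbs1b (47.8 ± 13.1 CPM against 19.4 ± 8.58 CPM), ecm1b (1.09, SE 0.36), and the elastic fiber gene emilin1a (1.67, SE 0.58) were also higher, and control replicate 3 held 6.87 CPM of thbs1b where the other control libraries held 21.0 to 25.0 CPM. Of 33 collagen genes, 5 were higher and none lower (median 0.79), among them the basement membrane gene col18a1a (1.26, SE 0.36), col12a1b (1.51, SE 0.51), and col6a2 (1.43, SE 0.59). Of 58 focal adhesion genes, 3 were higher and none lower (median 0.30): the integrins itgb8 (1.97, SE 0.59) and itga1 (1.84, SE 0.60) and the growth factor receptor egfra (1.24, SE 0.47). The adjusted p of each gene named was 0.999. The lists' adjusted p with the preset correlation was 1.5e-06, 3.7e-05, and 4.4e-05, and 0.395 for each with an estimated correlation. Per library, the matrix score was 0.51 higher than in the control (95% interval -0.00 to 1.17, exact permutation test, two-sided p = 0.057, adjusted over all scores 0.566). With 4 libraries against 4 this test gives no p below 0.0286. After adjustment a score could pass 0.05 only if many scores stood at that p. Markers of follicle cells were also 0.73 higher in A8535 (exact permutation p = 0.086), those of stroma 0.72 higher (exact permutation p = 0.143), and those of oocytes 0.34 lower (exact permutation p = 0.057). The stroma markers include collagens and other matrix genes of the lists above, so their score is not independent of those lists. Against PNX-20, oocyte markers were 0.46 lower (exact permutation p = 0.029, adjusted over all scores 0.771). The test of the difference with PNX-20 gave adjusted p values of 4.4e-04, 3.7e-04, and 2.1e-05 for the 3 lists, and 0.461 each with an estimated correlation.

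**Figure D1:**
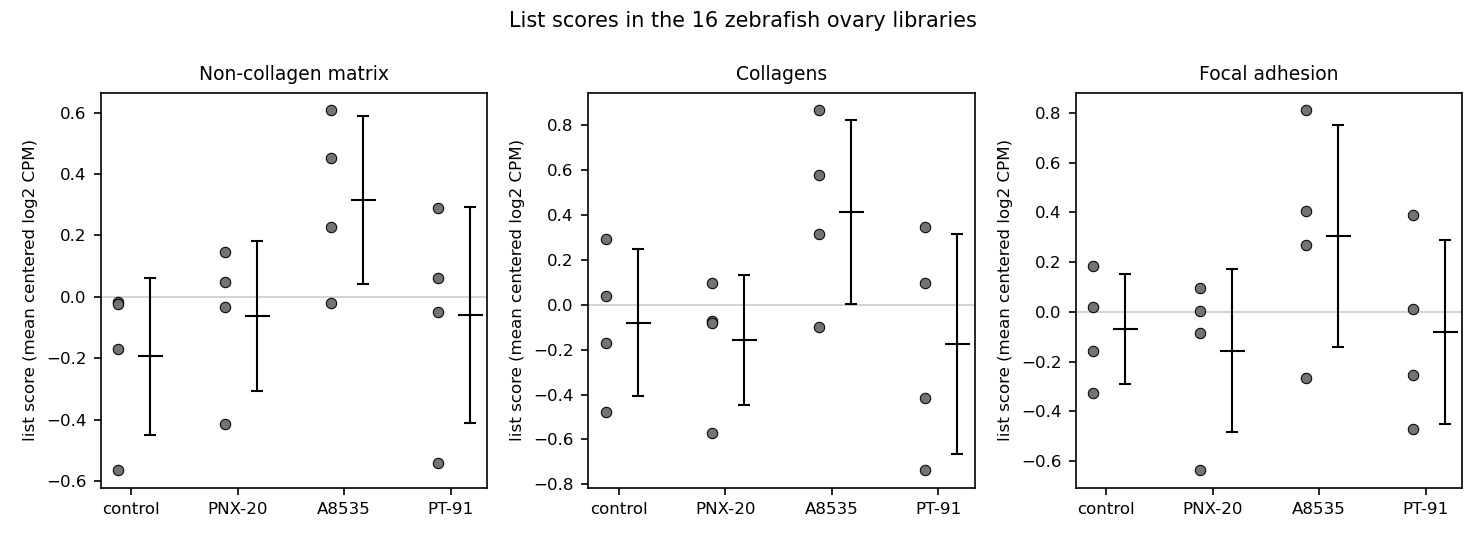
List scores (mean log2 CPM of the members, each centered on its mean over the 16 libraries) of the non-collagen matrix, collagen, and focal adhesion genes by treatment. Points are libraries and bars the mean ± SD (n = 4). The mean matrix score was 0.316 in A8535 and -0.194 in the control.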

Weaker pathway changes in A8535 included ovarian steroidogenesis and insulin secretion (*P* = .0111 and .0497, respectively). 

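Of 47 genes of ovarian steroidogenesis, 3 were higher at an unadjusted p under 0.05 in A8535 and none was lower or passed when adjusted over the list alone. Besides nr5a1a and hsd3b1, the higher gene was pla2g4aa, a phospholipase that releases arachidonic acid, with a log2 fold change of 1.34. The progesterone receptor gene pgr did not reach that p (1.43, SE 0.65, and 0.59 without A8535 replicate 3). The list had a median of 0.20 (adjusted p = 0.0046, and adjusted p = 0.395 with an estimated correlation), and follicle cell markers were 0.73 higher in A8535 (exact permutation p = 0.086) and oocyte markers 0.34 lower (exact permutation p = 0.057). The follicle cell markers share genes with this list, so their score is not independent of it. Of 36 genes of insulin and glucagon secretion, 3 were higher and none lower: the glucagon precursor gene gcga (84.2 ± 69.8 CPM against 19.4 ± 15.7 CPM, SD, n = 4, log2 fold change 2.12, SE 0.87), the CREB coactivator gene crtc1a (1.42, SE 0.62), and ryr2a. That list had a median of 0.09 and an adjusted p of 0.044, and an adjusted p of 0.491 with an estimated correlation. The insulin list was called in 5 of its 15 alternatives and the steroidogenesis list in 12.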

With respect to ovarian steroidogenesis, mapping of genes involved in this pathway revealed weak upregulation of several with known reproductive roles in follicular cells, including the luteinizing hormone receptor (*lhcgr*), aromatase (*cyp19a1a*), and 3-beta hydroxysteroid dehydrogenase (*hsd3b*) (see Fig. S5) (50). 

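The luteinizing hormone receptor gene lhcgr on chromosome 13 (47573473 to 47618843) averaged 14.7 ± 10.7 CPM (SD, n = 4) in A8535 and 5.41 ± 3.35 CPM in the control. Its log2 fold change was 1.44 (SE 0.67, adjusted p = 0.999). Aromatase, cyp19a1a, averaged 16.3 ± 9.03 CPM against 10.7 ± 4.77 CPM on chromosome 18 (39620534 to 39636348), a log2 fold change of 0.60 (SE 0.51, adjusted p = 0.999), and its alternate-scaffold copy 7.43 ± 1.54 CPM against 3.41 ± 2.17 CPM (1.12, SE 0.57). The hydroxysteroid dehydrogenase gene hsd3b1 on chromosome 9 (21194156 to 21201039) averaged 19.9 ± 11.3 CPM against 7.60 ± 2.23 CPM, a log2 fold change of 1.39 (SE 0.50, adjusted p = 0.999), and was the only one of these genes at an unadjusted p under 0.05. Its paralog hsd3b2 on chromosome 20 averaged 47.5 ± 17.2 CPM against 66.7 ± 14.0 CPM (-0.49, SE 0.30, and -0.79 without A8535 replicate 4), with 73.2 CPM in A8535 replicate 4 and 37.7 to 39.7 CPM in the others. Over 23 alternatives the log2 fold change ranged from 0.87 to 1.84 for lhcgr, from 0.18 to 0.85 for cyp19a1a, and from 1.06 to 1.68 for hsd3b1, none with an adjusted p under 0.05. The marker score of the follicle cells, in which these genes act, was 0.73 higher in A8535 (exact permutation p = 0.086). The marker list holds lhcgr, cyp19a1a, and hsd3b1 themselves, so this score is not independent of them. From these genes, the paper states that A8535 weakly raised several genes of the pathway that act in follicular cells.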

Finally, A8535 treatment induced highly significant changes in 8 and 407 MFs and BPs, respectively. Some of the most significant changes included ECL matrix structural constituent (MF) and anatomical structure formation involved in morphogenesis (BP) (*P* < .0001, Table 1). 

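Of 48 genes of vascular development and VEGF signaling, 4 were higher at an unadjusted p under 0.05 in A8535 and none was lower. These were notch1b (log2 fold change 1.45, SE 0.49), the endothelial transcription factor gene sox7 (1.49, SE 0.52), the ligand gene vegfaa (0.87, SE 0.36), and lyve1a, a lymphatic endothelial gene (1.65). The list had a median of 0.41 (adjusted p = 3.9e-04, and adjusted p = 0.395 with an estimated correlation). Endothelial markers, which share genes with this list, scored 0.47 higher in A8535 than in the control (exact permutation p = 0.229, adjusted over all scores 0.566). Of 54 cell adhesion genes, 4 were higher, including the junction gene jam3b (1.20, SE 0.42) and the selectin gene sele (1.52, SE 0.55), with a median of 0.27 (adjusted p = 0.027, and 0.395 when the correlation was estimated). Members adjusted over the list alone did not pass in either list. TGF-beta signaling had 5 of 55 members higher and a median of 0.11 (adjusted p = 0.067). For 40 immediate early genes the median was 0.21, and no member reached an unadjusted p of 0.05 (adjusted p of the list 0.0086, and 0.491 with an estimated correlation).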

When BPs were grouped based on semantic similarity, A8535 treatment exhibited clusters related to cell import, regulation of cell migration, growth, and apoptosis, and organ development (Fig. 6A).

**Figure 6:**
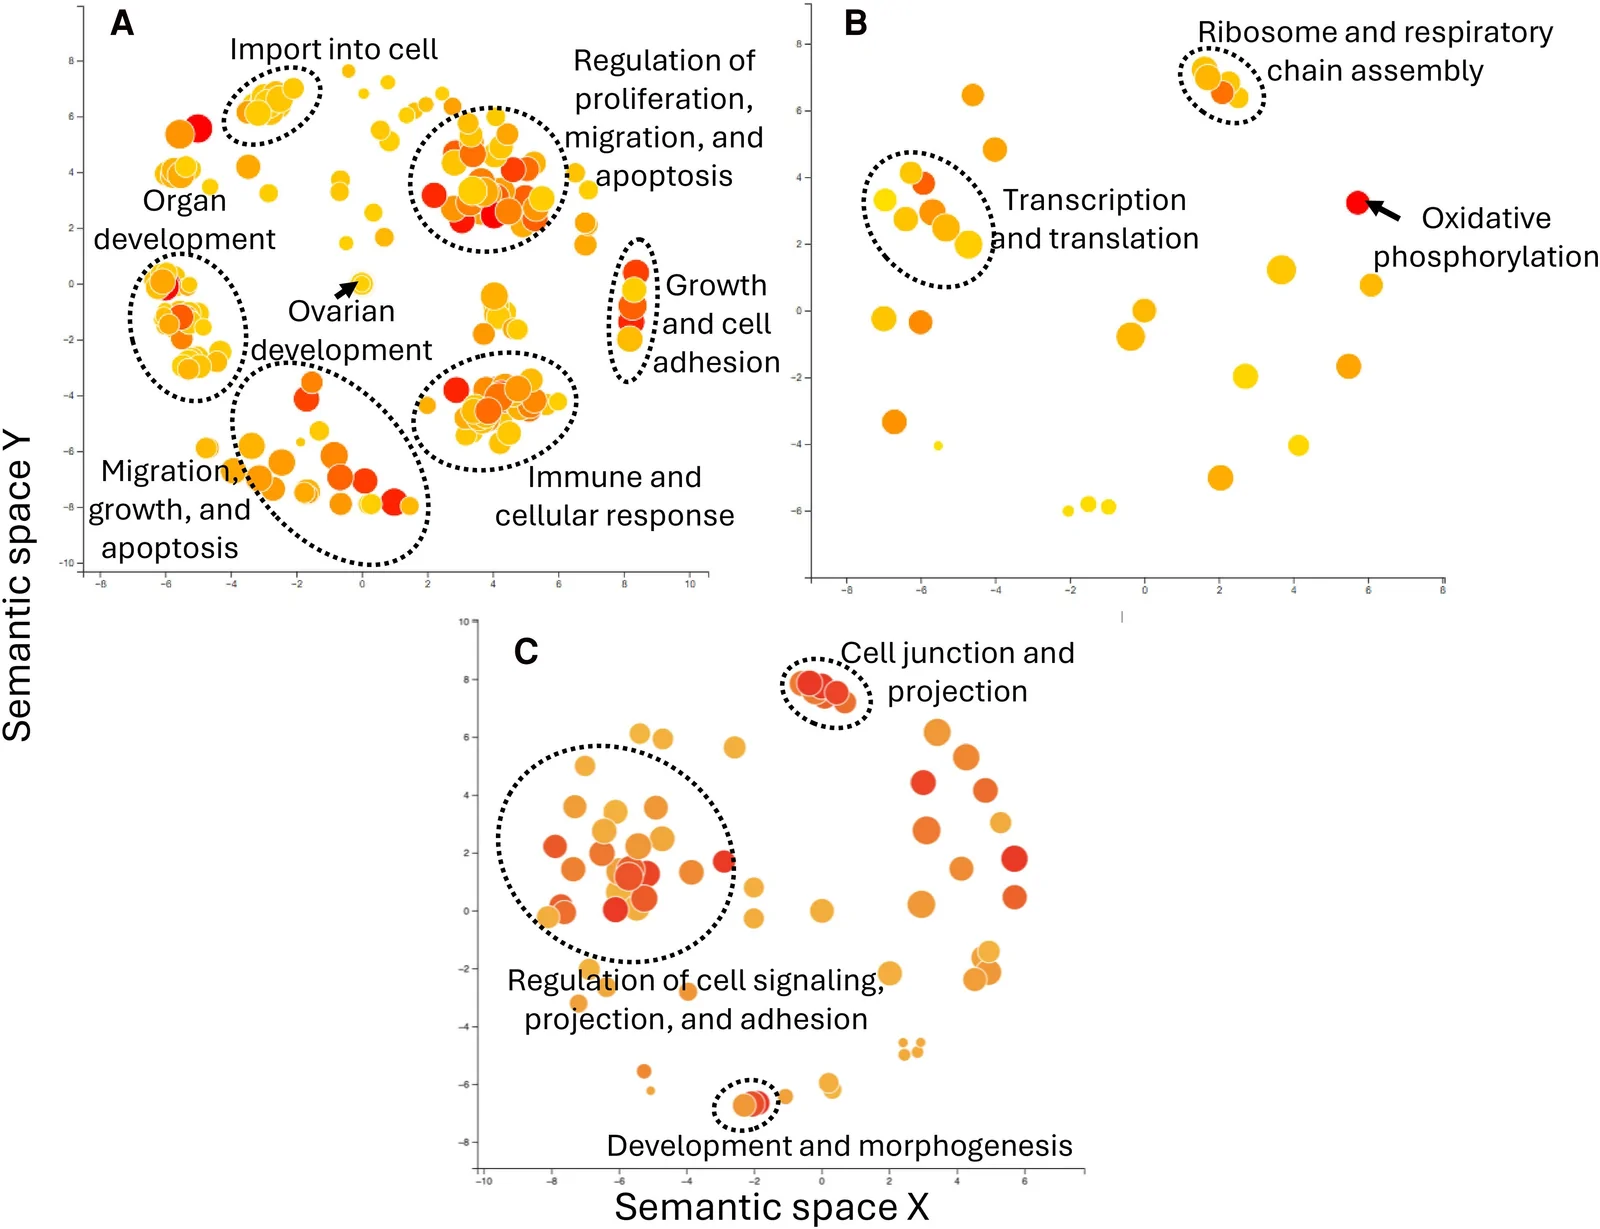
Highly significant GO BP terms clustered into functional groupings using semantic similarity in REVIGO. Dotted black circles refer to manual assignment of term clusters with similar functions. Zebrafish A8535 (A), zebrafish PT-91 (B), and pufferfish PNX-20 (C) ovary treatments are shown. Other treatments and species are not shown since they exhibited less than 3 highly significant BPs by FDR. Darker and larger bubbles refer to terms with greater significance and more generality in the GO database, respectively. Selected BPs are also highlighted with arrows. Complete lists for each species and treatment are available in species-specific BP tabs in Supplemental File 3 (69).

PT-91 treatment induced 15 and 20 pathway changes in zebrafish that were significantly altered at the FDR and *P* < .05 levels, respectively (see Supplemental File 3) (69). Many focused on energy metabolism and protein synthesis. These included highly significant changes in ribosome, oxidative phosphorylation, and RNA polymerase (*P* < .0001, <.0001, and .0024, respectively, Table 1). Mapping of these pathways demonstrated upregulation of 43 total genes related to ribosomal proteins and 42 genes related to oxidative phosphorylation, which included all NADH dehydrogenases (*nd*), 10 cytochrome c oxidase genes, and others associated with complex I, III, IV, and V (Fig. 7). Additionally, PT-91 treatment also exhibited weaker pathway changes, including cardiac muscle contraction and motor proteins (*P* < .0031 and .0094, respectively). 

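Cytosolic ribosomal protein genes were higher in the PT-91 sections, with 29 of 79 measured members at an unadjusted p under 0.05, none lower, and a median log2 fold change of 0.89. No member passed when adjusted over the list alone, and the list did not pass in camera with an estimated correlation (adjusted p = 0.804). The gene rpl21 averaged 24.9 ± 27.4 CPM (SD, n = 4) against 1.31 ± 0.834 CPM in the control (log2 fold change 4.24, SE 1.07), but its alternate-scaffold copy stood at -0.43. The genes rpl22 (1.58, SE 0.57, and 1.01 without PT-91 replicate 2) and rps27.1 (1.56, SE 0.57) were also higher. Of 68 mitochondrial ribosomal protein genes, 15 were higher and 1 lower (median 0.74), including mrps14 (1.60, SE 0.49). Of 68 nuclear genes of the respiratory chain and ATP synthase, 18 were higher and none lower (median 0.75), and of 13 respiratory genes of the mitochondrial genome, 12 were higher, also when adjusted over the list alone (median 1.96). Of 27 RNA polymerase subunit genes, 6 were higher, including polr2j (1.31, SE 0.45) and polr2h (0.95, SE 0.36), and 1 was lower (median 0.39). The 5 lists had adjusted p values of 2.1e-17, 9.4e-10, 2.1e-10, 1.1e-09, and 0.245 in that order. With an estimated correlation these were 0.804 for the first 4 and 0.827 for the RNA polymerases. PT-91 replicates 1 and 2 held the highest ribosomal scores (1.06 and 0.96), and replicate 4 one of -0.72, so that the mean difference from the control of 0.77 had a 95% interval of -0.92 to 1.99 (exact permutation test, two-sided p = 0.114). PT-91 replicates 1 and 2 also had few detected genes (19706 and 19656) and mitochondrial shares of 3.64% and 3.12%, and markers of follicle cells were 0.70 higher in PT-91 than in the control (exact permutation p = 0.029, adjusted over all scores 0.514). That p is the smallest this test can give here, so its adjusted value could pass 0.05 only if many scores shared it. Without control replicate 3 and PT-91 replicates 1 and 2, chosen after the data were seen, the cytosolic and mitochondrial ribosomal lists turned lower (adjusted p = 0.908 and 0.603), and after the gene length trend was removed the nuclear respiratory list no longer passed (adjusted p = 0.055), and the cytosolic ribosomal list had a median of 0.16 with 6 members higher (adjusted p = 0.0049). From these pathway changes, the paper states that many of the PT-91 effects focused on energy metabolism and protein synthesis.

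**Figure D2:**
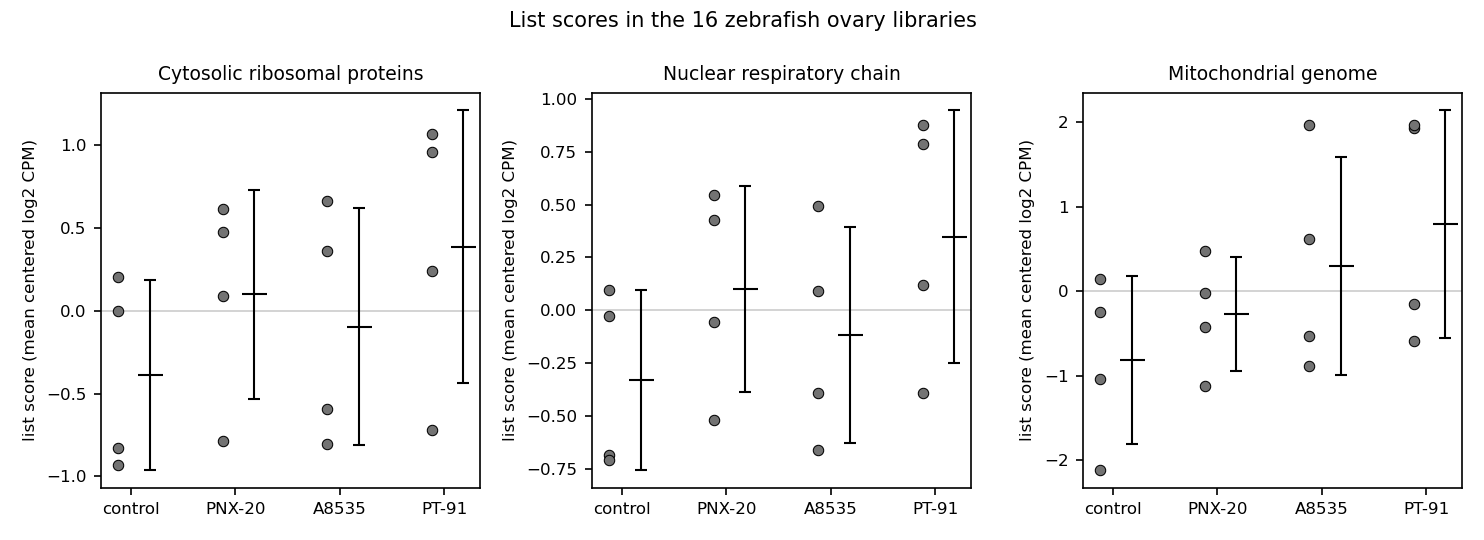
List scores (mean log2 CPM of the members, each centered on its mean over the 16 libraries) of cytosolic ribosomal protein genes, nuclear respiratory chain genes, and respiratory genes of the mitochondrial genome by treatment. Points are libraries and bars the mean ± SD (n = 4). The mean ribosomal score was 0.385 in PT-91 and -0.389 in the control.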

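All 7 NADH dehydrogenase genes of the mitochondrial genome were higher in PT-91 at an unadjusted p under 0.05. Their log2 fold changes were 1.97 for ND1 (SE 0.75), 1.80 for ND2 (SE 0.70), 2.33 for ND3 (SE 0.82), 1.96 for ND4 (SE 0.69), 1.79 for ND4L (SE 0.67), 1.56 for ND5 (SE 0.53), and 1.54 for ND6 (SE 0.58). Reads of each were highest in PT-91 replicates 1 and 2. For ND1 these held 10640 and 11120, against 1692 and 2400 in replicates 3 and 4 and 595 to 3457 in the control. Per library, the score of the mitochondrial respiratory genes was 1.60 higher than in the control (95% interval -0.72 to 4.08). Its exact permutation p was 0.143, and 0.514 adjusted over all scores. COX2, a core subunit of complex IV, averaged 5055 ± 4969 CPM (SD, n = 4) against 841 ± 575 CPM in the control (2.59, SE 0.86), and CYTB of complex III (2.46, SE 0.85) and ATP6 of complex V (2.31, SE 0.72) were also higher. Among nuclear genes, the complex I gene ndufb4 averaged 11.7 ± 16.7 CPM against 0.401 ± 0.213 CPM (4.83, SE 1.23), and the complex IV genes cox7a2a (1.74, SE 0.57), cox8b (1.79, SE 0.58), and cox6b2 (1.38, SE 0.49) were higher. In all, 3 mitochondrial and 7 nuclear cytochrome c oxidase genes were higher, of 3 and 17 measured. Cytosolic and mitochondrial ribosomal proteins together gave 44 higher genes and the respiratory lists 30, each also at a log2 fold change of at least 0.6. Without control replicate 1, control replicate 3, PT-91 replicate 1, and PT-91 replicate 2, the ribosomal count was 8, 7, 8, and 4, the respiratory count 12, 10, 8, and 5, and the cytochrome c oxidase count 4, 4, 4, and 1, and without PT-91 replicate 4 the ribosomal count was 88. Without PT-91 replicate 2, ND3 stood at 1.52, cox7a2a at 1.12, and cox6b2 at 0.77, and without PT-91 replicate 4 ndufb4 at 3.07. The adjusted p over all genes was 0.712 for each gene named.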

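Of 33 genes on the list for cardiac muscle contraction, 4 were higher in PT-91 at an unadjusted p under 0.05 and none lower. Besides ryr2a, these were genes of myosin light chains: myl9a averaged 47.7 ± 39.7 CPM (SD, n = 4) against 11.2 ± 6.52 CPM in the control (log2 fold change 2.09, SE 0.63), and myl6 had a log2 fold change of 1.16 (SE 0.49). The fourth was myl9b. Myosin light chain genes entered the list by name, so they need not act in heart muscle. Without PT-91 replicate 1, the values were 1.27 for myl9a, 0.57 for myl6, and 0.47 for myl9b. The list had a median of -0.03 and a mean of 0.29 (adjusted p = 0.836). Of 86 motor protein genes, 3 were higher, including the dynein light chain genes dynlt3 (1.11, SE 0.37) and dynll2a (1.70, SE 0.62, 0.98 without PT-91 replicate 2, and -0.91 in its alternate-scaffold copy), and 2 were lower, the axonemal dynein gene dnah5 (-2.19, SE 0.77, and -1.27 without control replicate 3) and the kinesin gene kif23, which acts in cytokinesis (-1.44, SE 0.55). That list had a median of -0.18 (adjusted p = 0.192). No member of either list passed when adjusted over the list alone, and the adjusted p with an estimated correlation was 0.902 and 0.827.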

Highly significant MFs and BPs (28 and 66, respectively) also exhibited similar patterns to pathways, with greatest changes related to the ribosome and electron transfer activity (MFs, *P* < .0001), or aerobic respiration and cytoplasmic translation (BPs, *P* < .0001). When clustered, these BPs exhibited clear groupings related to transcription/translation, ribosome, and respiratory chain assembly (Fig. 6B).

**Figure 7:**
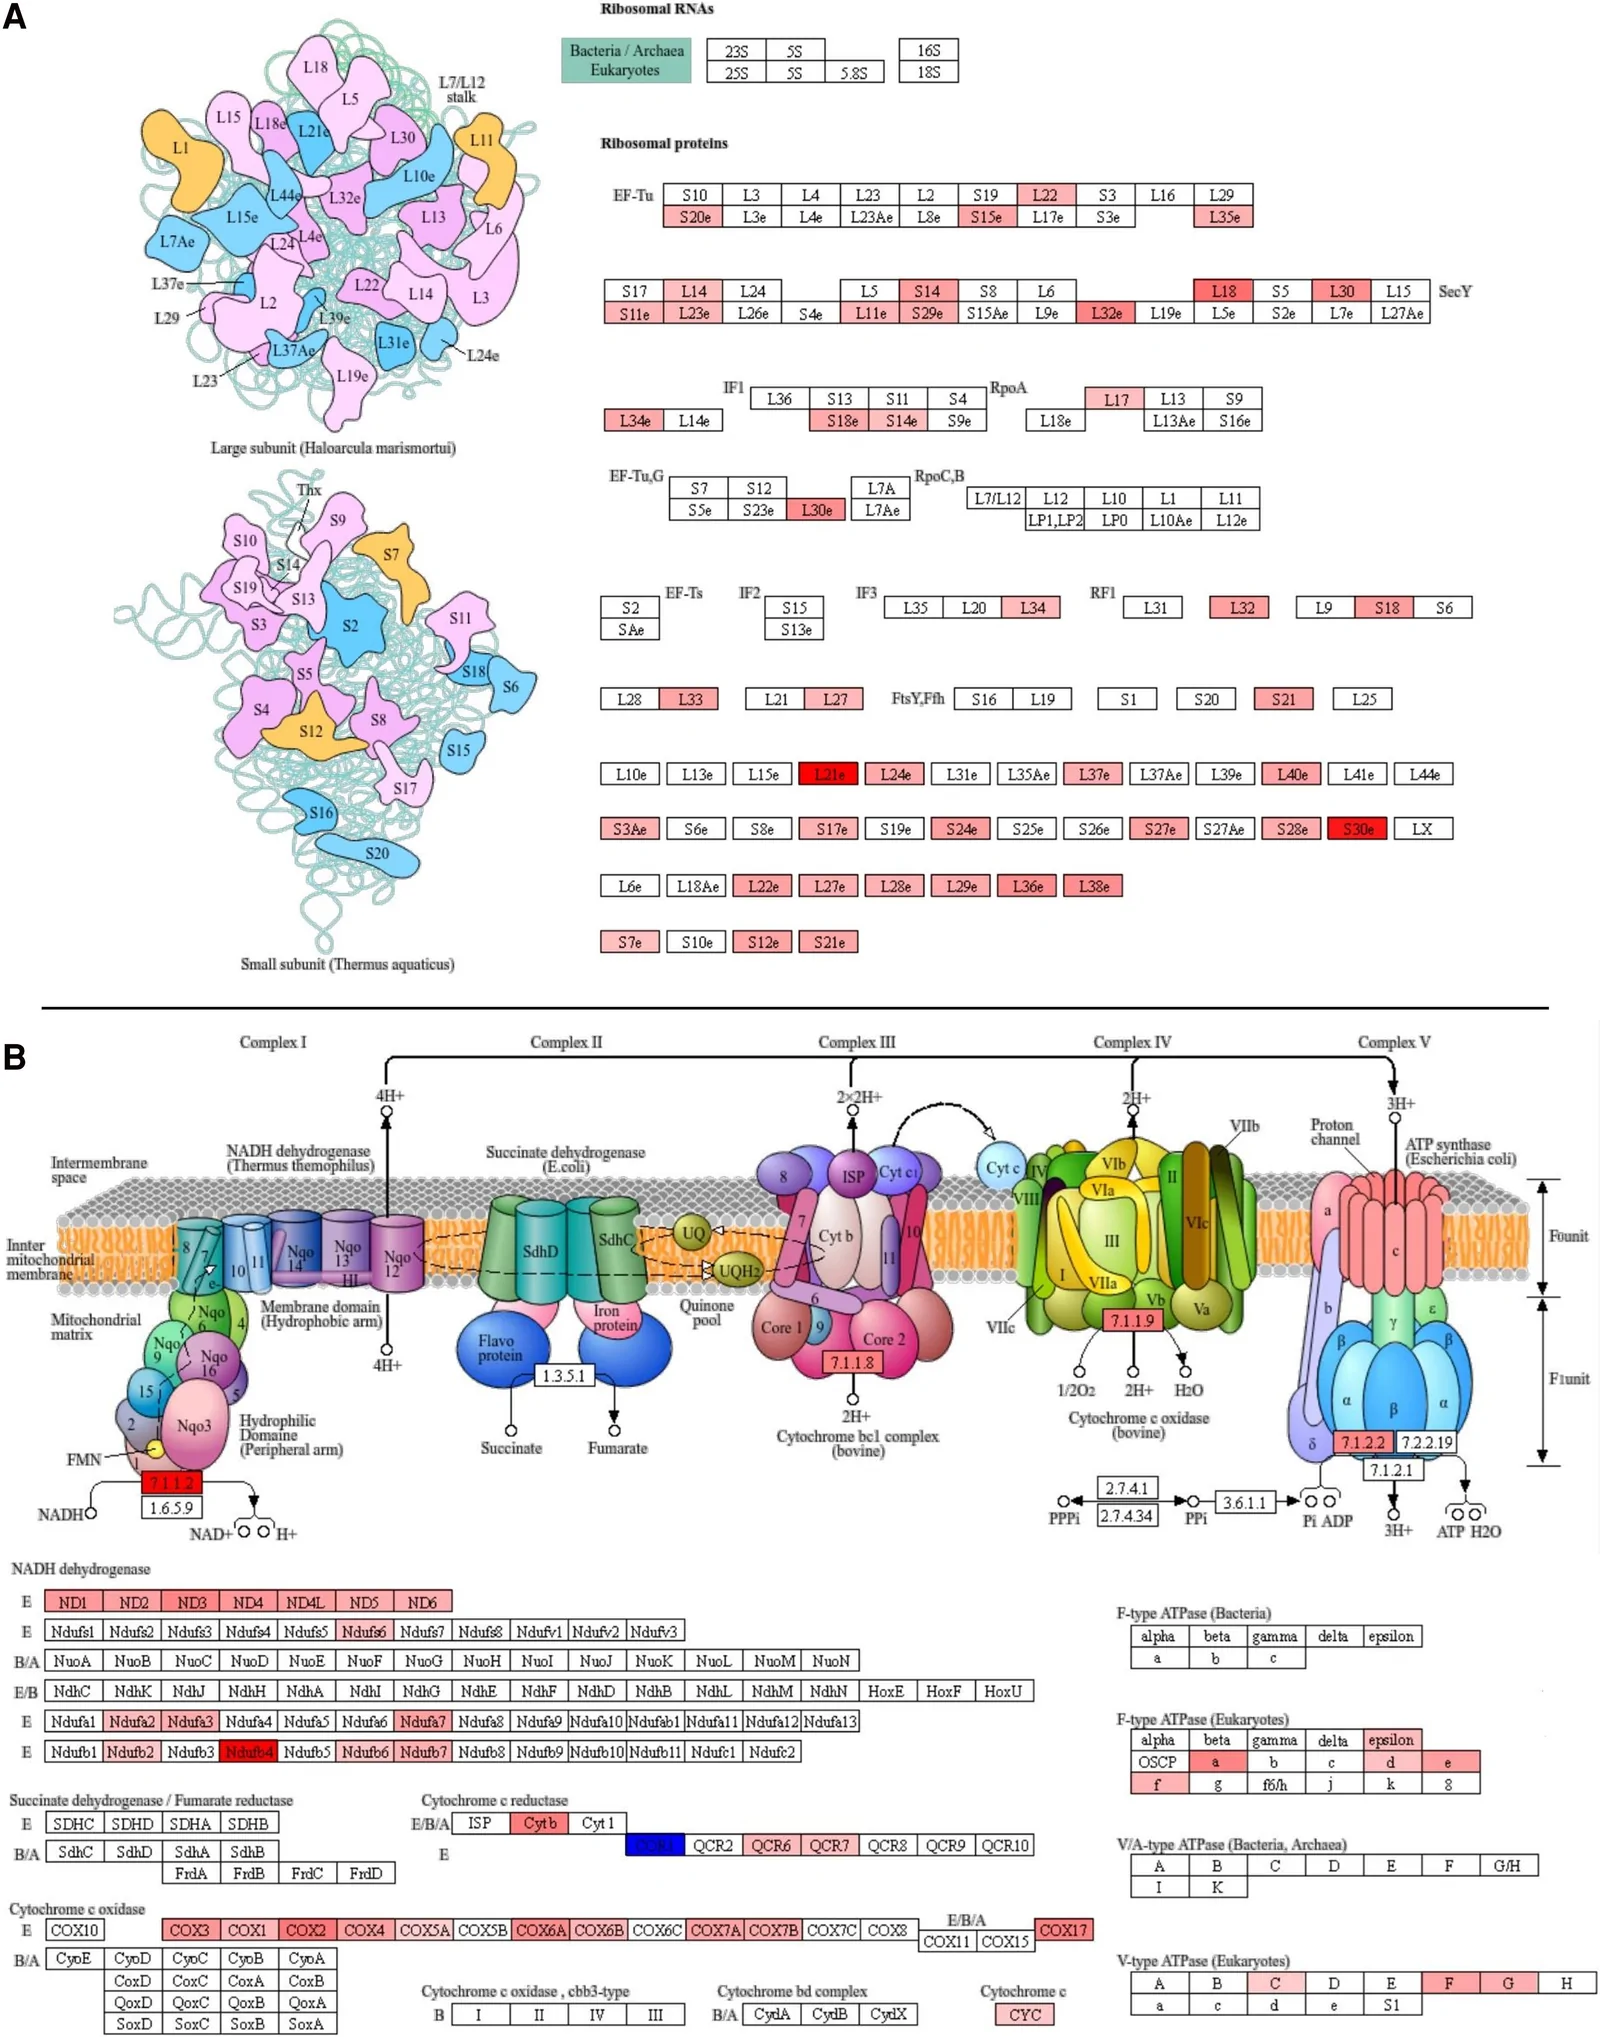
Pathway diagrams for ribosome (A) and oxidative phosphorylation (B) identified in the zebrafish ovary following PT-91 treatment (*P* < .0001). Red and blue blocks refer to genes up- or downregulated in each pathway, respectively.

### Transcriptomic changes in mummichog ovaries

Mummichog ovaries exhibited the least overall changes. When exposed to PNX-20, A8535, and PT-91 treatments, changes were evident in 310, 114, and 219 DEGs, respectively (Fig. 5D). While PNX-20 and PT-91 were fairly similar in terms of DEG number, A8535 exposure induced very few changes and approximately threefold less DEGs compared to the endogenous response (Fig. 5D). In contrast to zebrafish, PNX-20 was the only treatment with significantly more upregulated genes than downregulated in mummichog (**χ**^2^ = 4.18, *P* < .05) while A8535 and PT-91 exhibited largely equal proportions (Fig. 5E). Pathways altered in mummichog were also relatively low, with 19, 13, and 8 significant pathway changes in treatments A8535, PNX-20, and PT-91, respectively (Fig. 5F).

PNX-20 induced few pathway changes in the mummichog ovary, with no pathways identified by FDR (see Supplemental File 3) (69). Weaker changes in pathways included phototransduction (*P* = .0017), pancreatic secretion (*P* = .0197), and thyroid hormone signaling (*P* = .0332) (Table 2). The very few highly significant MFs and BPs identified were involved in cardiac and vascular regulation (Table 2).

**Table 2:** Selected mummichog pathways and GO processes significantly altered in ovaries treated *in vitro* with phoenixin (PNX-20), agonist A8535, or agonist PT-91

	PNX-20	A8535	PT-91
Pathways—FDR	None	Long-term potentiation (0.0385)	None
		cAMP signaling pathway (0.0448)	
Pathways—*P* < .05	Phototransduction (0.0017)	Pancreatic secretion (0.0067)	Phototransduction (0.0006)
	Pancreatic secretion (0.0197)	Glutamingeric synapse (0.0134)	Neuroactive ligand-receptor interaction (0.0033)
	Thyroid hormone signaling pathway (0.0332)	VEGF signaling pathway (0.0283)	cAMP signaling pathway (0.0394)
MF—FDR	VEGF receptor activity (0.0434)	Glutamate-gated receptor activity (0.0485)	Potassium channel activity (0.0085)
			Sodium channel activity (0.0134)
		Glutamate receptor activity (0.0485)	Potassium ion transmembrane transporter activity (0.0134)
		Calcium-dependent phospholipid binding (0.0485)	
BP—FDR	Positive regulation of heart contraction (0.0406)	None	None
	Positive regulation of blood circulation (0.0406)		

Pathways are separated into entries significant by FDR or *P* < .05. Only GO MF and BP termed are shown that meet significance by FDR. Up to 3 entries were chosen for each category based on (1) approximately 10% or higher representation in DEGs relative to total gene count in a network when able and (2) exclusion of immune-related processes. All significantly altered pathways and GO terms can be found in Supplemental File 3 (69).

In the A8535 treatment, 2 pathways were highly significant, including long-term potentiation (*P* = .0385) and cAMP signaling (*P* = .0448). At the *P* < .05 level, 17 pathways were weakly altered and included pancreatic secretion (*P* = .0067) and vascular endothelial growth factor (VEGF) signaling (*P* = .0283, Table 2). A total of 25 MFs were highly significant and included glutamate receptor activity (*P* = .0485). In contrast, no BPs were highly significant (Table 2).

No pathways were significantly altered at the FDR level following PT-91 treatment (Supplemental File 3) (69). Weaker changes included neuroactive ligand–receptor interaction and the cAMP signaling pathways (*P* = .0033 and .0394, Table 2). Significant MFs by FDR in PT-91 (3 total) contributed to sodium and potassium transport. There were no highly significant BPs following treatment with PT-91.

### Transcriptomic changes in pufferfish ovaries

Pufferfish exhibited intermediate changes, with PNX-20, A8535, and PT-91 treatments inducing 1120, 994, and 283 DEGs, respectively (Fig. 5G). PT-91 exhibited comparatively few gene expression changes, which was almost fourfold less than the endogenous response. There was also considerable overlap (306 DEGs) between PNX-20 and A8535 treatments, which was greater than other species. All 3 experimental treatments induced significantly greater proportions of upregulated genes in pufferfish (χ^2^ = 75.09, 69.06, and 23.18, respectively, with *P* < .001, Fig. 5H). The greatest pathway diversity was reflected in the PNX-20 treatment (35 pathways), while A8535 altered 26 unique pathways, and PT-91 exhibited 16 pathways (Fig. 5I).

PNX-20 treatment in pufferfish ovary did not induce highly significant changes in any pathway. However, weaker changes (*P* < .05) included type II diabetes (*P* = .0002); growth hormone synthesis, secretion, and action (*P* = .0070); and GnRH secretion (*P* = .0172) (Table 3). GnRH secretion was significantly altered in 2 treatments (PNX-20 and A8535), and pathway mapping demonstrated upregulation of several genes associated with potassium and calcium signaling, including *kir* and both T-type, and L-type calcium channels. Other genes associated with calcium signaling, including phospholipase C (*plc*), phosphatidylinositol 3-kinase (*pi3k*), and *cacna1g* (encoding Ca_v_3.1 calcium channel), were also involved (Fig. S6) (50). PNX-20 induced highly significant changes in MFs and BPs (8 and 114, respectively, Supplemental File 3) (69). Many of these were related to histone modifying processes, cell junction assembly, and development. In particular, cell morphogenesis was highly significant following PNX-20 treatment (*P* < .0001, Table 3). When all of these BPs were clustered by semantic similarity, clear groups were identified based on cell signaling, junctions, and projection along with morphogenesis and development (Fig. 6C).

**Table 3:** Selected pufferfish pathways and GO processes significantly altered in ovaries treated *in vitro* with phoenixin (PNX-20), agonist A8535, or agonist PT-91

	PNX-20	A8535	PT-91
Pathways—FDR	None	None	None
Pathways—*P* < .05	Type II diabetes mellitus (0.0002)	Growth hormone synthesis, secretion and action (0.0016)	Drug metabolism—other enzymes (0.0183)
	Growth hormone synthesis, secretion and action (0.0070)		
		Cortisol synthesis and secretion (0.0067)	
	GnRH secretion (0.0172)		
		GnRH secretion (0.0356)	
MF—FDR	Histone modifying activity (0.0383)	Histone modifying activity (0.0004)	None
	Protein serine kinase activity (0.0166)	Histone H2AS1 kinase activity (0.0099)	
	Histone kinase activity (0.0166)	Histone kinase activity (0.0169)	
BP—FDR	**Cell morphogenesis (<0.0001)**	None	None
	Regulation of developmental growth (0.0001)		
	Cell junction assembly (0.0024)		

Pathways are separated into entries significant by FDR or *P* < .05. Only GO MF and BP termed are shown that meet significance by FDR. Up to 3 entries were chosen for each category based on (1) approximately 10% or higher representation in DEGs relative to total gene count in a network and (2) exclusion of immune-related processes. All significantly altered pathways and GO terms can be found in Supplemental File 3 (69). Bolded terms refer to highly significant entries (*P* < .0001).

A8535 exposure in pufferfish ovaries was moderately similar overall to PNX-20 and exhibited no highly significant pathway changes. Weaker changes were identified and some were similar to the PNX-20 treatment (Table 3). A8535 also induced small changes related to cortisol synthesis and secretion (*P* = .0067). Highly significant MF changes (14 total) were similar to PNX-20, with noted changes in histone-related functions (Table 3). No BPs were highly significant following A8535 treatment.

PT-91 exhibited the weakest effects, with no highly significant pathways. The only weaker pathway that was relatively robust and not directly related to immune function was associated with drug metabolism (*P* = .0183) (Table 3). PT-91 also had no significant MFs or BPs by FDR (Table 3).

### Comparisons across treatments within each species

Zebrafish exhibited 11 pathways shared between A8535 and PT-91 treatments, while only 5 pathways were shared between PNX-20 and A8535 (see Supplemental File 3) (69). Many of these pathways in both comparisons were related to immune and metabolic functions. For instance, both PNX-20 and A8535 exhibited similar effects related to protein digestion and absorption (Table 4). 

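Pancreatic enzyme genes and collagen genes were measured in the PNX-20 sections with 6 and 31 genes. The 6 pancreatic enzyme genes had a median log2 fold change of 0.97, and none reached an unadjusted p of 0.05 (adjusted p of the list 0.516). The bile salt lipase gene cel.1 stood at 1.48, and the amylase gene amy2a at 1.58, but without PNX-20 replicate 4 both turned lower (cel.1 to -0.16). The score of the pancreatic enzyme list, over the 11 genes kept across all 16 libraries, was 3.40 in PNX-20 replicate 4 and -0.65 to -0.63 in the other PNX-20 libraries. Of the 31 collagen genes, none was higher and 1 was lower, col5a3a (-2.16, and -1.32 without control replicate 3), with a median of 0.10 and an adjusted p of 0.642.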

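The glucagon precursor gene gcga averaged 96.2 ± 61.4 CPM (SD, n = 4) in PT-91 and 18.3 ± 14.6 CPM in the control, a log2 fold change of 2.40 (SE 0.76, adjusted p = 0.712), beside the 2.12 of A8535. The sodium pump subunit gene atp1b1a had log2 fold changes of 1.02 (SE 0.46, and 0.62 without A8535 replicate 3) in A8535 and 1.09 (SE 0.38) in PT-91, where all 4 treated libraries lay above the control. Of 37 genes of insulin and glucagon secretion, 3 were higher in PT-91 at an unadjusted p under 0.05 and 1 was lower, the kinase gene camk2d2 (-1.57). None passed when adjusted over the list alone, and the list had a median of -0.04 and a mean of 0.18 (adjusted p = 0.981). The difference of this list between PT-91 and A8535 had an adjusted p of 0.047, and of 0.498 with an estimated correlation.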

A8535 and PT-91 treatments shared immune functions and changes in energy metabolism, including glucagon signaling, diabetic cardiomyopathy, and thermogenesis (Table 4). When all BPs (*P* < .05) were assessed across treatments, comparisons of PNX-20 + A8535, PNX-20 + PT-91, and A8535 + PT-91 exhibited 43, 13, and 104 shared terms, respectively. Using BP clustering, largely similar findings to previous analyses were evident in zebrafish, with PNX-20 + A8535 groups focused on metabolic processes (amino acid, lipid, and ion transport) and cardiac and vascular development (Fig. 8). 

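Of 46 genes of vascular development and VEGF signaling, 3 were higher in PNX-20 at an unadjusted p under 0.05 and none lower. These were the angiopoietin receptor gene tek (log2 fold change 2.23, SE 0.93, and 0.38 without PNX-20 replicate 1), lyve1a (1.63, SE 0.69), and egfl7, an endothelial matrix gene (1.63, SE 0.72), and the list had a median of 0.17 (adjusted p = 0.221). Of 50 such genes in PT-91, 3 were higher, including the chemokine gene cxcl12a (2.12) and clec14a (1.98), and 2 were lower, flt4 and notch1a (-1.05, and -0.55 without control replicate 3). There the median was 0.27 and the adjusted p 0.571. In both treatments no member passed when adjusted over the list alone.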

PNX-20 + PT-91 shared only weak clustering related to membrane complexes and VEGF signaling. Oxidative phosphorylation was shared between A8535 and PT-91, along with several clusters related to proton transport, immune response, inflammation, and cell migration. 

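Respiratory genes of the mitochondrial genome had a median log2 fold change of 1.24 in A8535, with 3 of 13 higher at an unadjusted p under 0.05 and none when adjusted over the list alone. ATP6 averaged 1354 ± 1321 CPM (SD, n = 4) against 445 ± 217 CPM in the control (1.60, SE 0.66), and ND5 had a log2 fold change of 1.22 (SE 0.54), and without A8535 replicate 2 they stood at 0.71 and 0.57. Of 66 nuclear respiratory genes, 1 was higher, and the median was 0.20. The lists had adjusted p values of 4.3e-07 and 0.017, and of 0.395 and 0.726 with an estimated correlation. A8535 replicate 2 had the fewest detected genes of all libraries (19047) and a mitochondrial share of 3.16%. Without it the nuclear list turned lower (adjusted p = 0.555). Between PT-91 and A8535, the nuclear list differed with an adjusted p of 6.7e-07 (0.498 with an estimated correlation), and the score difference of 0.47 had a 95% interval of -0.88 to 1.54.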

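Complement and coagulation genes had median log2 fold changes of 0.46 in PNX-20, 0.83 in A8535, and 0.38 in PT-91. Of 20 genes in PNX-20, none reached an unadjusted p of 0.05 (adjusted p of the list 0.221). Of 23 in A8535, 1 was higher, c4, with 19.0 ± 2.31 CPM (SD, n = 4) and a log2 fold change of 0.83 (SE 0.34), and the list had an adjusted p of 0.0046, and of 0.395 with an estimated correlation. The prothrombin gene f2 had a log2 fold change of 1.82 (SE 0.83) there. Of 19 in PT-91, 1 was lower, c3a.4, with a log2 fold change of -2.26 (SE 0.92), and the adjusted p of the list was 0.388. No member passed when adjusted over the list alone in the 3 treatments. Marker genes of liver, which makes many complement proteins, had a score of 4.50 in A8535 replicate 4.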

Only a single BP (complement activation) was shared across all 3 treatments (Supplemental File 3) (69).

**Figure 8:**
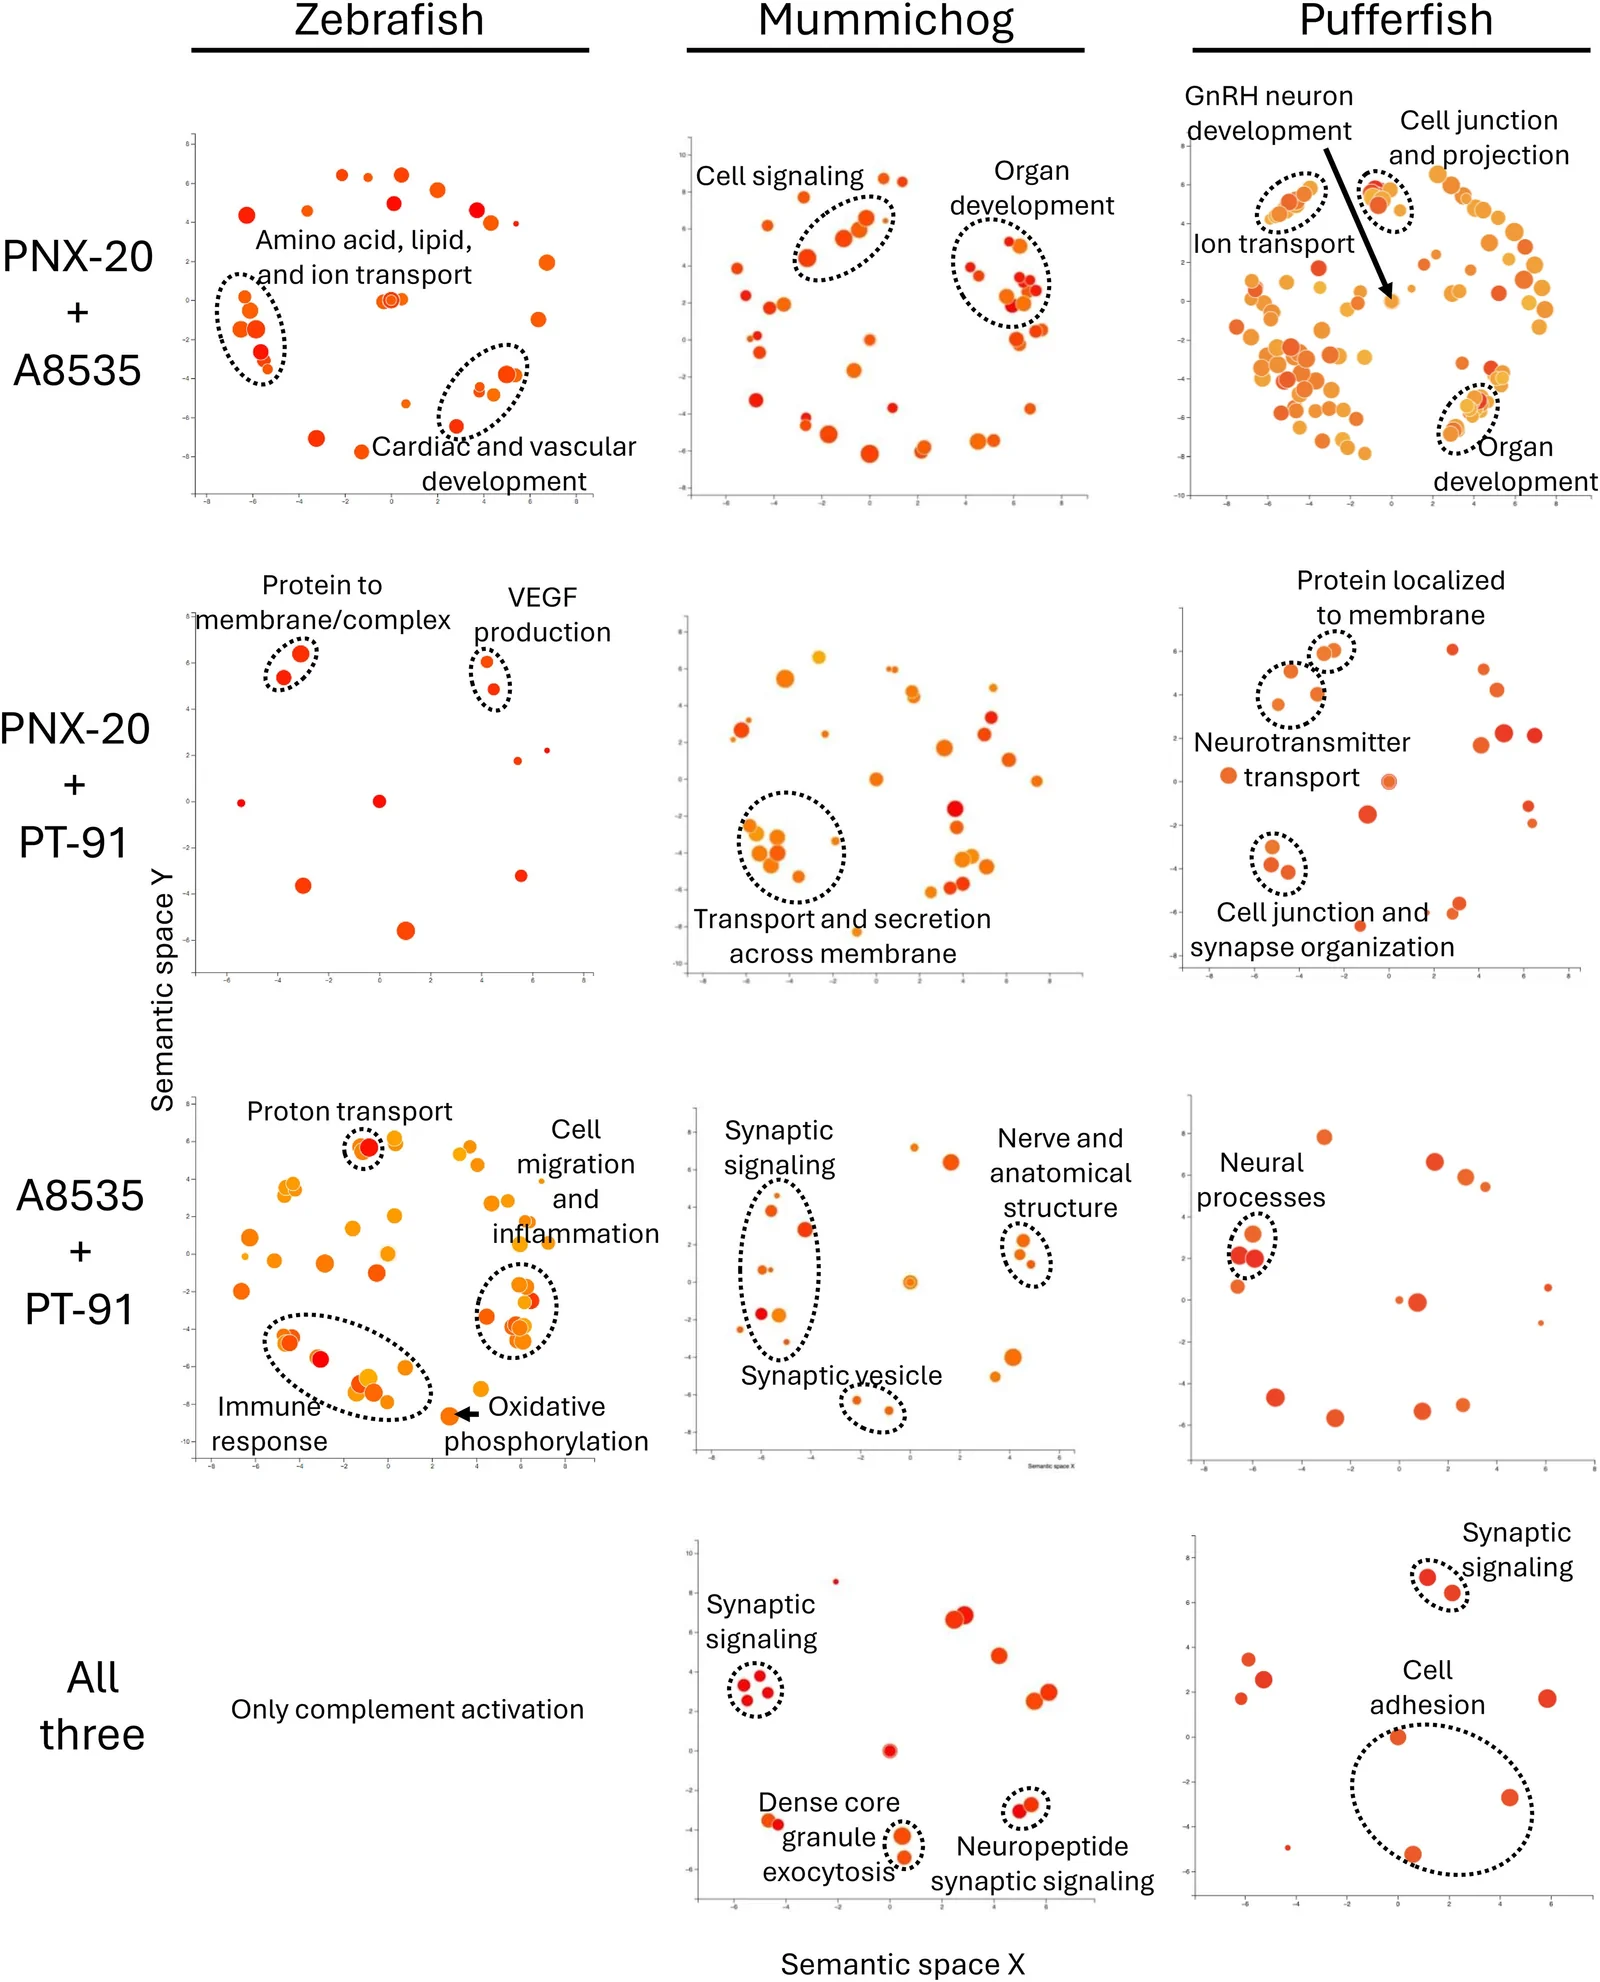
Significant (*P* < .05) GO BP terms found in multiple ovary treatments within a species, clustered into functional groupings using semantic similarity in REVIGO. Each row and column refers to a specific treatment combination and species, respectively. Darker and larger bubbles refer to terms with greater significance and more generality in the GO database, respectively. Selected BPs are also highlighted with arrows. Only one significant BP term was shared across all 3 treatments in zebrafish ovary (lower left). Complete lists for each species and treatment are available in species-specific meta-analysis BP tabs in Supplemental File 3 (69).

**Table 4:** Selected significantly altered gene pathways in zebrafish, mummichog, or pufferfish ovaries identified in multiple treatments (PNX-20 and A8535, PNX-20 and PT-91, A8535 and PT-91, or all 3)

Treatments	Species	Pathway	*P*-values in treatment order
PNX-20 + A8535	Zebrafish	Complement and coagulation cascades	.0486, .0249
		Protein digestion and absorption	.0071, .0025
		Systemic lupus erythematosus	.0243, .0009
	Mummichog	Pancreatic secretion	.0197, .0067
	Pufferfish	GnRH secretion	.0172, .0356
		GH synthesis, secretion, and action	.0070, .0016
		Type II diabetes mellitus	.0002, .0479
PNX-20 + PT-91	Zebrafish	None	—
	Mummichog	Neutrophil ECL trap formation	.0458, .0030
		Phototransduction	.0017, .0006
	Pufferfish	Dilated cardiomyopathy	.0025, .0016
		Hypertrophic cardiomyopathy	.0047, .0029
		Longevity regulating pathway	.0359, .0279
A8535 + PT-91	Zebrafish	Glucagon signaling pathway	.0113, .0137
		Diabetic cardiomyopathy	.0038, <.0001
		Thermogenesis	.0332, <.0001
	Mummichog	cAMP signaling pathway	.0009, .0394
	Pufferfish	Long-term potentiation	.0034, .0428
All 3 (PNX-20 + A8535 +PT-91)	Zebrafish	None	—
	Mummichog	None	—
	Pufferfish	Motor proteins	0.0422, 0.0336, 0.0078

Three pathways were chosen in each category that focused on metabolism or reproduction when able. *P*-values for each treatment are ordered as described in the Treatments column. All pathways in each category are listed under meta-analysis pathway tabs in Supplemental File 3 (69).

Mummichog exhibited only 4 total shared pathways between treatments (Table 4). Only pancreatic secretion was shared between PNX-20 and A8535, while only immune (neutrophil-related) and neural (phototransduction) pathways were shared between PNX-20 and PT-91. Only the cAMP signaling pathway was shared between A8535 and PT-91. Similarly to zebrafish, no pathways in mummichog were evident across all 3 treatments. Relatively more significant changes were identified using BPs, where comparisons of PNX-20 + A8535, PNX-20 + PT-91, and A8535 + PT-91 exhibited 54, 45, and 23 shared terms, respectively (see Supplemental File 3) (69). BP clustering was used to identify several groups within each comparison (Fig. 8). For example, PNX-20 + A8535 in mummichog exhibited clusters related to cell signaling and organ development, while the PNX-20 + PT-91 comparison was more scattered with only clustering evident for membrane functions. The agonist comparison (A8535 + PT-91) demonstrated consistent signals in synaptic structure. Similarly, all 3 treatments in mummichog shared clusters related to the synapse (Fig. 8).

In pufferfish, 9, 5, and 2 pathways were each shared between PNX-20 and A8535, PNX-20 and PT-91, and A8535 and PT-91, respectively (Supplemental File 3) (69). Both PNX-20 and A8535 exhibited pathways related to reproductive function (GnRH secretion) and metabolism (Table 4). In contrast, PNX-20 and PT-91 shared similarities in heart function and aging. A8535 and PT-91 shared a single pathway related to neural function. In addition, pufferfish was the only species to exhibit a pathway change in all 3 treatments, which was related to motor proteins. Pufferfish exhibited some of the greatest similarity in BPs across treatments, with PNX-20 + A8535, PNX-20 + PT-91, and A8535 + PT-91 comparisons exhibiting 232, 26, and 20 shared terms, respectively (see Supplemental File 3) (69). In BP clustering, ion transport, cell junction and projection, and organ development were major groups identified across PNX-20 + A8535 (Fig. 8). In contrast, PNX-20 + PT-91 exhibited clusters related to membrane proteins, neurotransmitter transport, and the synapse. A8535 + PT-91 shared relatively little in pufferfish, with only a small cluster related to neural functions. Similarly, across all 3 treatments, synaptic signaling was also clear with an additional cell adhesion group (Fig. 8).

### Comparisons across species

Some broad similarities across species were also evident in BP clusters (Fig. 8). For instance, across PNX-20 + A8535, BPs reflecting developmental processes were consistently identified in all species. Transport and protein localization to the membrane was also a consistent theme for PNX-20 + PT-91. In contrast, the combination of A8535 + PT-91 seemed to be more similar between mummichog and pufferfish (neural functions) than zebrafish (immune and energy production). This was also similar across all 3 treatments, where both mummichog and pufferfish, but not zebrafish, shared BPs associated with synaptic signaling.

Similarities across species were also evident in DEGs and broader pathways (Fig. 9). Zebrafish and pufferfish overall exhibited the greatest overlap in DEGs in all 3 treatments. In addition, several highly conserved patterns were identified across species (red blocks in Fig. 9). PNX-20 treatment exhibited 6 total genes (*crtc1*, *cspg4*, *lrrc59*, *pdia2*, *sh3pxd2a*, and *steap4*) that were both differentially expressed in multiple species and altered in an agonist treatment. Most of these changes were shared with PT-91 effects (*cspg4*, *lrrc59*, *pdia2*, and *steap4*) while fewer were shared with A8535 (*crtc1* and *sh3pxd2a*). 

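Of the 6 genes, lrrc59 was measured on an alternate scaffold, where its copy averaged 56.3 ± 56.1 CPM (SD, n = 4) in PNX-20, 36.0 ± 28.9 CPM in A8535, and 71.3 ± 83.7 CPM in PT-91, against 6.37 ± 2.52, 6.58 ± 2.60, and 6.23 ± 2.36 CPM in the control as scaled in each comparison. Its log2 fold changes were 3.14 (SE 0.86), 2.45 (SE 0.65), and 3.51 (SE 0.89). The disulfide isomerase gene pdia2 had log2 fold changes of 1.02 (SE 0.48) in PNX-20 and 1.34 (SE 0.60) in PT-91, and the metalloreductase gene steap4 of 1.06 (SE 0.49) in PNX-20, 2.05 (SE 0.72) in A8535, and 1.44 (SE 0.55) in PT-91, where replicate 1 held 31.9 CPM and the others 94.9 to 119 CPM. For cspg4, a proteoglycan of pericytes, the values were -0.97 (SE 1.18) in PNX-20 and -1.91 (SE 0.83) in PT-91. The coactivator gene crtc1a averaged 2.03 ± 0.673 CPM in PNX-20 against 0.684 ± 0.213 CPM (1.56, SE 0.56) and had a log2 fold change of 1.42 in A8535, while its paralog crtc1 stood at -0.30 (SE 0.56) in PNX-20. Without 1 library, lrrc59 in PT-91 stood at 2.27 (PT-91 replicate 2), pdia2 in PT-91 at 0.47 (PT-91 replicate 1), steap4 in A8535 at 1.05 (A8535 replicate 3), and cspg4 in PT-91 at -1.04 (control replicate 3). For sh3pxd2aa, an adaptor of invadopodia, the values were -0.18 (SE 0.70) in PNX-20 and 1.31 (SE 0.68) in A8535. At an unadjusted p under 0.05 stood lrrc59 in all 3 treatments, steap4 in both agonists, crtc1a in PNX-20 and A8535, and pdia2 and cspg4 in PT-91. The adjusted p of each was 0.998 in PNX-20, 0.999 in A8535, and 0.712 in PT-91.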

No highly conserved changes were shared between the agonist treatments. Some broader gene patterns were evident as well. Both zebrafish and pufferfish exhibited significant changes in semaphorin family genes across all treatments (PNX-20 and *sema4b*, A8535 and *sema3ab*, PT-91 and *sema3d*), while myosin light chain kinase gene expression was altered in 2 treatments (PNX-20 and *mylk*, A8535 and *mylk4*). 

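The semaphorin gene sema4bb has 2 copies in the annotation. On chromosome 7 (30240925 to 30264255) it averaged 14.9 ± 5.48 CPM (SD, n = 4) in PNX-20 against 5.19 ± 4.03 CPM in the control (log2 fold change 1.52, SE 0.68), and its alternate-scaffold copy 2.26 ± 1.31 CPM against 10.9 ± 7.25 CPM (-2.26, SE 0.71). In A8535, the alternate-scaffold copy of sema3ab had a log2 fold change of 0.43 (SE 1.15), and the gene's other copy and the sema3d gene in PT-91 did not pass the filter on low counts. The light chain kinase genes mylka (-0.88, SE 0.68 in PNX-20, and -0.04 without control replicate 3) and mylk4b (-1.03, SE 0.98 in A8535) did not reach an unadjusted p of 0.05, and PNX-20 replicate 3 held 4.43 CPM of mylka where the others held 1.94 to 2.14 CPM. The paper gives no paralog letter for these, and mylkb in PNX-20 and mylk4a in A8535 are not reported here. As a list, 35 semaphorin, plexin, and neuropilin genes had a median of 0.18 in A8535 (adjusted p = 0.0014, and adjusted p = 0.395 with an estimated correlation), with no member at an unadjusted p under 0.05. The list's median was -0.19 in PNX-20 (34 genes, adjusted p = 0.626) and -0.08 in PT-91 (33 genes, adjusted p = 0.716). The adjusted p of each gene named was 0.998 in PNX-20 and 0.999 in A8535.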

Finally, only one gene, a receptor for VEGF (*kdr*), was shared across all species following A8535 treatment.

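The VEGF receptor gene kdr on chromosome 20 (22220988 to 22277544) averaged 2.76 ± 1.09 CPM (SD, n = 4) in A8535 and 1.14 ± 0.200 CPM in the control. Its log2 fold change was 1.26 (SE 0.57, unadjusted p = 0.051 and adjusted p = 0.999 from edgeR), with 3 of 4 treated libraries above all controls. Its paralog kdrl, also a VEGF receptor gene of endothelium, averaged 14.4 ± 7.56 CPM against 11.7 ± 4.91 CPM (0.30, SE 0.49, adjusted p = 0.999).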

**Figure 9:**
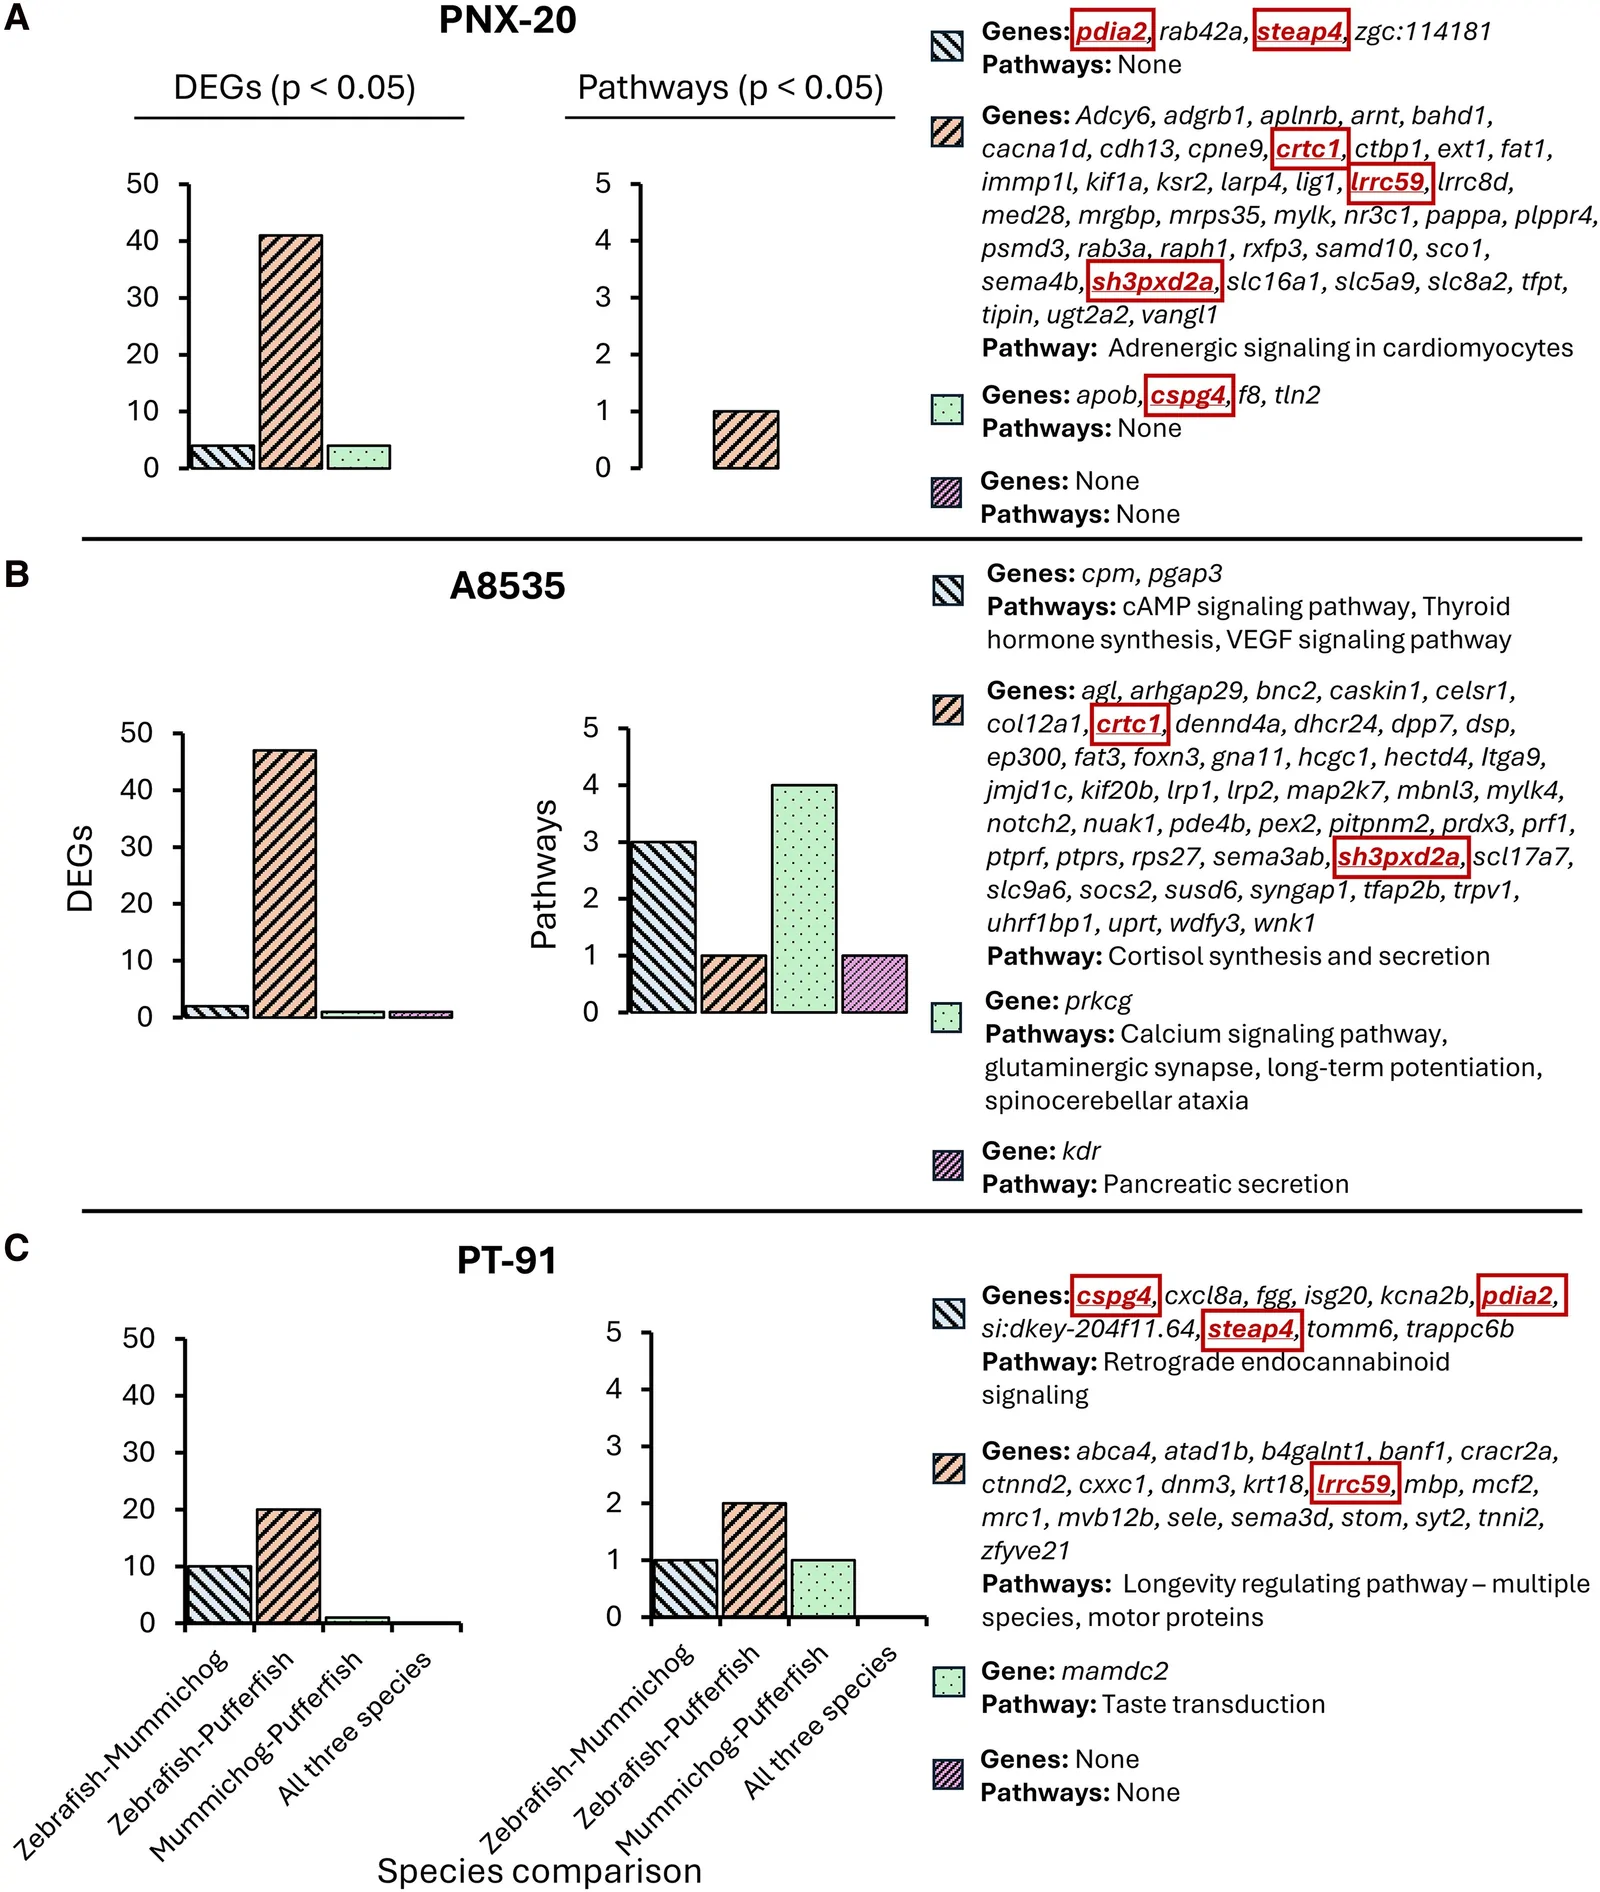
DEGs (left, *P* < .05) and pathways (right, *P* < .05) shared across multiple species within ovary treatments of PNX-20 (A), A8535 (B), and PT-91 (C). Categories (bottom axis) are separated into DEGs or pathways shared between zebrafish and mummichog, zebrafish and pufferfish, mummichog and pufferfish, and all 3 species. DEGs and pathways are listed for each category in legends to the right. Bolded, underlined, and boxed gene abbreviations refer to genes shared across both multiple species and treatments. These genes (6 total) are found in 2 ovary treatments among (A, B, and C).

Some similarities were also evident in pathways across species (Fig. 9). First, conserved PNX-20 changes were minimal, except for shared adrenergic signaling in cardiomyocytes in both zebrafish and pufferfish. Second, A8535 treatments exhibited the greatest similarities among the species. Zebrafish and mummichog shared cAMP signaling, thyroid hormone synthesis, and VEGF signaling. Zebrafish and pufferfish shared cortisol synthesis and secretion. Mummichog and pufferfish shared several likely neural-associated pathways. Third, PT-91 also induced some conserved pathway changes likely related to neural processes and motor proteins. Only A8535 exposure induced a shared pathway change in ovaries of all 3 species (pancreatic secretion).

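In the zebrafish sections treated with A8535, 7 pancreatic enzyme genes had a median log2 fold change of 0.73. None reached an unadjusted p of 0.05 or passed when adjusted over the list alone, and the list had an adjusted p of 0.027, and of 0.491 with an estimated correlation. The carboxypeptidase gene cpa5 averaged 7.27 ± 8.81 CPM (SD, n = 4) against 1.69 ± 1.69 CPM in the control (2.10, SE 1.04, and 0.81 without A8535 replicate 3), and the trypsin-like gene prss59.1 averaged 11.7 ± 13.4 CPM against 8.54 ± 15.4 CPM (0.46, SE 1.70). Per library, on the scale of all 16, prss59.1 stood at 25.5 CPM in A8535 replicate 3 and 20.0 CPM in replicate 1, but at 0 and 0.762 CPM in replicates 2 and 4. It also stood at 66.8 CPM in PNX-20 replicate 4 and 31.0 CPM in control replicate 4, and the score of the list, over the 11 genes kept across all 16 libraries, was 1.05 higher in A8535 than in the control (95% interval -2.97 to 4.06, exact permutation test, two-sided p = 0.286).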

### Confirmation of RNA-seq patterns using qPCR

Gene expression patterns in RNA-seq were largely confirmed using qPCR. Significant regressions (*P* < .05) between normalized RNA-seq counts and qPCR relative expression were evident in 4 of 6 selected zebrafish genes (Fig. S7) (50), 5 of 7 mummichog genes (Fig. S8) (50), and 5 of 7 pufferfish genes (Fig. S9) (50). 

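In the sequenced libraries, caprin1a averaged 19.9 ± 6.90 CPM (SD, n = 4) in A8535 against 5.32 ± 1.71 CPM in the control. The ribosomal protein gene rpl36a had log2 fold changes of 0.87 in PNX-20, 3.19 (SE 0.87) in A8535, and 1.94 (SE 0.79) in PT-91. The actin-binding thymosin gene tmsb4x had log2 fold changes of 1.12 in PNX-20, 2.02 (SE 0.72) in A8535, and 2.41 (SE 0.68) in PT-91, and wu:fj16a03 of 1.16, 2.58 (SE 0.98), and 3.05 (SE 0.78). For the signal peptidase gene sec11a, the copy on chromosome 18 stood at -0.73 (SE 0.72) in PT-91, with 1.86 CPM in PT-91 replicate 2 and 26.6 to 40.4 CPM in the others, and a copy on an alternate scaffold at 2.57 (SE 0.74). Without A8535 replicate 2, tmsb4x stood at 1.19 and wu:fj16a03 at 1.40 in A8535, and without PT-91 replicate 2, rpl36a at 1.06 and the sec11a copy at 1.64 in PT-91. None of these genes passed an adjusted p of 0.05 in edgeR in any treatment. The qPCR values were not used here.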

Overall, ovarian patterns were more variable in qPCR than RNA-seq, and qPCR analyses did not exhibit significant changes across treatments at any gene. However, this was not unexpected and largely mirrored previous patterns observed in the fish ovary when exposed to PNX, which was likely caused by low sample sizes, small fold changes, and ovary-specific variability in expression (48). Broadly, genes that were confirmed by regression analyses also exhibited trends in expression that largely matched RNA-seq data.

### Steroid quantifications

Cortisol, 17-hydroxyprogesterone, testosterone, 11-KT, and (17)estradiol did not exhibit any significant difference in culture media compared to negative controls of any experimental treatments across all 3 species (Fig. S10) (50). Steroid data are provided in Supplemental File 4 (76).

## Discussion

Overall, novel agonist binding to fish SREB1s was supported. Our structural analyses revealed that the overall transmembrane architecture is highly conserved between human and fish SREB1 (RMSD <1.5 Å for all models). The dynamic behavior of the receptors did present unique computational challenges. Initial MD simulations showed high total-structure RMSD, which we identified as an artifact of inherent flexibility in the extended fifth and sixth transmembrane (TM5 and TM6) helices, as well as the loop regions. By applying TM-specific alignments, we demonstrated that the orthosteric binding pocket remains highly stable, providing a reliable environment for sustained ligand interaction.

A key finding of this study is the identification and structural comparison of the binding pocket hotspots. Previous studies on human SREB1 identified P170, L173, F186, and Y300 as critical residues for ligand binding (36). Our sequence, structural modeling, and alignments reveal an interesting evolutionary shift in the fish orthologs. While the hydrophobic and aromatic core is strongly conserved (human L173 to fish F176/175; human F186 to fish F189/188; human Y300 to fish Y302/301), the human proline 170 is replaced by glutamine (Q173/172) in all 3 fishes. This substitution from a rigid proline to a polar, flexible glutamine likely alters the local dynamics and electrostatic environment of the pocket. Despite this substitution, PRD confirmed that the conserved aromatic and hydrophobic residues, specifically Y302/301 and F78/77, serve as the primary energy drivers for both A8535 and PT-91, stabilizing the ligands via robust π-π stacking and van der Waals interactions.

The energetic profiling across both MM-GBSA and PMF further validates these agonists as potent SREB1 ligands in fish. While the *in silico* free energies quantify the thermodynamic stability of ligand binding, the transcriptomic results reflect downstream functional responses. Comparisons of these datasets reveal that, although related, binding affinity and biological activity are not directly proportional and are modulated by receptor-specific and species-dependent factors.

Ovary transcriptomic responses to the agonists were largely similar in scale to those induced by PNX, with some variations across species. Zebrafish responses followed expectations of agonist potencies, with the greatest gene and pathway changes following PT-91 exposure. Interestingly, the PMF profile for PT-91 binding in zebrafish produced the weakest BFE minimum among all ligand–receptor combinations, with no single dominant global minimum but instead multiple shallow local minima. This pattern suggests a highly dynamic binding mode, where the ligand is not tightly locked into a single conformation but instead transitions between multiple metastable states within the binding pocket. This behavior is consistent with the concept of functional selectivity (biased agonism), where ligands with lower binding affinity may still act as highly efficacious activators by promoting receptor conformational flexibility and facilitating transitions toward active signaling states. Despite having a divergent PMF profile, transcriptomic effects from PT-91 were still clearly more similar to the other agonist A8535 than PNX, which was expected based on their association to different receptors (33, 36). However, in the more derived fishes, mummichog and pufferfish, these patterns diverged likely due to species-specific characteristics, including receptor patterns and possible evolutionary differences in the SREB-activated response.

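The agonists carry different groups on the benzamide ring, chloro groups in A8535 and methoxy and trifluoromethyl groups in PT-91, and were given at the same dose of 5 µM for 6 h. Compared directly, 435 of 19216 genes stood at an unadjusted p under 0.05, with 293 higher in PT-91, where 961 would be expected with no difference. No gene passed an adjusted p of 0.05 in edgeR, and DESeq2 called 2. The score of the pancreatic enzymes was 2.17 lower in PT-91 (95% interval of the difference -4.43 to -0.15, exact permutation test, two-sided p = 0.029, the smallest this test can give, adjusted over all scores 0.514). That score was 2.40 and 2.85 in A8535 replicates 1 and 3 but -0.87 and -0.58 in replicates 2 and 4, and it was also high in control replicate 4 (2.10) and PNX-20 replicate 4 (3.40). Semaphorin genes had a score difference of -0.59 (95% interval -1.59 to 0.47), collagens of -0.59 (-1.60 to 0.45), and non-collagen matrix of -0.38 (-1.15 to 0.31). Mitochondrial ribosomal proteins had a difference of 0.50 (-1.18 to 1.49) and cytosolic ribosomal proteins of 0.48 (-1.38 to 1.87), and xenobiotic metabolism of 0.33 (-0.09 to 0.79). The intervals of the 6 other lists include 0 and do not show that the agonists act alike. With the preset correlation, these 6 lists differed with adjusted p values of 1.5e-05, 1.2e-04, 0.0014, 3.8e-10, 2.7e-07, and 0.0071 in that order, and with an estimated correlation the smallest over all lists was 0.382. The count of 435 genes was 1527 without A8535 replicate 2, 276, 743, and 1323 without PT-91 replicates 1, 3, and 4, and 896 without the filter on low counts. PNX-20, a peptide, was given at another dose (100 nM). Across genes, its log2 fold changes correlated with those of PT-91 at 0.561 and with those of A8535 at 0.446. Those of PT-91 and A8535 correlated at 0.605. The simulation with shared controls gave 0.461. With the controls split so that each treatment met a different 2, the median correlation of PNX-20 and PT-91 was 0.0828 (-0.0439 to 0.232). It was 0.1798 for A8535 and PT-91 (-0.0758 to 0.2004) and -0.0241 for PNX-20 and A8535 (-0.195 to 0.0938). The correlations with shared controls therefore do not by themselves show a similar response. The paper concludes that the effects of PT-91 were closer to those of A8535 than to those of PNX, and relates this to their association with different receptors.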

Mummichog exhibited the lowest response to endogenous PNX, and there was relatively little overlap in effects across any treatment or with other species. As a member of the Order Cyprinodontiformes, mummichog lost SREB3A and thus, may not exhibit similar PNX-induced effects to zebrafish (37). In addition, mummichog SREB1 exhibited somewhat reduced RMSD scores from HMs compared to the other species, and the PMF profiles for both agonists exhibited a single dominant minimum and lack of strong ligand-specific differentiation. Overall, reduced SREB1 effects may be characteristic of cyprinodontiformes and closely related species, since both the African turquoise killifish (*Nothobranchius furzeri*) and Japanese medaka (*Oryzias latipes*) have likely lost the SREB1 gene as well (37). While further research will be needed to confirm these patterns, gene expression changes from both SREB1- and SREB3-associated systems support a broadly depressed response in the mummichog ovary.

Pufferfish exhibited a moderate response compared to other species. PNX and A8535 effects somewhat mirrored zebrafish, but with greater similarity between those 2 treatments, while PT-91-induced changes were severely reduced and more similar to mummichog results. However, unlike mummichog, pufferfish SREB1 molecular docking exhibited stronger probable PT-91 binding. In addition, SREB1 expression is both the greatest among these receptors in the pufferfish ovary and likely plays roles in ovarian development (39). Although variable species-specific effects in PT-91 binding requiring further validation cannot be discounted, this reduced pattern may also be due to a few factors involving the presence of both SREB3A and SREB3B. Preliminary research by our groups suggests additional PT-91 binding to other human SREBs, unlike SREB1-selective A8535 (data not shown), and this may also affect fish receptors as well. Indeed, 4 of the 7 amino acid positions predicted to be critical for PT-91 binding to pufferfish SREB1 are also present in the other SREBs (F78, Y302, L322, and V326). As a result, PT-91 effects may suggest a multi-SREB activation pattern. In pufferfish, this may trigger some opposing actions among the 2 SREB3s or lead to depressed responses by receptor desensitization when all 4 types are bound (40, 41, 77). Overall, some signal attenuation may be present in many of these agonist treatments, as all PMF profiles for SREB1 exhibited deep and well-defined free energy minima, except for zebrafish PT-91 that also exhibited the greatest transcriptomic response. Despite these patterns, many transcriptomic changes were still identified in the 3 species. A broad summary of species-specific responses is provided in Fig. 10.

**Figure 10:**
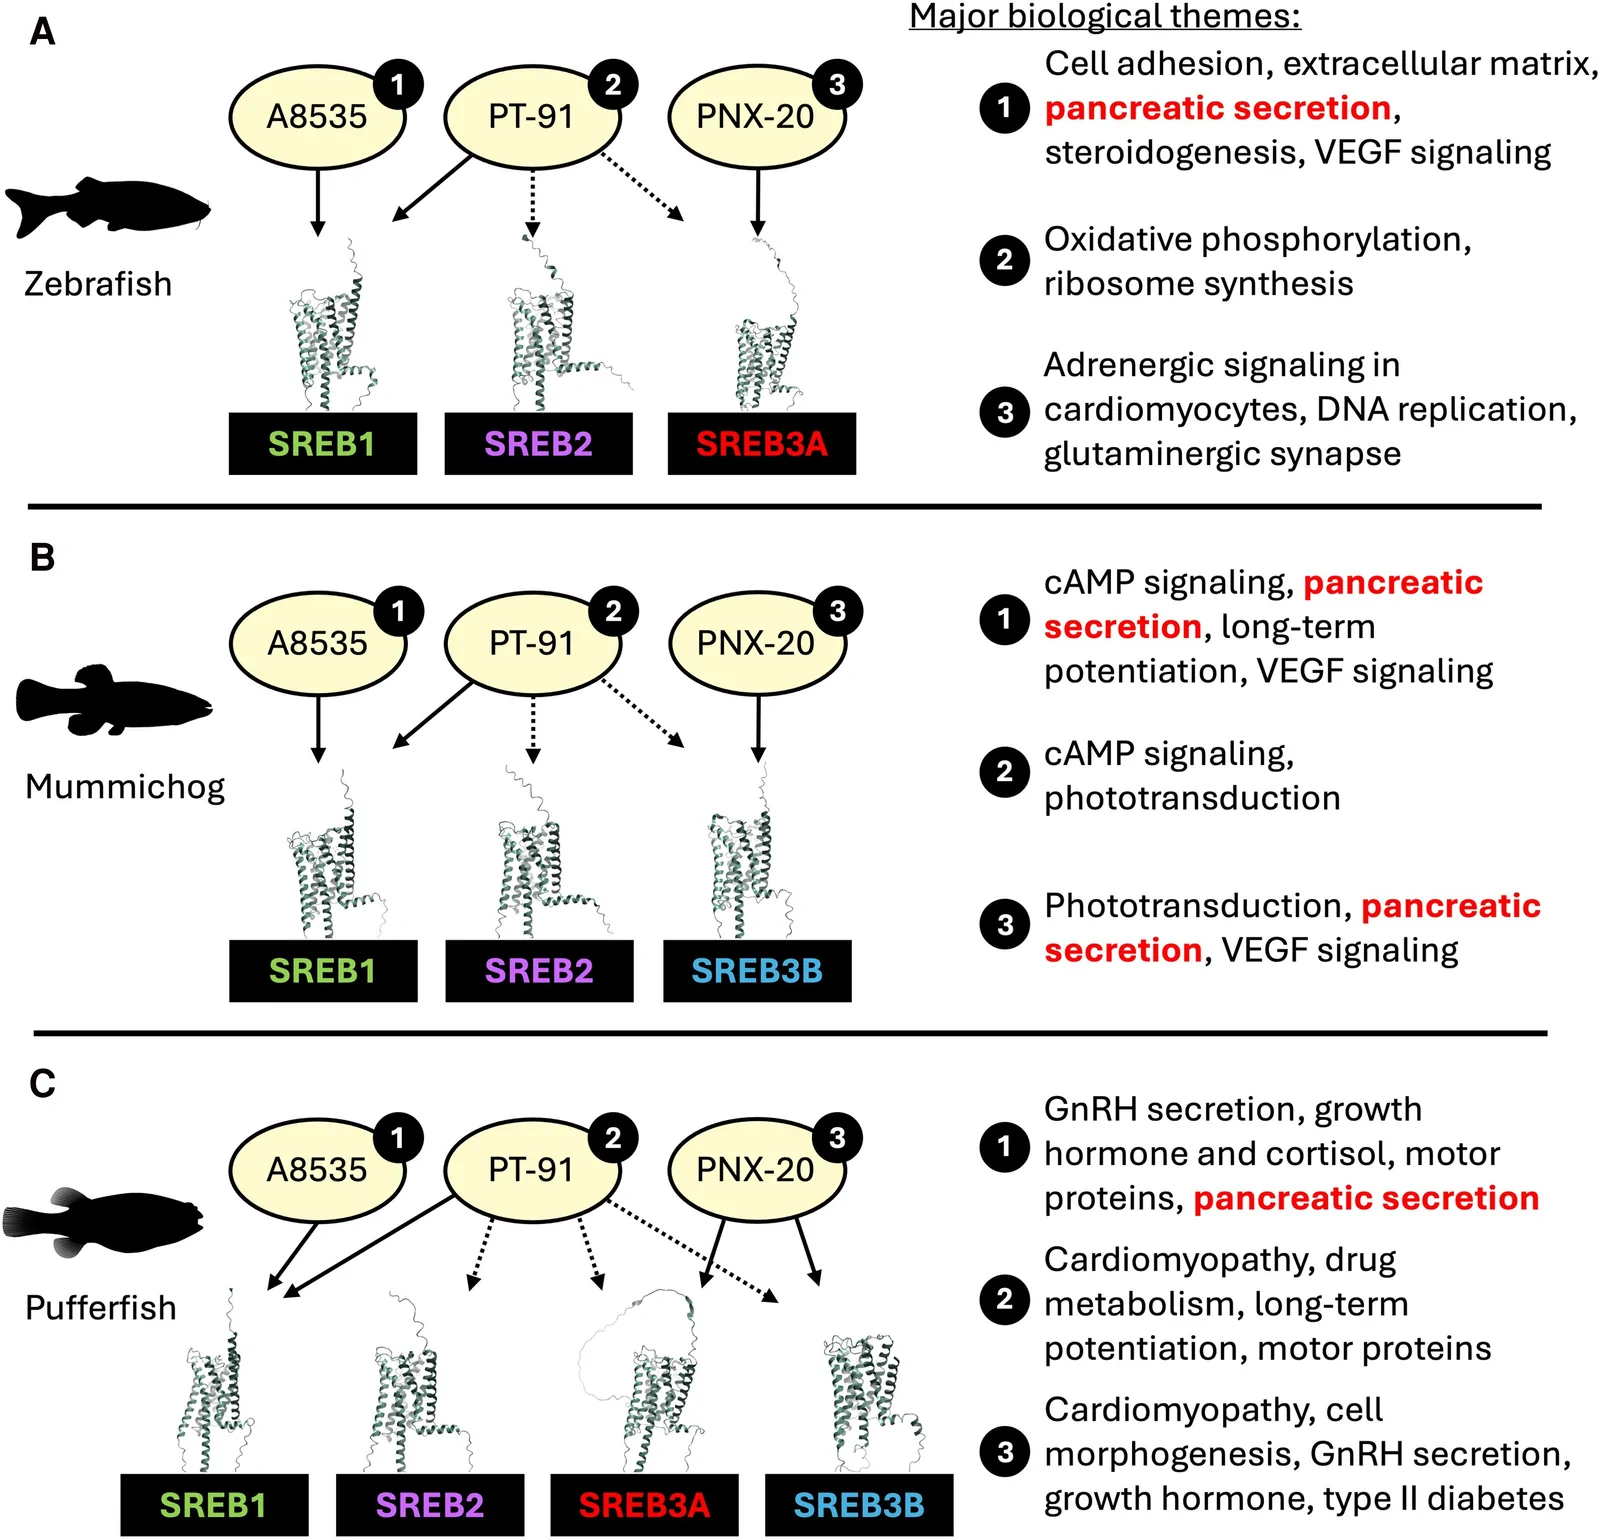
Summary of agonist (A8535 and PT-91) and PNX-20 associations with species-specific SREB receptors in zebrafish (*D. rerio*, A), mummichog (*F. heteroclitus*, B), and pufferfish (*D. nigroviridis*, C) with selected major biological themes (1, 2, and 3, respectively). Individual SREB protein models were used from AlphaFold or AlphaFold2 and imported into Flare (Cresset, England) for visualization (78-81). Solid lines from an agonist or ligand to a receptor indicate a known association, while dashed lines indicate potential but unconfirmed PT-91 effects on receptors beyond SREB1. Transcriptomic effects are summarized as themes, which refer to combinations of shortened pathway names or GO BP terms. Bold highlights refer to the only pathway altered across all 3 species.

All 3 fishes exhibited the most dramatic gene changes in energy metabolism and cell growth. The most significant signals were upregulation of transcription, translation, and oxidative phosphorylation in the zebrafish ovary following exposure to the potent PT-91 agonist, which were also observed to a lesser extent in A8535 and likely implicate SREB1 activation. Metabolic roles for SREB1 have been documented previously in several studies, including impacts on glycolysis, glucose metabolism, and insulin regulation in rodents (5, 7, 9, 45). Indeed, pancreatic-related gene changes may be highly conserved among SREB1 systems, as the pancreatic secretion pathway was altered across all 3 fish species in this study. Some similar metabolic effects are also likely shared with the SREB3 system, since PNX affects feeding behavior and is also a metabolic regulator in adipocytes and pancreatic islets (20, 25, 26). These similarities across receptors were reinforced in the present study, where PNX induced pathway changes in pancreatic secretion and type II diabetes in mummichog and pufferfish. Although these 2 species did not exhibit dramatic oxidative phosphorylation changes as in zebrafish, clear signals were instead identified in cell growth processes.

Broad changes in growth and development were consistent in all 3 species, especially when exposed to either PNX or A8535. Zebrafish ovaries in particular exhibited strong changes in cell adhesion and ECL matrix remodeling when treated with A8535, while weaker signals in mummichog and pufferfish centered on cell junctions, membrane organization, and development. While SREB roles in cell adhesion and growth are understudied, prior research supports functions in mammalian neurogenesis, and in fish these receptors are likely regulated by transcription factors that modulate cell proliferation and migration (10, 12, 38). Other growth-related processes such as vascular effects and angiogenesis were also shared. VEGF signaling was especially apparent in both SREB1 and SREB3-associated systems, and a VEGF receptor (kinase domain insert receptor, *kdr*) was the only single gene expression change detected in all 3 species. Other highly conserved changes included known drivers of cancer cell metabolism (*lrrc59*, *pdia2*, *steap4*), ECL matrix remodeling (*cspg4*, *sh3pxd2a*), and energy balance (*crtc1*) (82-87). SREB1 and SREB3 dysregulation are now being associated with ovarian and gastric cancers, respectively (88, 89), and all of these receptors likely regulate cell growth and proliferation across vertebrate systems.

Reproductive effects were overall weaker than anticipated, based on previous work in the vertebrate ovary that suggested SREB3 roles in folliculogenesis, steroidogenesis, and oocyte maturation (4, 46). While some increases were detected in zebrafish ovarian steroidogenesis via SREB1, other treatments and species exhibited little change, and no measured steroids were significantly altered. This is likely a product of both exposure time and ovary-specific effects. Germinal vesicle breakdown was observed in later ovarian stages in zebrafish following identical PNX treatment and 24 hours exposure, while the present study treated earlier stage follicles for only 6 hours (46). These short exposure times were highly effective in inducing *in vitro* reproductive effects in spotted scat (*Scatophagus argus*), but that research focused on hypothalamus and pituitary tissues and not ovaries (41, 44). Overall, ovarian reproductive effects of SREB system activation may manifest as downstream effects over longer time periods, since no significant changes in steroids were detected. More continuous or *in vivo* stimulation may be needed to induce reproductive changes in the ovary.

Greater immediate reproductive changes may occur upstream in the hypothalamic–pituitary–gonadal axis. This is also supported in the present study, where rather than steroidogenic changes, the GnRH secretion pathway was affected by both the SREB1 and SREB3 systems in the pufferfish ovary. Although this pathway was unaffected in zebrafish, this is not surprising given their lost GnRH functions (90, 91). Overall, the detection of neural signals in fish ovaries is not unusual and has been seen in treatments with spawning-inducing hormones or stage-specific functional changes (92-94). The link between SREB3 and GnRH secretion in the brain has been established through both PNX and GnRH (1-5) signaling, where these possible ligands regulate GnRH neuron functions (3, 12). This is the first study, however, to document changes in GnRH neuron-related expression following SREB1 activation in any vertebrate and suggests some redundancy across SREBs in reproductive function.

Neural signals in general were prominent in all 3 species, which highlight how SREBs can rapidly impact broad axonal and synaptic functions. Both zebrafish and pufferfish exhibited significant changes in the motor protein pathway across treatments as well as changes in several semaphorin family genes (*sema3ab*, *sema3d*, and *sema4b*) that likely guide axonal growth in nervous system development (95, 96). Even relatively weak changes across treatments in mummichog also implicated SREBs in synaptic structuring. While all SREBs are highly expressed in the vertebrate central nervous system in both mammals and fish, specific neural development roles have only been studied in a few mammalian systems, where SREB3 influences GnRH neuron migration and SREB2 impacts neurogenesis and brain size (2, 10, 11, 12, 37, 97). Although SREB2-specific effects cannot be identified in the present study, considerable functional overlap likely exists across all SREBs in nervous system development and embryonic growth. Indeed, similar spatial patterns for both *sreb2* and *sreb3a* transcripts are found in pufferfish oocytes that suggest these are stored maternal mRNAs for embryonic development (39). Overall, SREB systems seem to be strongly connected to neural development and neuron migration across vertebrates, with similar functions among family members that may result in little phenotypic change in single knockout experiments (10). As a result, more research across multiple SREB members, with multigene knockouts in CRISPR-Cas9 experiments, are needed to more fully decipher functions. While the present work provides a foundational framework for understanding some conserved SREB functions, there remains limited resolution at the individual receptor level. Further work on receptor-specific agonists and knockout models will be critical to more clearly identify each receptor's distinct role in metabolism and reproduction.

Our understanding of species-specific and conserved roles for SREBs across vertebrates remains incomplete. The evolutionary differences across fish in both receptor complements and effects highlight how these systems may exhibit divergent and lineage-specific functions despite being superconserved across many vertebrates in protein sequence (1). As such, while some effects are likely conserved, not all results from this study may translate to roles in other species. Indeed, prior PNX research highlights how comparative studies in these systems across both mammals and fish exhibit contradictory or context-specific effects in feed intake (26). More research will be needed with these agonists to identify which effects in fish are conserved with respect to mammalian systems. Additionally, the present study focused only on an *in vitro* ovarian tissue model, and *in vivo* approaches will be needed to more fully assess physiological and systemic effects. Coupled with the unclear status of SREB3 as a PNX receptor and the need for future agonist work, much uncertainty still remains about SREB functions. To overcome this, further research will be needed to clarify the association between PNX and SREB3, possibly through the identification of ligand binding to a receptor and whether SREB3 is a downstream mediator in a complex, integrative pathway. Synthetic agonist effects in mammalian systems will also need to be characterized, and the development of future SREB2- and SREB3-specific agonists will be particularly valuable for future transcriptomic and functional studies.

## Conclusion

Overall, PNX and the synthetic SREB1 agonists elicited overlapping ovarian transcriptional responses across fish species, supporting conserved vertebrate roles for SREBs in energy metabolism, cell proliferation, and developmental regulation. At the same time, clear species-specific differences were detected, most notably the stronger SREB1-associated responses linked to cell adhesion and mitochondrial function in zebrafish, and the comparatively muted response in mummichog, which may reflect evolutionary divergence in SREB signaling. By contrast, reproductive responses were limited under the present experimental conditions, as pathway-level effects were modest and no significant changes were detected in measured steroid levels. This suggests that longer exposure durations, *in vivo* paradigms, or upstream neuroendocrine activation may be required to reveal stronger reproductive effects.

Importantly, this study provides the first vertebrate evidence within a single experimental framework for potential functional overlap between SREB1- and SREB3-directed signaling. However, the individual contributions of each receptor remain unresolved, and further work will be needed to disentangle receptor-specific vs redundant functions and conserved or divergent functions in mammalian systems. In this regard, the development of SREB2-selective agonists, together with targeted multigene knockout approaches, will be particularly valuable. In parallel, our MD analyses support stable agonist binding to fish SREB1 orthologs, providing a pharmacological basis for the observed biological responses and a foundation for future functional assays. Finally, the marked interspecies variation observed here underscores the importance of comparative vertebrate models for resolving conserved and lineage-specific features of SREB biology.

## Data Availability

Original data generated and analyzed during this study are included in this published article or in the data repositories listed in References.

How the deposited data were processed for this re-analysis (not part of the article)

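RNA-seq of cultured zebrafish ovary was processed for 4 groups of 4 libraries: the DMSO control, PNX-20 (100 nM), A8535 (5 µM), and PT-91 (5 µM), each after 6 h. The authors cleaned reads with fastp, aligned them to GRCz11 with HISAT2 2.0.5, and made the raw read counts per gene with featureCounts 1.5.0-p3, as their methods and the deposited notes state. The FPKM values were made by the authors from the counts and the gene length, and were not used here. The signal values, which are counts that the authors divided by a DESeq2 size factor within each comparison, and the means of these over 4 libraries, were not used here either. The log2 fold changes were computed by the authors in DESeq2, treatment over control. The authors' p-values and adjusted p-values came from DESeq2, with an adjusted p of 1 where DESeq2 gave none; their p-values served as an alternative and their counts of genes only in the comparison with the paper.

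The 3 tables list 28089, 28228, and 28009 genes for PNX-20, A8535, and PT-91, each with at least 2 reads over its 8 libraries, and share 26910 genes. The control counts do not differ between the tables in any of these genes. Library totals were 10233870 to 15104959 reads. The count of a gene limits its precision at low expression, and the spread between libraries limits it elsewhere.

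Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and data.table 1.17.8. Genes were kept by edgeR's filterByExpr with the group, libraries were scaled by TMM, and each treatment was compared with the control by the robust quasi-likelihood F test of edgeR on the 8 libraries of that table. The difference between 2 treatments was tested in edgeR on the 26910 shared genes of all 16 libraries, of which 19216 passed the filter. P-values were adjusted by Benjamini-Hochberg over all genes tested. The standard error of a log2 fold change is its size over the square root of F. The log2 CPM used a prior count of 2.

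Gene lists (27) and lists of marker genes of cell types (10) were written from general knowledge of zebrafish genes. The gene lists were written to stand for the paper's pathways, which the paper reports from these same libraries. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and again with a correlation estimated from the libraries and with fry. List adjusted p-values were adjusted over the lists of a comparison. Each list was also scored per library as the mean centered log2 CPM of its members among the genes kept over all 16 libraries, which can be more than were tested in a comparison, and scores were compared by exact permutation of 4 libraries against 4, with 95% intervals from the same permutations. Correlations between library scores used 100000 permutations.

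The genes named were set by a rule: in each treatment the 10 higher and 10 lower genes with the smallest p among genes with a symbol and an average log2 CPM of at least 0, the genes that the paper's text or Fig. 9 names for zebrafish, up to 4 members of each list described with the smallest p and any member named to show the other direction, the receptor genes and smim20, and the 3 most abundant markers of each cell type. Only some of the genes that the rule gives are named in the text, and which of these was decided after their values were seen. Outside the rule, oip5-as1 was chosen after its values were seen. The result for 1 gene is not reported here.

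The tests were tried on simulated counts with the spread of these libraries and known changes of 2-fold, 4-fold, and 8-fold. The alternatives tried were RLE, upper quartile, and library size scaling, no filter on low counts or a stricter one, DESeq2, limma-voom with sample quality weights, a gene length offset, one fit of all 16 libraries, the authors' p-values over the genes kept, the estimated correlation, and each library left out in turn. In the paper's methods the ovaries of each fish were divided into 5 sections, of which 4 went to wells that each held 1 of the 4 treatments. Libraries of different groups can therefore come from one fish, but which do is not given in the sources used here. The tests, splits, and simulations took all libraries as independent. The numbers of the libraries are not described as a pairing, so a block for the number was tried only as an alternative. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Other species, qPCR, docking, and steroid measurements were not analysed here.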

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

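The tests of the follicle cell share, of the spread between ovary pieces, of the pancreas, and of the copies within PNX-20 and PT-91 were chosen only after the result was seen. Of 438 groups of 4 libraries examined, 25 had a library farther from the other 3 than Dixon's 95% critical value for 4 samples allows. About 1 in 20 groups does so by chance, which is 21.9 groups here, so single values below carry little weight.

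The higher cytosolic ribosomal protein genes in PT-91 were weighed against 3 technical explanations, and none was excluded. For the respiratory genes, also higher there, lists matched in gene length and the follicle marker score were not compared. Ribosomal protein genes are short (median 566 bases, and 2386 for all genes), and their median log2 fold change of 0.895 stood at percentile 82.9 of 1000 lists matched in gene length and expression, whose middle was 0.824, and it fell to 0.161 with 6 members higher when the gene length trend was removed. Their score rose with the follicle marker score over the 16 libraries (Spearman rho = 0.574, permutation p = 0.0224, Pearson r = 0.486, permutation p = 0.0507, and 0.376 without the 2 farthest libraries). The ribosomal score spread within PT-91 from -0.722 to 1.06, with an exact permutation p of 0.114 for PT-91 against control, and 5 of 35 splits of these 8 libraries gave a camera p as small (8.4e-19 for the real one and 1.4e-36 for the smallest other), so chance cannot be excluded. For the ribosomal protein genes an effect of PT-91 stays open beside differences in gene length and tissue makeup, any of which may account for the pattern. For the respiratory genes all of these stay open too, because they were not weighed in this way.

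Of the copies of genes on alternate scaffolds, 4.90% reached an unadjusted p under 0.05 over the 3 comparisons, and of other genes 3.79%, with 4.67% and 2.17% in PNX-20, 2.88% and 2.42% in A8535, and 7.17% and 6.76% in PT-91. If reads moved between copies by fish genotype, the copy on the chromosome would go the opposite way: it did in 67.7% of cases in PNX-20 (44 of 65), in 36.5% in PT-91 (38 of 104, 95% interval 27.3 to 46.6), and in 49.2% over all 3 (98 of 199, 42.1 to 56.4), beside 54.7%, 40.9%, and 47.2% of copies that did not reach that p. A share this low in PT-91 is not what genotype as the main explanation would give, but copies that did not reach that p had nearly the same share. Most changed genes in PT-91 were higher, which can also push copies to the same sign, so the share does not decide for PT-91. Genotype may account for part of the copies in PNX-20. When copies were summed, 51.6% (178 of 345) still reached that p, but 146 of the 345 had no tested copy on the chromosome to be summed with, so this does not bear on an effect on the gene, and of the 199 with one 58 did (29.1%). In PT-91 41 of 104 did (39.4%). Over the 3 comparisons together the explanations cannot be told apart.

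Pancreatic enzyme genes were high in PNX-20 replicate 4 (3.395, and -0.6495 to -0.6325 in the others), and also in control replicate 4 and A8535 replicates 1 and 3. The 10 exocrine pancreas markers measured rose together over the 16 libraries (median pairwise rho 0.574 over 45 pairs, 0.0580 to 0.908), and the most abundant, prss59.1, reached 66.8 CPM. Pancreas attached to some ovary pieces is a candidate explanation. The library with the highest score had PNX-20, and a control library was also high, which argues against A8535 as the only cause. The exact permutation p of 0.286 for A8535 against control cannot exclude an effect of A8535, because its 95% interval was wide (-2.97 to 4.06). All 16 markers on that list are also in the pancreatic enzyme list, so these are not independent.

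Other libraries stood apart by their totals or scores. The total of PNX-20 replicate 1 was 13330000 reads (11750000 to 11820000 in the others). PT-91 replicate 4 had scores of 0.3475 for ovarian steroidogenesis, 0.2844 for cardiac muscle contraction, and -0.4277 for histones, and PNX-20 replicate 1 one of -0.1033 for heat shock proteins. Follicle markers stood at 0.1113 in PNX-20 replicate 3 and at 0.0709 in PT-91 replicate 3, and erythrocyte markers at 0.6763 in A8535 replicate 2 and -0.7132 in PT-91 replicate 1. Leukocyte markers stood at 1.018 in A8535 replicate 3, liver markers at 4.501 in A8535 replicate 4, and exocrine pancreas markers at 3.494 in PNX-20 replicate 4 and -1.71 in PT-91 replicate 2.

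Single genes also had a library far from the other 3 of its group, in CPM. In PNX-20 replicate 3, eri1 was 1.15 (16.6 to 26.3 in the others) and mylka 4.43 (1.94 to 2.14). In control replicate 3, grm8b was 0.471 (3.01 to 3.72), thbs1b 6.87 (21.0 to 25.0), and cyp27a7 0.276 (0.915 to 1.11). In A8535, mtdha was 111 in replicate 3 (87.3 to 88.9) and hsd3b2 73.2 in replicate 4 (37.7 to 39.7). In PT-91, cry5 was 19.0 in replicate 4 (9.74 to 10.8), mrps35 93.4 in replicate 1 (36.0 to 36.7), steap4 31.9 in replicate 1 (94.9 to 119), and sec11a 1.86 in replicate 2 (26.6 to 40.4). Apart from the exocrine pancreas markers, whose pattern is weighed above, no explanation was tested for the values of these 2 paragraphs.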

How the results depend on the processing

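The set without libraries that stand apart (control replicate 3, A8535 replicate 2, and PT-91 replicates 1 and 2, which leaves 2 PT-91 libraries) was chosen only after the data were seen, as was the handling of alternate-scaffold copies. Of 440 values under the alternatives chosen earlier, 354 kept their direction and side of the threshold (for a count, stayed within 1.5 times) and 86 did not, and of 51 under the later ones, 45 did and 6 did not. The cause was not tested in any case below. With 4 libraries per group, simulated changes of 2-fold were recovered at an adjusted p under 0.05 in at most 1 gene per comparison in edgeR, and in 2 of 66, 5 of 68, and 3 of 63 genes in DESeq2.

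Genes at an adjusted p under 0.05 numbered 0 in edgeR in all 6 comparisons. DESeq2 gave 19, 3, and 34 for PNX-20, A8535, and PT-91 against control, and 2, 3, and 3 for PT-91 against A8535, A8535 against PNX-20, and PT-91 against PNX-20. On simulated counts, 38 of 131, 49 of 143, and 50 of 130 DESeq2 calls were false in the first 3 comparisons, and 2 of 64, 1 of 49, and 0 of 42 in edgeR. The spread simulated was that estimated by edgeR, and the number of changed genes was set. These shares therefore need not hold for the real calls. The authors' p-values over the genes kept gave 19, 4, and 30, and no filter on low counts gave 1 for PT-91. With each library left out in turn, the range was 0 to 0 in the comparisons with the control and PT-91 against A8535, 0 to 1 for A8535 against PNX-20, and 0 to 3 for PT-91 against PNX-20 (the highest without PNX-20 replicate 3 in both).

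Genes at an unadjusted p under 0.05 numbered 430, 431, and 1177 for PNX-20, A8535, and PT-91, and 435, 752, and 673 for the 3 contrasts between treatments in the order above. No filter on low counts gave 962, 844, 1836, 896, 1131, and 1135. DESeq2 gave 652 for PNX-20, 707 for A8535, 697 for PT-91 against A8535, and 1081 for PT-91 against PNX-20. Limma-voom gave 654 for PNX-20 and 677 for PT-91, the authors' p-values 701 for A8535, and the set without libraries that stand apart 281 for PT-91. Leaving out each library gave 360 (without control replicate 1) to 1095 (PNX-20 replicate 4) for PNX-20, 205 (A8535 replicate 3) to 800 (A8535 replicate 4) for A8535, and 503 (control replicate 3) to 2098 (PT-91 replicate 4) for PT-91. For the contrasts between treatments it gave 276 (PT-91 replicate 1) to 1527 (A8535 replicate 2), 470 (PNX-20 replicate 1) to 1107 (PNX-20 replicate 4), and 485 (PT-91 replicate 1) to 1432 (PT-91 replicate 3).

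The share of higher genes was 51.9% in PNX-20, 71.0% in A8535, and 78.2% in PT-91. Library size scaling gave 84.3% in A8535 and the gene length offset 60.9% in PT-91. Without the libraries that stand apart the shares were 51.3% in A8535 and 38.8% in PT-91, where the direction reversed. Leaving out each library gave 39.3% (PNX-20 replicate 4) to 57.9% (control replicate 2), 53.3% (control replicate 3) to 86.7% (control replicate 4), and 57.0% (PT-91 replicate 2) to 81.1% (PT-91 replicate 3).

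Shared genes numbered 44 for PNX-20 and A8535, 98 for PNX-20 and PT-91, and 138 for A8535 and PT-91. DESeq2 gave 77, 166, and 235, the authors' p-values 80, 164, and 235, and an adjusted p in place of the unadjusted 0, 0, and 0. Without the libraries that stand apart, 50 were shared by PNX-20 and PT-91 and 71 by A8535 and PT-91. Leaving out each library gave 26 (PNX-20 replicate 3) to 75 (PNX-20 replicate 4), 74 (PNX-20 replicate 3) to 216 (control replicate 2), and 73 (A8535 replicate 2) to 216 (A8535 replicate 4).

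Gene lists called numbered 4, 14, and 6. The estimated correlation gave 0, 0, and 0, the gene length offset 2 for PNX-20, and the set without libraries that stand apart 0 for PT-91. Leaving out each library gave 3 (control replicate 3) to 6 (control replicate 2), 6 (control replicate 3) to 15 (A8535 replicate 2), and 5 (control replicate 4) to 8 (PT-91 replicate 4). In A8535, without A8535 replicate 2, the mitochondrial ribosomal proteins reversed (adjusted p = 6.1e-04) and so did the nuclear respiratory genes (adjusted p = 0.555). Without the libraries that stand apart, lists reversed in A8535 with adjusted p values of 0.103 (cytosolic ribosomal proteins), 2.3e-05 (mitochondrial ribosomal proteins), and 0.0478 (nuclear respiratory genes), and in PT-91 with 0.908 (cytosolic ribosomal proteins) and 0.603 (mitochondrial ribosomal proteins). Over all 15 alternatives the adjusted p of these lists ranged from 7.5e-12 to 0.631, 2.3e-05 to 0.923, and 4.8e-05 to 0.726 in A8535, and from 1.3e-28 to 0.908 and 1.3e-15 to 0.804 in PT-91. With single libraries left out, the mitochondrial ribosomal proteins in A8535 reached at most 0.784 (without control replicate 3), and the nuclear respiratory genes at least 4.8e-05 (without A8535 replicate 4).

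In A8535, lhcgr, cyp19a1a, hsd3b1, and hsd3b2 kept their direction in all 23 alternatives, and none reached an adjusted p under 0.05 (smallest 0.719). Leaving out each library gave log2 fold changes of 0.871 (A8535 replicate 3) to 1.84 (control replicate 4), 0.18 (A8535 replicate 1) to 0.85 (control replicate 4), 1.06 (A8535 replicate 3) to 1.68 (A8535 replicate 2), and -0.787 (A8535 replicate 4) to -0.305 (control replicate 4).

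With a block for the replicate number, genes at an unadjusted p under 0.05 numbered 271, 223, and 769 against control, shared genes 27, 53, and 60, and the higher share in A8535 was 51.6%; with the gene length offset as well, A8535 had 248 genes. The 24 same-number pairs of libraries correlated at -0.285 to 0.583 (median 0.0210), and 7 of 16 libraries correlated best with one of their own number. The 72 other pairs correlated at -0.369 to 0.617 (median -0.0496). The highest of all joined control replicate 1 and A8535 replicate 4. In the paper's methods the ovaries of a fish were divided among wells with different treatments, so libraries of different groups can come from one fish, but which do is not given in the sources used here, and the block for the number is not a block for the fish.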

Differences from the paper's values

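For PNX-20, 430 genes stood at an unadjusted p under 0.05, and the paper's value is 958. The authors' deposited p-values give the same 958 of 27736 genes, where about 1387 would be expected with no effect. Of these, 623 passed the filter on low counts used here, so the filter leaves out part of the 958. Of 20 alternatives set before the data were examined, 5 came within 1.5 times of the paper's value: no filter on low counts, DESeq2, limma-voom with sample quality weights, without control replicate 2, and without PNX-20 replicate 4. The other 15 did not, and the range was 271 to 1095.

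For A8535, 431 genes reached that p, and the paper's value is 1004. The deposited p-values give the same 1004, where 1388 would be expected with no effect, and 701 of these passed the filter. No filter on low counts, DESeq2, the authors' p-values over the genes kept, and without A8535 replicate 4 came within 1.5 times. The other 16 of 20 did not (205 to 844 over all). For PT-91, the count was 1177, and the paper's value is 1842. The deposited p-values give the same 1842, where 1382 would be expected with no effect, and 1533 of these passed the filter. Within 1.5 times came no filter on low counts, DESeq2, one fit of all 16 libraries, the authors' p-values over the genes kept, and without control replicate 2, PT-91 replicate 3, or PT-91 replicate 4. The other 13 did not (503 to 2098 over all).

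A8535 and PT-91 shared 110 genes not shared with PNX-20, and the paper's value is 215. The deposited p-values over all genes give 233. No filter on low counts, DESeq2, and the authors' p-values over the genes kept came within 1.5 times, and the other 17 alternatives did not (47 to 187 over all). The χ2 of higher against lower genes in A8535 was 76.0, and the paper's value is 277.67. The deposited p-values over all genes give the same 277.67, with 766 higher and 238 lower. Library size scaling, DESeq2, the authors' p-values over the genes kept, and without control replicate 4 came within 1.5 times, and the other 16 did not (0.220 to 211 over all).

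The paper's text states changes for genes and pathways that stood otherwise here. Of the genes that Fig. 9 shows for zebrafish, 39, 47, and 26 were tested for PNX-20, A8535, and PT-91, and 20, 21, and 19 had an unadjusted p under 0.05 (32, 40, and 25 by the authors' p-values), with 0 at an adjusted p under 0.05 in edgeR. The paper counts sh3pxd2a, cspg4, steap4, and pdia2 among genes that PNX-20 changed in several species. Its text does not say that zebrafish was one of these species for each gene, so their values here need not differ from the paper. With PNX-20 their log2 fold changes in zebrafish were -0.18, -0.97, 1.06, and 1.02, none at an unadjusted p under 0.05, while lrrc59 (3.14) and crtc1a (1.56) reached it. For steap4 and pdia2 it was reached with no filter on low counts, DESeq2, limma-voom, the gene length offset, the authors' p-values over the genes kept, and without control replicate 4 or PNX-20 replicate 4, and for pdia2 also with copies summed, chosen after seeing the values.

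The paper names a light chain kinase gene for PNX-20 and another for A8535 and a semaphorin for A8535, and mylka with PNX-20 (-0.88) and mylk4b (-1.03) and the measured copy of sema3ab (0.43) with A8535 did not reach an unadjusted p of 0.05 under any setting run. The paper gives no paralog letter for the kinases, and mylkb with PNX-20 and mylk4a with A8535 are not reported here. The paper gives kdr as changed by A8535, and it stood at 1.26 (p = 0.0509); RLE, upper quartile, and library size scaling, DESeq2, limma-voom, the authors' p-values over the genes kept, and without A8535 replicate 2 took it past that threshold, as did copies left out or summed and the set without libraries that stand apart, chosen after seeing the values. The paper describes steroidogenic genes as higher with A8535. Here lhcgr (1.44) and cyp19a1a (0.60) were higher without reaching an unadjusted p of 0.05, hsd3b2 was lower (-0.49), and hsd3b1 (1.39) was higher and reached it. For lhcgr it was reached with either other filter on low counts, DESeq2, limma-voom, one fit of all 16 libraries, the authors' p-values over the genes kept, and without control replicate 4, A8535 replicate 2, or A8535 replicate 4.

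Among pathways the paper gives as altered, the lists for DNA replication (adjusted p = 0.847) and glutamatergic synapse (0.516) in PNX-20, TGF-beta signaling (0.0665) in A8535, and RNA polymerase (0.245), cardiac muscle contraction (0.836), and motor proteins (0.192) in PT-91 did not pass, though the paper's pathway lists and test differ from those used here. TGF-beta signaling passed without control replicate 1, without A8535 replicate 2, with the block for the replicate number, and in the set without libraries that stand apart, chosen after seeing the values. RNA polymerase passed without PT-91 replicate 4 and motor proteins with no filter on low counts. All 7 mitochondrial NADH dehydrogenase genes were higher with PT-91 at an unadjusted p under 0.05, as the paper states. Per library, though, the score of the mitochondrial respiratory genes had an exact permutation p of 0.143 for PT-91 against control. In the main fit PT-91 had the most genes here too, and both agonists a larger share of higher genes than PNX-20. Without the libraries that stand apart, chosen after seeing the values, PT-91 had 281 genes. The higher share was then 38.8% in PT-91 and 51.3% in A8535.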

Other observations

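The receptors and the precursor of PNX differed in how well they could be measured. The SREB1 gene gpr27 had 0 to 5 reads per library (median 0), the SREB3 gene gpr173 0 to 21 (median 7, 0.786 CPM on average), and smim20, which encodes the PNX precursor, 116 to 1588 (median 395, 38.1 CPM). In PT-91, smim20 averaged 65.9 ± 58.9 CPM (SD, n = 4) against 22.6 ± 13.0 CPM in the control on the scale of all 16 libraries, and its log2 fold change over the 8 libraries compared was 1.78 (SE 0.74, adjusted p = 0.712), and 0.78 without PT-91 replicate 2. The gene gpr85 was not analysed here.

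Xenobiotic metabolism genes were also higher in PT-91, with 6 of 58 at an unadjusted p under 0.05 and a median log2 fold change of 0.37 (adjusted p = 0.0098, and adjusted p = 0.804 with an estimated correlation). They included the glutathione transferase genes gstp1 (1.58, SE 0.56) and gstk1 (2.43, SE 0.77, and 1.55 without PT-91 replicate 1). Glutamatergic synapse genes were lower (median -0.22, adjusted p = 0.031, and 0.804 with an estimated correlation), with gria4a at -1.50 (SE 0.61). Their score differed from the control by -0.50 (95% interval -1.25 to -0.13, exact permutation p = 0.029, the smallest this test can give, adjusted over all scores 0.514). The yolk precursor gene vtg1 reached 2265 CPM in A8535 replicate 4 and vtg5 386 CPM.

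No hypothesis beyond those weighed above was tested. All 35 splits of the 8 libraries of each comparison into groups of 4 were tested in the same way. As many genes at an unadjusted p under 0.05 as in the real grouping came from 23 splits for PNX-20 (430 genes, and 3933 in the highest other), 22 for A8535 (431 and 3997), 7 for PT-91 (1177 and 3696), 31 for PT-91 against A8535 (435 and 4090), 16 for A8535 against PNX-20 (752 and 2874), and 24 for PT-91 against PNX-20 (673 and 2963). Chance cannot be excluded for any of these counts. The highest splits called several times the real count, which points to a structure of the samples other than treatment: control replicates 1 and 3 stood together with PNX-20 replicates 2 and 4, with A8535 replicates 1 and 4, and with PT-91 replicates 3 and 4. Sections of one fish that went to different treatments could be such a structure, and this was not tested, because which libraries share a fish is not given in the sources used here.

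As unequal a share of higher genes came from 26 splits for PNX-20 (1.86 percentage points from an equal share, and 20.3 in the highest other), 5 for A8535 (21.0 and 26.5), and 4 for PT-91 (28.2 and 38.9), and as many gene lists from 24 (4 lists and 12), 3 (14 and 14), and 20 (6 and 14), so chance cannot be excluded for these either. For the extracellular matrix list in A8535 only the real split of 35 gave a camera p as small (1.2e-07, and 1.5e-06 for the smallest other), but its list score had an exact permutation p of 0.057 (adjusted over all scores 0.566) and the estimated correlation ended the call (adjusted p = 0.395). The adjusted value of the score weighs little, because 4 libraries against 4 give no permutation p below 0.0286. The list is also 1 of 26 tested and stands for a pathway the paper reports from these libraries, so chance stays open for it. Detected genes and the ribosomal protein score went in opposite directions over the 16 libraries (Pearson r = -0.798, permutation p = 2.7e-04, Spearman rho = -0.824, permutation p = 1.5e-04, and r = -0.760 without the 2 farthest libraries).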
